# Early activation of the cardiac CX3CL1/CX3CR1 axis delays β-adrenergic-induced heart failure

**DOI:** 10.1038/s41598-021-97493-z

**Published:** 2021-09-09

**Authors:** M. Flamant, N. Mougenot, E. Balse, L. Le Fèvre, F. Atassi, E. L. Gautier, W. Le Goff, M. Keck, S. Nadaud, C. Combadière, A. Boissonnas, C. Pavoine

**Keywords:** Biological techniques, Cell biology, Immunology, Molecular biology, Physiology, Cardiology, Diseases

## Abstract

We recently highlighted a novel potential protective paracrine role of cardiac myeloid CD11b/c cells improving resistance of adult hypertrophied cardiomyocytes to oxidative stress and potentially delaying evolution towards heart failure (HF) in response to early β-adrenergic stimulation. Here we characterized macrophages (Mφ) in hearts early infused with isoproterenol as compared to control and failing hearts and evaluated the role of upregulated CX3CL1 in cardiac remodeling. Flow cytometry, immunohistology and Mφ-depletion experiments evidenced a transient increase in Mφ number in isoproterenol-infused hearts, proportional to early concentric hypertrophy (ECH) remodeling and limiting HF. Combining transcriptomic and secretomic approaches we characterized Mφ-enriched CD45^+^ cells from ECH hearts as CX3CL1- and TNFα-secreting cells. In-vivo experiments, using intramyocardial injection in ECH hearts of either *Cx3cl1* or *Cx3cr1* siRNA, or *Cx3cr1*^−/−^ knockout mice, identified the CX3CL1/CX3CR1 axis as a protective pathway delaying transition to HF. In-vitro results showed that CX3CL1 not only enhanced ECH Mφ proliferation and expansion but also supported adult cardiomyocyte hypertrophy via a synergistic action with TNFα. Our data underscore the *in-vivo* transient protective role of the CX3CL1/CX3CR1 axis in ECH remodeling and suggest the participation of CX3CL1-secreting Mφ and their crosstalk with CX3CR1-expressing cardiomyocytes to delay HF.

## Introduction

Hemodynamic cardiac stimulation initially induces early hypertrophy, a compensatory response to reduce parietal stress and prevent dysfunction. Chronic hypertrophy associated with apoptosis, fibrosis, inflammation responses and angiogenic alteration triggers transition to heart failure (HF), a major health issue^1^. The activation of the sympathetic nervous system plays a determinant role throughout cardiac remodeling^2–4^ but the mechanisms underlying the transition from early hypertrophy to HF are poorly understood. Therefore, a better understanding of cellular mechanisms elicited during early hypertrophy is needed to prevent the progression to HF or favor recovery^5,6^.

In addition to cardiomyocyte hypertrophy, cardiac hypertrophic remodeling is associated with determinant changes of non-myocyte cardiac cell types, including myeloid cells^7^. Different studies showed that cardiac hypertrophy is a complex inflammatory syndrome^5^ where cardiac macrophages (Mφ) are critical effectors. Cardiac Mφ influence tissue homeostasis, repair and regeneration and modulate cardiac hypertrophy and HF^8,9^. Mφ have been extensively implicated in the inflammatory response to myocardial infarction^10^. A growing body of evidence suggests that they also play a critical role in the pathogenesis of chronic non-ischemic heart remodeling^11,12^. The protective role of resident Mφ has been established in the control of electrical conduction and the clearance of dysfunctional mitochondria^13,14^. However, the mechanisms of activation and the functions of cardiac Mφ are not fully understood in the context of hypertrophic remodeling, with conflicting results as to whether they are beneficial or detrimental to the heart^1–3^. Our recent results suggest a novel protective paracrine impact of cardiac myeloid CD11b/c cells leading to early hypertrophy and improved resistance to oxidative stress^15^.

Using flow cytometry, transcriptomic, and secretomic analysis approaches, the aim of the present study was to isolate and characterize Mφ selectively amplified in early hypertrophy as compared to control and HF hearts, in order to better define their protective mechanism of action. We identify the cardiac CX3CL1/CX3CR1 axis as a protective signaling pathway in early hypertrophy and the potential participation of CX3CL1-secreting Mφ, transiently amplified in ECH hearts, to delay HF.

## Methods

The detailed methods are shown in the Supplementary material online.

### Ethics

Care of the animals and surgical procedures were performed according to the Directive 2010/63/EU of the European Parliament, which had been approved by the Ministry of Agriculture, France, (authorization for surgery C-75-665-R). The project was submitted to the French Ethic Committee CEEA (*Comité d’Ethique en Expérimentation Animale*) and obtained the authorization Ce5/2012/050 and APAFIS#1729-2015-083114195840v8. All experiments were performed in accordance with relevant named guidelines and regulations and in compliance with the ARRIVE guidelines.

Isoflurane was used to anesthetize mice during echocardiography analysis (0.2–0.5%), intramyocardial siRNA injections (1%), and Alzet micropump implantation (2–3%). The adequacy of anesthesia was confirmed by the absence of a reflex response to foot squeeze. Mice were euthanized via cervical dislocation and hearts were isolated for further histological and protein analyses or before cardiomyocyte or macrophage isolations.

### Animals

Experiments were conducted on adult male mice (9–20 week-old) of the following strains: C57BL/6J mice purchased from Janvier Labs (Le-Genest-St-Isle, France); *Cx3cr1*^*-/-*^ mice (C57BL/6J genetic background, as previously reported^16^) bred at Pitié-Salpétrière animal facility.

### In-vivo chronic isoproterenol infusion

Mice were implanted with an osmotic micropump (Alzet, Charles River, L’Arbresles, France) containing either isoproterenol (iso: 30 mg/kg/day) or vehicle for either 14 or 28 days to develop either ECH or HF, respectively, as previously reported^15^. Of note there was a slight but possible variability in the kinetics or in the maximum intensity of cardiac remodeling triggered by iso: for this reason, protocols always included a group of control animals (WT or untreated or control injected) in parallel, to allow comparison. In addition, we observed a reduced or delayed cardiac remodeling and a potential absence of HF at day 25–28 iso in experiments involving repeated injections of either liposomes or PBS: our hypothesis was that repeated injections could generate a low-grade inflammatory response capable of limiting or delaying deleterious cardiac remodeling.

### In-vivo intramyocardial ultrasound-guided transthoracic siRNA delivery in mice

On-target plus Scramble or *Cx3cl1* or *Cx3cr1* siRNA (Dharmacon, Cambridge, UK) were injected by ultrasound-guided transthoracic intramyocardial injection (see Figure S9) in mice, as described in Keck et al.^15^, at day 7 after iso-pump implantation. Echocardiographic parameters were measured regularly as stated.

### Measurement of cardiac parameters

Echocardiography was performed on lightly anesthetized animals under isoflurane (0.2–0.5%) with a probe emitting ultrasounds from 9- to 14-MHz frequency (Vivid7 PRO apparatus; GE Medical System Co), as previously reported^15^.

### Cardiomyocyte isolation and culture

Cardiomyocytes were isolated from adult mice using a simplified Langendorff-free method, as previously reported^17^.

Cardiomyocytes were plated onto laminin-coated wells (5 µg/ml, Roche) at a density of 30,000 total cells/ml in a plating medium (M199 medium (Life Technologies, Courtaboeuf, France)/Joklik medium (1/1 vol/vol) added with 10 mM BDM, 1% penicillin–streptomycin (PS), 1% insulin/transferrin/selenium (ITS) and 5% FBS). They were let to adhere for 3 h before treatments with either CX3CL1 or TNFα or both, conditioned medium (Cmed) from Mφ-enriched adherent CD45^+^cells ± pharmacological inhibitors (with RPMI medium as internal control, prepared as described below), or ± CX3CL1 or TNFR_1_ or TNFR_2_ antibodies (Abs), when stated, in a culture medium (idem plating medium but with only 1.5% FBS) and maintained overnight. Each experimental condition was evaluated in triplicate.

### Measurement of cardiomyocyte hypertrophy

Cardiomyocytes were visualized using brightfield at × 20 magnification and cell width, length and area were measured in at least 300 cells per condition per experiment. Results were the mean of at least three different experiments performed on two cell isolations (using at least 4 different Cmed from adherent CD45^+^cells).

### Isolation of cardiac immune cells for Conditioned media (Cmed) preparation and in-vitro proliferation assay

After perfusion with PBS, the mice heart was excised and digested in HBSS medium containing 2.5 mg/ml collagenase D (Roche, Meylan, France) for 30 min at 37 °C, with stirring. Erythrocytes were lysed by using red blood cell lysis buffer (MiltenyiBiotec, Paris, France). Cardiac CD45 cells were isolated by centrifugation, enriched using an anti-CD45 antibody coupled to magnetic beads (MiltenyiBiotec, Paris, France) and all CD45^+^ cells isolated from each heart were systematically seeded in 2 wells from a 48 multiwell plate (final volume 500 µl in a RPMI medium (Life Technologies, Courtaboeuf, France) supplemented with 10 mmol/LHepes). After 3 h of adhesion, the medium was renewed (this allowed elimination of non-adherent cells such as lymphocytes or NKT cells) and adherent cells (containing an average of 64.2 ± 3.5% of CD64 positive cells) were incubated overnight before collection of their conditioned medium (Cmed). The Cmed was concentrated 3 times on Amicon 3 kDa Ultra centrifugal filter (Millipore), kept at − 80 °C until in-vitro studies on cardiomyocyte hypertrophy and used at a 1/20 final dilution. RPMI medium treated in parallel and in the same way than Cmed was used as internal control. Cytokines and chemokines in the Cmed were quantified using a bio-plex immunoassay (Biorad, Marnes-La-Coquette, France). For in-vitro proliferation assays, Mφ were kept in culture for 48 h in the presence or absence of CX3CL1 (50 ng/ml) before fixation in paraformaldehyde and fluorescent staining.

### Quantification of macrophage proliferation

For BrdU incorporation assays, mice were injected intraperitoneally with 1 mg BrdU (Santa Cruz, Heidelberg, Germany) in 100 μl PBS 2 h prior to sacrifice and organ harvest. Intracellular staining was performed using the anti-BrdU antibody (Abcam, Paris, France, 1/100 dilution) after acid treatment to unwind the DNA and help antibodies access to DNA incorporated BrdU. After neutralization with sodium borate, anti-BrdU Ab was revealed with goat anti-rat Alexa fluor 488 (Abcam, Paris, France, 1/500 dilution). Macrophages were then stained with an anti-CD68 Ab (Biolegend, Saint-Quentin-En-Yveline, France, 1/200 dilution) revealed with goat anti-rat Alexa fluor 555 (Abcam, Paris, France, 1/500 dilution). DAPI- and WGA-stained nuclei and membranes, respectively.

### Isolation and Preparation of immune cells for flow cytometry analysis

After perfusion with PBS, the mice heart was excised and digested in HBSS medium containing 2.5 mg/ml collagenase D (Roche, Meylan, France) for 30 min at 37 °C, with stirring.

Erythrocytes were lysed by using red blood cell lysis buffer (MiltenyiBiotec, Paris, France). Samples were blocked with Fc block (Ebioscience, Paris, France) prior to labeling with antibodies and propidium iodide (PI). Cytometry data were acquired on an LSR Fortessa cytometer. After gating on CD45^+^ cells, doublets were excluded and live cells were analyzed (PI exclusion). Cardiac cell numbers were quantified using polybeads (Polysciences, Le-Perray-en-Yvelines, France). Data were analyzed with FlowJo software (Tree Star).

### Preparation of immune cells for fluorescence activated cell sorting

Cardiac immune cells were isolated by centrifugation, enriched by immunoselection using an anti-CD45 antibody coupled to magnetic beads (MiltenyiBiotec, Paris, France). Samples were blocked with Fc block (Ebioscience, Paris, France) prior to labeling with antibodies. Cytometry data were acquired on a BD FACSAria II cell sorter (5 lasers). After gating on CD11b^+^ cells, doublets were excluded and live (PI exclusion) CD14^+^/CD64^+^ Mφ were sorted directly into RLT lysis buffer (Qiagen) and kept at −80 °C until RNAseq analysis.

Antibodies/flow cytometry/sorting/western blotting.

**Table:** 

Experiment	Target	Clone	Isotype	Reference	Dilution	Fluorochrome	Source
Analysis	CD11b	REA-592	Human IgG1	130-109-290	1: 80	Vio Bright FITC	MiltenyiBiotec Paris, France
Analysis	CD45	30-F11	Rat IgG2b, κ	48-0451-82	1: 200	eFluor 450	Ebioscience Paris, France
Analysis & sorting	CD64	REA-286	Human IgG1	130-103-808	1: 40	PE	MiltenyiBiotec Paris, France
Analysis & sorting	MHC-II	M5/114.15.2	Rat IgG2b, κ	56-5321-82	1: 400	Alexa Fluor 700	Ebioscience Paris, France
Analysis	CCR2	475301	Rat IgG2b	FAB5538A	1: 10	APC	R&D Systems Abingdon UK
Analysis	Ly6C	AL-21	Rat IgM, κ	560596	1: 400	APC-Cy 7	BDBiosciences Le-Pont-De-Claix, France
Sorting	CD11b	M 1/70	Rat IgG2b, κ	48-0112-82	1: 200	eFluor 450	Ebiosciences Paris, France
Sorting	CD14	SA2-8	Rat IgG2a, κ	11-0141-82	1: 200	FITC	Ebiosciences Paris, France
WB	CX3CL1	polyclonal	Rabbit IgG	TP233	1: 1000		Torrey Pines Secaucus USA
WB	CX3CR1	polyclonal	Rabbit IgG	Ab8021	1: 1000		Abcam, Paris, France
WB	TNFα	EPR20972	Rabbit	Ab215188	1: 1000		Abcam, Paris, France
WB	GAPDH	14C10	Rabbit	2118	1:25000		Cell signal, St-Cyr, France

### RNA sequencing and statistical analysis

Total RNA from FACS sorted CD64^+^/CD14^+^ cells was isolated using the Nucleospin RNA XS kit (Macherey Nagel, Hoerdt, France), according to the manufacturer instructions. cDNA libraries were generated using total RNA with SMART-Seq v4 Ultra Low Input RNA Kit (TAKARA) and constructed according to manufacturer protocols as previously reported^18^. Paired end sequencing (2 × 750 bp) was performed by Nextseq 500 machine using High Output kit (150 cycles). Raw sequencing data was quality-controlled with the FastQC program. Trimmomatic was used to remove adapter sequences, trim low-quality reads, and discard reads shorter than 40 bp. Reads were aligned to the mouse reference genome (build mm10) with the TopHat2 tool. Mapping results were quality-checked using RNA-SeQC. Aligned reads were counted using the FeatureCounts and Express software, at the gene-level and transcript-level, respectively. Normalization and differential analysis were performed with the GLM EdgeR package. RNA-Seq data has been made publicly available through the NCBI Gene Expression Omnibus (GEO), GEO accession number GSE157035.

### Quantitative RT-PCR

Quantitative RT-PCR experiments are detailed in supplementary material.

### Immunofluorescence

Immunofluorescence studies were performed on frozen sections or cells fixed in paraformaldehyde as described in^15^.

Tissue sections and cells were analyzed with a Zeiss Axio Observer Z1 microscope. Image analysis was performed using ImageJ and Photoshop CS5 (Adobe, San Jose, CA, USA). Results are expressed as the number of positive cells per field and were quantified from 4–10 mice per group and 20–32 images per animal.

### Quantification of cardiomyocyte area and tissue fibrosis

Frozen sections fixed in paraformaldehyde were labeled with WGA-Alexa 647 (Thermo-Scientific, Montigny-Le-Bretonneux, France, 1/500 dilution). Tissue sections were analyzed with a Zeiss Axio Observer Z1 microscope using ImageJ software. A low *vs.* high threshold allowed quantification of cardiomyocyte area or tissue fibrosis, respectively, as previously reported^15^. Results were quantified from 6–7 mice/group (12–32 images/animal).

### Western blot

Isolated cardiomyocytes or tissue homogenates were lysed in 150 mM NaCl, 50 mM Tris pH = 7.4, EDTA 1 mM, EGTA 1 mM, Na_4_P_2_O_7_ 5 mM, 10% glycerol, 1% triton, and protease and phosphatase inhibitors cocktail (Sigma, St-Quentin-Fallavier, France). Samples were then centrifuged at 3000 × *g* for 5 min to get rid of cell debris. Protein concentration was measured by the BCA Protein assay (Thermo-Scientific, Montigny-Le-Bretonneux, France).

Proteins were separated on NuPAGE Novex 10% or 4–12% Bis–Tris gels (Life Technologies) and transferred on nitrocellulose membrane (Biorad, Marnes-La-Coquette, France). Membranes were cut and each part was incubated with indicated antibodies. Incubations were performed with appropriate primary antibodies (see antibodies listing above) followed by HRP-coupled secondary antibodies (Cell Signal, St-Cyr, France). Proteins were revealed with ECL Prime (GE Healthcare, Velizy, France) and images were acquired using a LAS4000 Camera (GE Healthcare, Velizy, France).

We displayed cropped gels and blots in the main paper to improve the clarity and conciseness of the presentation. However, full-length unedited material was provided in the supplementary information, as mentioned in the figure legends.

### Drugs

Sources of drugs are detailed in supplementary material.

### Statistical analysis

Quantitative data are reported as means ± SEM. Statistical analysis was performed with GraphPad Prism 8 (GraphPad software Inc, San Diego, CA, USA). For multiple comparisons of values D'agostino-and-Pearson normality test was first performed, and Kruskal–Wallis test, one-way ANOVA or 2-way ANOVA were used as appropriate followed by a post-hoc test for pairwise multiple comparisons. Correlation studies were performed using the Spearman correlation coefficient. Survival analysis was performed using the Gehan-Breslow-Wilcoxon test. All values with p < 0.05 were considered significant.

## Results

### β-adrenergic stimulation induces a transient early concentric hypertrophy (ECH) remodeling associated with an emergence of cardiac Mφ

As recently reported^15^, cardiac remodeling was induced in 11–13 week-old male C57BL/6J mice by chronic isoproterenol stimulation (30 mg/kg/day) for 14 days or 28 days (Fig. 1A).

**Figure 1:**
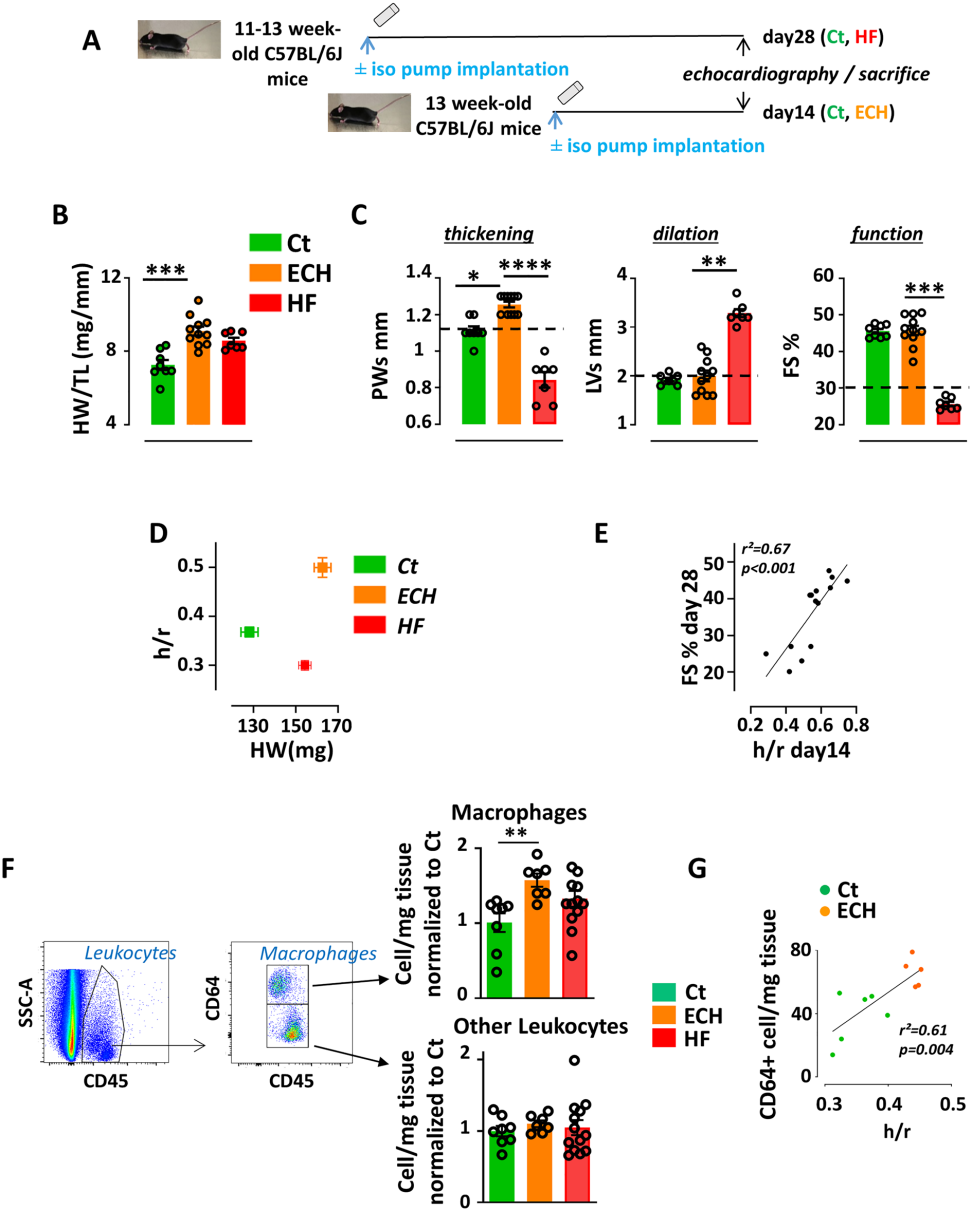
An increase in CD64^+^ Mφ is correlated with concentric hypertrophy in iso-induced ECH hearts. Mice implanted or not with an iso-pump for 14 or 28 days were subjected to echocardiographic analyses. (**A**) Schematic representation of the protocol. (**B**) Heart weight/tibia length; n = 8 (Ct), 11 (ECH) and 7 (HF) mice, Kruskal–Wallis followed by Dunn’s post-hoc test; *** p < 0.001. (**C**) Echocardiographic parameters; n = 8 (Ct), 11 (ECH) and 7 (HF) mice, Kruskal–Wallis followed by Dunn’s post-hoc test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (**D**) From same mice, evolution of the geometric parameter h/r (diastolic wall thickness to radius ratio) and heart weight. (**E**) Mice implanted with an iso-pump for 28 days: Spearman correlation coefficient between h/r at day 14 and FS at day 28; n = 13 from 2 different protocols. (**F**) Cardiac cells isolated from mice implanted or not with an iso-pump for 14 or 28 days were analyzed by flow cytometry. Cells were isolated from collagenase digested hearts, stained with the indicated antibodies and submitted to typical flow cytometry gating strategy to identify cardiac CD64^+^ Mφ. CD45^+^ leukocytes were identified, doublets excluded (by FSC-W vs. SSCA). Live CD45^+^ cells (after PI exclusion) were gated on CD64^+^ Mφ. Quantification of immune cells; n = 8 (Ct), 7 (ECH) and 13 (HF) cell isolation, Kruskal–Wallis followed by Dunn’s post-hoc test; ** p < 0.01. (**G**) Spearman correlation coefficient between cardiac CD64^+^ (flow cytometry analysis) cell number/mg and h/r; n = 6 mice (Ct), n = 5 mice (ECH).

At day 14, mice developed compensatory cardiac hypertrophy with increased ratio of heart weight/tibia length (HW/TL) and thickening of posterior wall (PWs) and interventricular septum (IVSd and IVSs) but preserved systolic function (EF and FS) (Fig. 1B,C and Table S1). This early hypertrophic response displayed a concentric pattern evidenced by a combined increase in the geometric parameter h/r (diastolic wall thickness to radius ratio) with the heart weight (HW) (Fig. 1D).

At day 28, the iso-infused mice displayed an evolution towards heart failure (HF) characterized by left ventricular (LV) dilation (LVd and LVs) associated with lower PWs, PWd, IVSs and IVSd and alteration of the cardiac function (EF and FS) (Fig. 1C and Table S1). Although HW/TL ratio indicated a persistent hypertrophy in hearts (Fig. 1B), the combination of a high HW with a low h/r as compared to control mice evidenced a progression towards an eccentric geometry (Fig. 1D). HF hearts also displayed higher fibrosis as compared to control hearts (Figure S1).

The protective role of the initial early concentric hypertrophy (ECH) remodeling against the alteration of function was suggested by a positive correlation between the intensity of the concentric hypertrophy (h/r) at day 14 and the preservation of FS at day 28 (Fig. 1E).

Flow cytometry analysis of CD45^+^ leukocytes in control (Ct), ECH and HF hearts showed that CD64^+^ Mφ (a pan-Mφ surface marker) were transiently increased in ECH hearts with no statistical change in the number of other leukocytes (Fig. 1F). Of note, the CD64^+^ Mφ cell number was correlated with the concentric hypertrophy level (h/r parameter) (Fig. 1G). A correlation between the h/r parameter and the cardiac CD68^+^ cell number (a pan-Mφ cytoplasmic marker) measured by immuno-histological tissue staining was also observed (Figure S2A).

### Cardiac myeloid cells from ECH hearts selectively exert a pro-hypertrophic effect in-vitro and clodronate-induced depletion hampers the β-adrenergic-induced early hypertrophic response

In order to assess the direct selective impact of ECH myeloid cells on adult cardiomyocyte hypertrophy, we immunoselected CD45^+^ leukocytes from control, ECH and HF hearts (iso-infused mice) and only kept adherent (non-lymphocyte) CD45^+^ cells comprising an averaged 64.2 ± 3.5% CD64^+^ cell number (n = 10). We collected the conditioned medium (Cmed) after 18 h in culture, before challenging isolated adult cardiomyocytes with the different Cmed and evaluating their mean area 18 h later (Fig. 2A).

**Figure 2:**
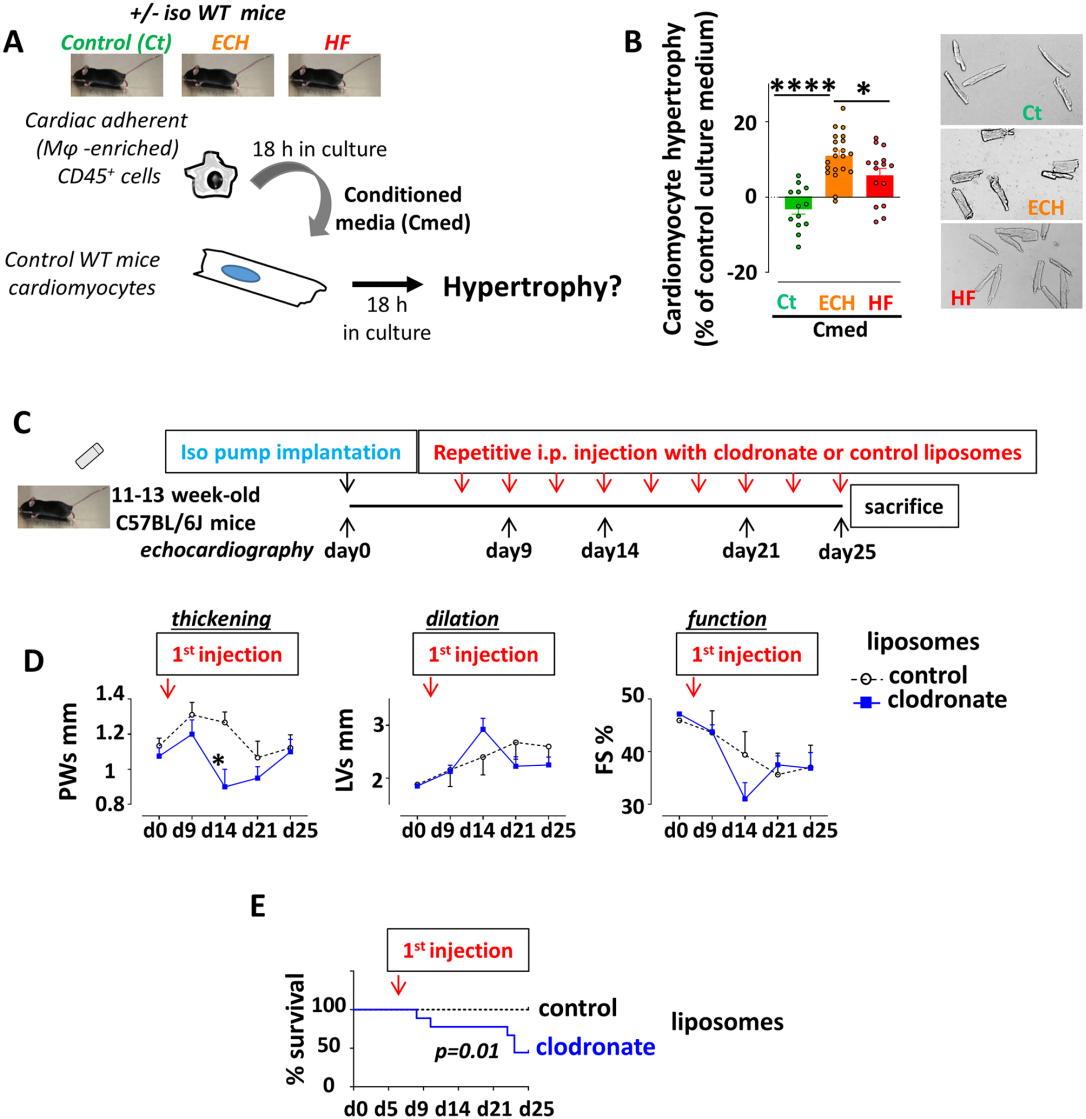
Mφ-enriched adherent CD45^+^ cells from ECH hearts selectively trigger adult WT cardiomyocyte hypertrophy in-vitro. Mφ depletion during ECH hampers early hypertrophy in-vivo. (**A**) Experimental procedure. Cardiac immune cells were isolated from collagenase digested Ct, ECH and HF hearts. Following CD45 positive enrichment using mouse CD45 microbeads, adherent (Mφ-enriched) cells were kept in culture for 18 h before conditioned media (Cmed) recovery. Cmed were applied on cardiomyocytes from WT mice. Cell hypertrophy was analyzed 18 h later. (**B**) Cmed from adherent CD45^+^ isolated from iso-infused ECH WT mice selectively enhance hypertrophy of control WT cardiomyocytes. Mean ± SEM of 5 experiments performed in triplicate. Cardiomyocytes from 5 mice (225–750 cell area quantified per condition per experiment), Cmed from 4–10 mice, Kruskal–Wallis followed by Dunn post-hoc test; * p < 0.05, **** p < 0.0001. (**C**) Experimental procedure of clodronate or control liposomes treatment in mice implanted with an iso-pump. (**D**) Echocardiographic parameters measured at d0, d9, d14, d21 and d25; n = 4–9 mice/group, two-way ANOVA followed by Sidak’s post-tests; * p < 0.05 vs control at the same time point. (**E**) Survival of control or clodronate liposomes treated mice; n = 9 mice/group at d0, Gehan-Breslow-Wilcoxon Test.

Only ECH Cmed triggered a significant increase in cardiomyocyte area, as compared to control and HF Cmed, with a mean 11 ± 1.3% increase in cell area (n = 21) (Fig. 2B), characterized by a selective increase in the cell width but no change in cell length (Figure S3A). Unfortunately, our attempts to reproduce this protocol using the Cmed collected from CD64^+^ cells sorted by flow cytometry failed, likely because of the limited cell yield leading to a too low concentration of Cmed.

To evaluate the physiological impact of myeloid cells in ECH hearts, the iso-infused mice were subjected to repetitive i.p. injections of clodronate or control liposomes (100 µl/25 g) three times a week beginning at day 7 (during ECH) following pump implantation and until sacrifice (Fig. 2C). Clodronate liposomes-treated mice displayed a hampered compensatory hypertrophic response with significantly lower PWs at day 14 and decreased PWd at day 9 and 14 as compared to control liposomes-treated mice (Fig. 2D and Table S2). In addition, their cardiac function (FS) tended to be more altered at day 14 (Fig. 2D) and their survival was significantly affected (Fig. 2E). As expected, the clodronate liposomes-treated mice displayed a decrease in cardiac CD68^+^ cell number attesting for efficient clodronate-induced myeloid cell depletion (Figure S2B). Of note, clodronate neither promoted apoptosis nor amplified iso-induced fibrosis (Figure S2B).

Taken together, these results highlighted an increase in Mφ number during the iso-induced ECH remodeling. Mφ-enriched cardiac adherent CD45^+^ cells from ECH hearts directly induced concentric hypertrophy of cardiomyocytes and the myeloid cell-depleting clodronate treatment neutralized the ECH remodeling, arguing for the potential in-vivo transient protective role of Mφ in iso-induced ECH.

### ECH Mφ are characterized by enhanced anti-inflammatory-, phagocytic- and chemotactic-related gene expression, with *Cx3cl1* as the most upregulated gene coding for a secreted factor

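Macrophages (Mφ) were sorted from the hearts of 12 mice, with 4 mice in each of 3 groups. ECH mice had received isoproterenol, a β-adrenergic agonist, at 30 mg/kg/day for 14 days from an implanted pump, and HF mice had received the same dose for 28 days. Control (Ct) mice carried a pump with saline, and the infusion time of each of these mice was not given in the sources used here. RNA of the sorted cells of each mouse was amplified with a kit for very low RNA input (SMART-Seq v4), and the libraries were sequenced from both ends. The authors trimmed the reads, aligned them to the mouse genome (build mm10, which is GRCm38), counted the reads on each gene with featureCounts and deposited the whole-number counts, without normalization, for 24445 gene symbols. The total per library lay between 88466559 and 101190984 counts in Ct (median 99648966), between 103926379 and 109030774 in ECH (median 107043644) and between 106276190 and 111180291 in HF (median 108618334). In every library more genes held exactly 2 counts than held 1 or 3, so the number of independent fragments may be lower than these totals.
From the deposited counts, library sizes were scaled with edgeR's TMM method, and the values per library are given as TMM-normalized CPM, the unit in which edgeR gives counts relative to library size. Genes with too few counts were left out by edgeR's filterByExpr, and the remaining 14608 genes were tested in a single model of all libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over genes (FDR). A gene was called when it passed the thresholds stated in the paper, a fold change of at least 2 and an FDR under 0.05. The biological coefficient of variation was 60.8%, so the libraries of a group varied widely. The counts of called genes changed with the test and with the inferred library sets, as the values given with the volcano plots show.
Between 15557 and 15940 genes were detected in the ECH libraries, between 14489 and 15305 in Ct and between 13600 and 15211 in HF. The lowest was HF library 1, where 188 genes had no count although each of the other HF libraries held at least 100 counts of them. The corresponding number was 127 in Ct library 2 and at most 7 in the other libraries. The sample labels carry library numbers from which sets of libraries can be inferred, with ECH mice 1 and 2 beside the Ct libraries (set A) and ECH mice 3 and 4 beside the HF libraries (set B). Neither the labels nor the paper states that these sets were prepared or sequenced apart, and all Ct libraries are in one set and all HF libraries in the other. A model with the set as a covariate therefore compares ECH mice 1 and 2 with Ct and ECH mice 3 and 4 with HF. Animal codes listed with the samples begin alike for ECH mice 3 and 4, Ct mice 1 and 2, Ct mice 3 and 4, and HF mice 1 and 2. The paper does not explain these codes, and the tests here treat all mice of a group as independent.

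**Figure D1:**
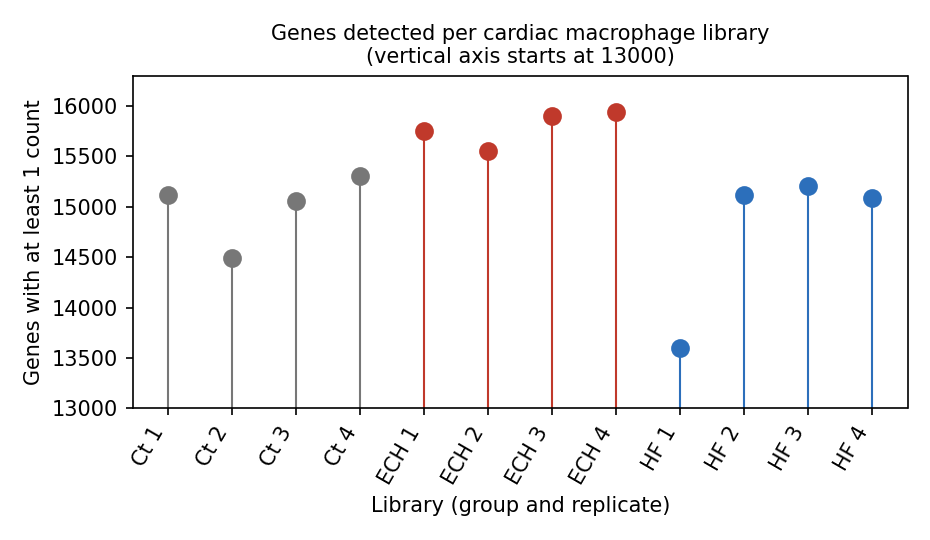
Number of genes with at least 1 count in each of the 12 libraries, on a vertical axis that does not start at 0. Grey points are Ct, red points ECH and blue points HF, and the lowest point is HF library 1 with 13600 genes.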

We used RNA sequencing (RNAseq) to characterize the ECH Mφ as compared to control and HF Mφ and to highlight mechanisms by which they might mediate their protective function. Following CD45 positive enrichment, we sorted the cardiac Mφ using two well characterized markers, CD64 and CD14, according to the gating strategy described in Figure S4. Control, ECH and HF sorted cells expressed homogenous levels of myeloid markers such as *Cd14*, *Csf1r* or *Adgre1* and *Fcgr1* coding for F4/80 and CD64, respectively. However, RNAseq clearly indicated a typical transcriptional program in ECH Mφ, since differential gene expression analysis revealed 201 genes that were selectively regulated in ECH Mφ as compared to control and HF Mφ (using a threshold of twofold change and false discovery rate (FDR) < 0.05) (Fig. 3A).

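Cd14 (chromosome 18 of GRCm38, 36725067 to 36726798) stood at 2537 ± 456 CPM (SD, n = 4) in Ct, 2387 ± 407 CPM in ECH and 2101 ± 339 CPM in HF Mφ. ECH library 1 held 2993 CPM of Cd14, against 2139 to 2247 CPM in the other ECH libraries. Csf1r (chromosome 18, 61100598 to 61132149) was at 4134 ± 1136 CPM in Ct, 4304 ± 276 CPM in ECH and 3935 ± 270 CPM in HF. For Adgre1 (chromosome 17, 57358691 to 57483527) the values were 1042 ± 214, 991 ± 381 and 1169 ± 68.2 CPM in the same order, and for Fcgr1 (chromosome 3, 96282909 to 96293969) they were 120.3 ± 27.0, 124 ± 47.6 and 159 ± 19.4 CPM. Over the comparisons of ECH with Ct and with HF, the log2 fold changes of these 4 genes lay between −0.35 and 0.18, and their FDR between 0.775 and 0.964 by edgeR's quasi-likelihood test, so no difference exceeded the spread between mice. The ECH libraries were not alike for Adgre1, with 1320 and 1311 CPM in ECH mice 1 and 2 and 755 and 579 CPM in ECH mice 3 and 4. Within the inferred library sets, ECH mice 3 and 4 were lower than HF for Adgre1 (log2 fold change −0.81, edgeR FDR 0.0163, or 0.0361 with the library set as a covariate, range over the alternatives 0.0163 to 1) and for Fcgr1 (−0.86, edgeR FDR 0.0413, range 0.0413 to 1). ECH mice 1 and 2 were at 0.33 for Adgre1 and 0.41 for Fcgr1 against Ct, both with an edgeR FDR of 0.951.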

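A gene was counted as selective when it was called against Ct and against HF in the same direction. With edgeR's quasi-likelihood test 0 genes met this definition. The likelihood ratio test of edgeR, an older test of the same model, found 11 selective genes, 10 of them higher in ECH. DESeq2 found 9, of which 8 were higher, and limma-voom with sample quality weights found 0. All 9 genes from DESeq2 and 10 of the 11 from the likelihood ratio test are in the heat map of Figure S5B, and Cx3cl1 was in neither set. With the inferred library set as a covariate in the quasi-likelihood model, 2 genes were selective.
At an unadjusted p under 0.05 and a fold change of at least 2 against both groups, 47 genes remained, 29 higher and 18 lower in ECH. Both comparisons use the same ECH libraries, so a gene can pass both by chance. In 20 simulations of unchanged groups with the means and dispersions of these libraries, between 49 and 83 genes passed these criteria (median 59). The value of every ECH mouse lay above those of all Ct and HF mice for 86 genes and below them for 41, where 29.5 genes are expected in each direction by chance. From the genes that passed its thresholds against both groups, the paper concludes that ECH Mφ have a typical transcriptional program, and it follows Cx3cl1 from the list of top upregulated genes into the experiments on the CX3CL1/CX3CR1 axis.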

**Figure 3:**
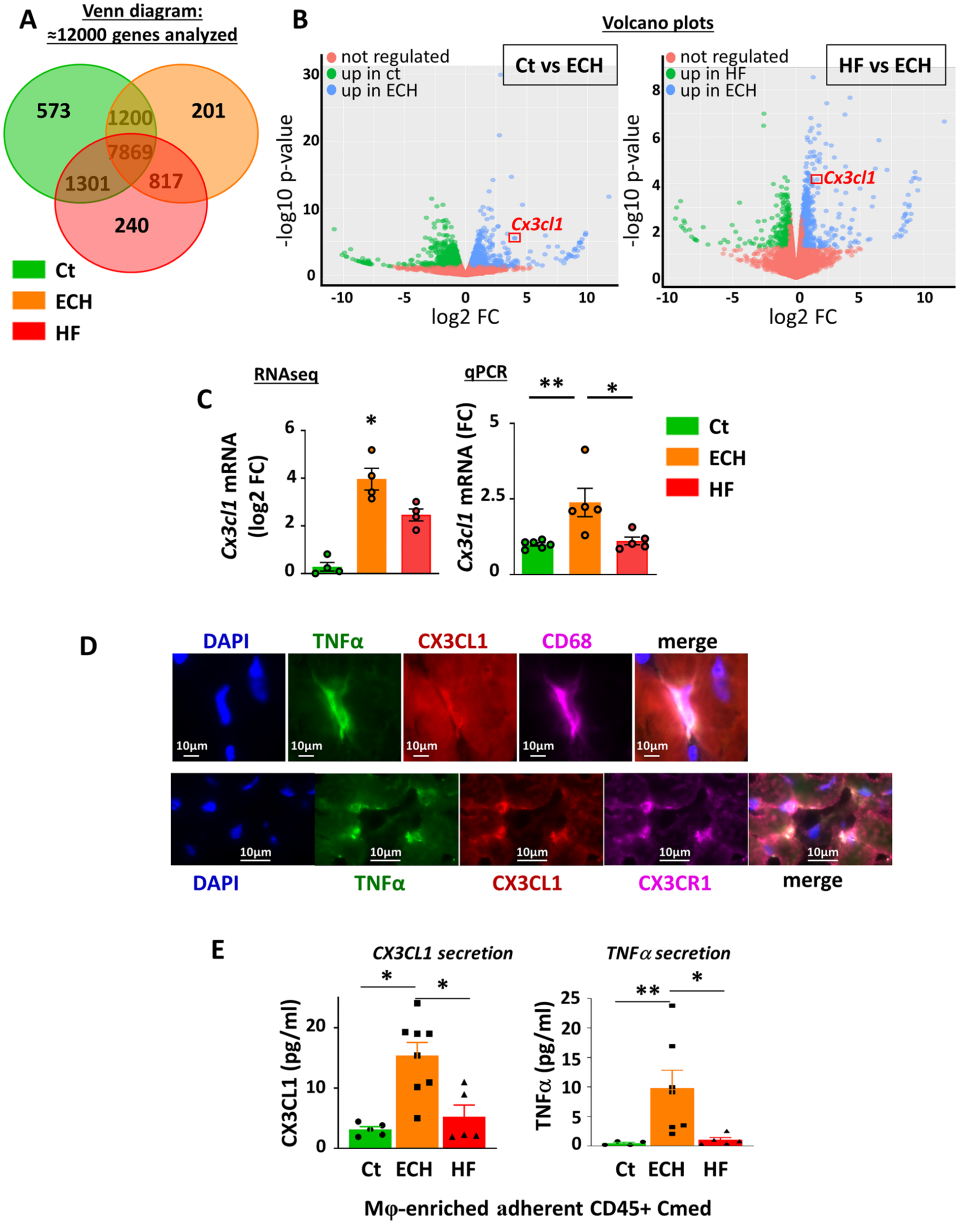
Cardiac ECH CD64^+^ Mφ are characterized by a typical induction of *Cx3cl1* mRNA and a co-secretion of CX3CL1 and TNFα, as compared to Ct and HF counterparts. (**A**) RNAseq transcriptomic analysis: three-way Venn diagrams. (**B**) Volcano Plots showing the number of genes differentially expressed between ECH and Ct or ECH and HF CD64^+^ Mφ***. ***(**C**) Analysis of *Cx3cl1* mRNA levels in isolated cardiac CD64^+^ cells by RNAseq (n = 4 mice/group, normalization and differential analysis were performed with the glm edgeR package) and qPCR (n = 6 (Ct), 5 (ECH) and 5 (HF) mice, Kruskal–Wallis followed by Dunn post-hoc test; * p < 0.05, ** p < 0.01). (**D**) Typical immuno-fluorescent stainings of cardiac sections from iso-infused ECH mice with anti-TNFα, CX3CL1, CD68 or CX3CR1 Abs. (**E**) Multiplex CX3CL1 and TNFα analysis in Cmed from adherent Mφ***-***enriched CD45^+^ cells prepared as described in Fig. 2A; n = 5 (Ct), 8 (ECH) and 5 (HF) mice, Kruskal–Wallis followed by Dunn’s post-hoc test; * p < 0.05, ** p < 0.01.

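Between ECH and Ct Mφ the quasi-likelihood test of edgeR called 52 genes, 39 higher and 13 lower in ECH. An unadjusted p under 0.05 was found for 1741 genes, where 730.4 are expected by chance. Between ECH and HF Mφ the same test called 0 genes, although 1165 genes had an unadjusted p under 0.05, and the lowest FDR was 0.338. DESeq2 called 248 genes against Ct (131 higher, 117 lower) and 47 against HF, edgeR's likelihood ratio test 218 (135 higher, 83 lower) and 48, and limma-voom 84 (50 higher, 34 lower) and 0. At an unadjusted p under 0.05 and a 2-fold change, 269 genes were higher and 273 lower in ECH than Ct by the quasi-likelihood test. The 52 genes called by the quasi-likelihood test were all among those of DESeq2 and of the likelihood ratio test. Single mice changed the count against Ct, which was 11 without Ct mouse 1, 95 without Ct mouse 3, 26 without Ct mouse 4, 17 without ECH mouse 3 and 27 without ECH mouse 4. The count against HF stayed at 0 with each of the 12 mice left out in turn. Within the inferred library sets, ECH mice 1 and 2 against Ct gave 1 called gene, and ECH mice 3 and 4 against HF gave 370.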

Volcano plots showed the number of genes differentially expressed between control Mφ vs ECH Mφ (Fig. 3B left panel) and HF Mφ vs ECH Mφ (Fig. 3B right panel).

ECH Mφ were characterized by up-regulated *Mertk* (phagocytic marker) gene expression (Figure S5B and S5 C). 

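Mertk, which encodes a receptor for the uptake of dying cells, lies on chromosome 2 of GRCm38 from 128698956 to 128802894. It was at 117 ± 44.0 CPM (SD, n = 4) in Ct, 317 ± 163 CPM in ECH and 117 ± 22.5 CPM in HF Mφ. The log2 fold change was 1.43 against Ct (SE 0.35, edgeR FDR 0.101) and 1.43 against HF (SE 0.35, edgeR FDR 0.491). An exact permutation test of the 4 against 4 mice gave a two-sided p of 0.0571 against Ct and 0.0286 against HF, the smallest p this design allows, and adjusted over 48 such tests these became 0.144 and 0.105. The increase was uneven among the ECH mice, with 496 and 414 CPM in mice 3 and 4 and 183 and 174 CPM in mice 1 and 2, beside 177 CPM in Ct mouse 4. Within the inferred library sets the log2 fold change was 0.59 for ECH mice 1 and 2 against Ct (edgeR FDR 0.947) and 1.95 for ECH mice 3 and 4 against HF (edgeR FDR 0.00328). Mertk passed the FDR threshold in both comparisons with DESeq2 and with the likelihood ratio test of edgeR, against HF with the library set as a covariate, and against Ct without ECH mouse 2 (1.63, edgeR FDR 0.0487). Over all alternatives its FDR lay between 0.00195 and 0.947 against Ct and between 0.00319 and 1 against HF. Among the 24 genes named by the paper that were chosen for testing, 2 had an FDR under 0.05 against Ct and 0 against HF over all genes tested with edgeR's quasi-likelihood test, while 13 and 9 had an unadjusted p under 0.05. Adjusted over the list alone, 12 and 6 had an FDR under 0.05, which is not independent evidence because the paper names many of these genes for differences seen in the same libraries.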

In keeping with *Mertk* gene induction, immuno-histological analyses confirmed a selective transient increase in CD64^+^/Mer^+^ and CD68^+^/Mer^+^ Mφ in ECH hearts (Figure S6A and S6B) that were depleted upon clodronate treatment (Figure S6C and S6D). ECH Mφ also displayed up-regulated *Il4R*a, *Arg1* and *Cd163* (M2 markers) gene expression (Figure S5C) and a downregulation of *Cd209* dendritic cell markers (Figure S5B). 

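Il4ra (chromosome 7 of GRCm38, 125552120 to 125579474) was at 190.5 ± 60.6 CPM (SD, n = 4) in Ct, 396 ± 73.9 CPM in ECH and 268 ± 54.2 CPM in HF Mφ. Its log2 fold change was 1.05 against Ct (SE 0.22, edgeR FDR 0.0596) and 0.56 against HF (SE 0.22, edgeR FDR 0.568). The difference from Ct passed the threshold with DESeq2, the likelihood ratio test, limma-voom and a filter of more than 1 CPM in 4 libraries, and without Ct mouse 3 (1.29, edgeR FDR 0.0230), with an FDR between 0.000387 and 0.777 over the alternatives. Arg1 (chromosome 10, 24915221 to 24927484) had few counts, at 1.61 ± 1.22 CPM in Ct, 11.7 ± 6.23 CPM in ECH and 5.03 ± 3.36 CPM in HF. Its log2 fold change was 2.86 against Ct (SE 1.01, edgeR p 0.0144, FDR 0.276 over all genes and 0.0314 over the genes named in the paper alone) and 1.22 against HF (SE 0.96, edgeR p 0.226, FDR 0.821). DESeq2 alone among the alternatives gave an FDR under 0.05 against Ct (0.0485, range over the alternatives 0.0485 to 0.941). Ct mouse 2 had no count of Arg1, which allows up to 0.0349 CPM by counting error alone. The other Ct libraries held 149, 287 and 213 counts. Arg1 is thus among the 127 genes without a count in that library although each other Ct library held at least 100. The Ct mean may therefore be too low and the fold change against Ct too large. Cd163 (chromosome 6, 124304656 to 124330527) was at 1142 ± 238 CPM in Ct, 1882 ± 558 CPM in ECH and 939 ± 201 CPM in HF, a log2 fold change of 0.72 against Ct (SE 0.24, edgeR FDR 0.241) and 1.00 against HF (SE 0.24, edgeR FDR 0.491). Against HF, the FDR of Cd163 was 0.0118 with DESeq2, 0.0262 with the likelihood ratio test, 0.0201 with the inferred library set as a covariate and 0.0134 for ECH mice 3 and 4 alone, and it ranged from 0.0118 to 1 over the alternatives.
The 7 Cd209 genes listed lie on chromosome 8 between 3743397 (Cd209a) and 4137707 (Cd209g) and are similar in sequence, so reads could have been split between them by the counting and their values are uncertain. Cd209f fell from 26.3 ± 10.1 CPM in Ct and 22.5 ± 17.9 CPM in HF to 3.91 ± 1.50 CPM in ECH, with a log2 fold change of −2.75 against Ct (SE 0.51, edgeR FDR 0.0346) and −2.52 against HF (SE 0.51, edgeR FDR 0.488). Against HF its FDR was 0.000239 with DESeq2 and 0.00236 with the likelihood ratio test, with a range of 0.000239 to 1. Every ECH mouse was below every other mouse for Cd209f. Its FDR against Ct rose above the threshold in 9 of the 12 analyses that left out a mouse (0.0645, 0.0770 and 0.0738 without Ct mice 1, 2 and 4, 0.0901, 0.0534, 0.140 and 0.0712 without ECH mice 1 to 4, and 0.0579 and 0.0573 without HF mice 2 and 4), with limma-voom (0.0981), with the replicate number as a block (0.0613), with the library set as a covariate (0.251) and within library set A (0.213), and ranged from 2.53e-06 to 0.251 over the alternatives. Cd209g had a log2 fold change of −3.19 against Ct and −2.98 against HF, Cd209d −1.79 and −2.55, Cd209b −2.12 and −3.15, and Cd209c −0.80 and −0.56, each with an edgeR FDR of at least 0.238. Among these 4 genes, Cd209g was under an FDR of 0.05 against Ct with DESeq2 (0.0351), with only the libraries of both groups compared in the fit (0.0420) and without HF mouse 1 (0.0141), with a range of 0.0141 to 0.651 over the alternatives. Cd209d was under it against HF with DESeq2 (0.00637), the likelihood ratio test (0.0195) and ECH mice 3 and 4 alone (0.0250), with a range of 0.00637 to 1. Cd209a was at 0.11 against Ct and −0.78 against HF. Cd209e, at means of 1.08 CPM or less, was at −0.41 and 0.21, with a sign that changed with the setting in both comparisons.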

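H2-Aa and H2-Ab1 encode the chains of the MHC class II molecule I-A and lie on chromosome 17 of GRCm38 from 34282744 to 34287823 and from 34257689 to 34269419. H2-Aa was at 3918 ± 539 CPM (SD, n = 4) in Ct, 2371 ± 680 CPM in ECH and 3092 ± 735 CPM in HF Mφ, a log2 fold change of −0.72 against Ct (SE 0.21, edgeR FDR 0.167) and −0.38 against HF (SE 0.21, edgeR FDR 0.681). H2-Ab1 was at 4628 ± 660 CPM in Ct, 3137 ± 1216 CPM in ECH and 4351 ± 966 CPM in HF, with −0.56 against Ct (SE 0.24, edgeR FDR 0.376) and −0.47 against HF (SE 0.24, edgeR FDR 0.652). ECH mouse 2 stood apart for both genes, at 3380 CPM of H2-Aa against 1910 to 2145 CPM in the other ECH mice and at 4914 CPM of H2-Ab1 against 2175 to 2839 CPM. The unadjusted p against Ct was 0.00402 for H2-Aa and 0.0356 for H2-Ab1 by edgeR's quasi-likelihood test. Without ECH mouse 2 the log2 fold change of H2-Aa against Ct was −0.94 (edgeR FDR 0.0463). DESeq2 (FDR 0.0197) and the likelihood ratio test (FDR 0.0442) also placed H2-Aa under the threshold against Ct, and over the alternatives its FDR ranged from 0.0197 to 0.947.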

ECH Mφ also showed downregulated *Mhc-2* (*H2-aa* and *H2-ab1*) expression as compared to control (Figure S5D). In addition, ingenuity pathway analysis (IPA) demonstrated that interferon gamma (IFNγ) was the top upregulated signaling pathway identified by upstream analysis (z-score 2.508 and p-value 1.06 E^−3^).

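The knowledge base behind the upstream analysis was not used here, so its score could not be recomputed. In its place a list of 30 genes known to be induced by IFNγ was tested with camera at its preset correlation between genes of 0.01, and 28 of these genes had enough counts. Against Ct the median log2 fold change of the list in ECH Mφ was −0.11 and the mean −0.19, with 13 of the 28 genes higher. Limma's camera placed the list lower in ECH than the other genes, with an adjusted p of 0.0138 (Benjamini-Hochberg over 28 tests). The adjusted p was 0.593 with fry and 0.693 with the correlation estimated from the data, so this difference held under neither. Without the MHC class II genes the median was 0.038 and the adjusted p from limma's camera 0.388. The call against Ct was also lost without Ct mouse 4 (median 0.024, adjusted p 0.0577), ECH mouse 3 (−0.013, 0.0773) or ECH mouse 4 (0.035, 0.146). Against HF the median was −0.089 with 10 of the 28 genes higher (adjusted p 0.0846 by limma's camera, 0.767 by fry). Within the inferred library sets the median was 0.14 for ECH mice 1 and 2 against Ct (adjusted p 0.964) and −0.54 for ECH mice 3 and 4 against HF (adjusted p 0.00198), both by limma's camera.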

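Of the genes that were higher in ECH than in both other groups with an unadjusted p under 0.05 and a fold change of at least 2, 22 are listed with higher expression in the heat map of Figure S5B. Of those lower in ECH by the same criteria, 6 are listed there with lower expression. These genes were not tested for pathways here, because a set of this size was also reached in simulations without any difference between the groups.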

IPA indicated that the genes selectively upregulated in ECH Mφ were involved in Th2 pathways, quantity of connective tissue (inhibition of MMPs), phagosome formation (phagocytosis) and chemotactism (Figure S5A).

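Cx3cl1 lies on chromosome 8 of GRCm38 from 94772009 to 94782427. It was at 1.09 ± 0.801 CPM (SD, n = 4) in Ct, 18.0 ± 11.3 CPM in ECH and 5.81 ± 1.82 CPM in HF Mφ, from counts of 0 to 193 in the Ct libraries, 965 to 3978 in ECH and 387 to 882 in HF. The ECH mice held 9.55, 11.3, 16.8 and 34.4 CPM, each above every Ct mouse (at most 1.93 CPM) and every HF mouse (at most 7.88 CPM). The exact permutation test gave a two-sided p of 0.0286 in both comparisons, the lowest possible with 4 mice against 4, and 0.105 after adjustment. The log2 fold change was 4.04 against Ct (SE 0.91, edgeR FDR 0.0828) and 1.63 against HF (SE 0.83, edgeR FDR 0.650). HF Mφ were at 2.41 against Ct (SE 0.85, edgeR FDR 0.210). Adjusted over the list alone, the 24 genes named by the paper, the FDR of Cx3cl1 was 0.00401 against Ct and 0.130 against HF.
Against Ct the FDR of Cx3cl1 was 6.53e-05 with DESeq2, 0.00194 with the likelihood ratio test, 0.0924 with limma-voom and 0.0168 without Ct mouse 2, which had no count of Cx3cl1 (log2 fold change 3.63, and at most 0.0349 CPM that a count of 0 allows), and over the alternatives it ranged from 6.53e-05 to 0.941. Against HF it was 0.469, 0.602 and 0.271 with the same tools, and only the comparison within library set B passed the threshold (ECH mice 3 and 4, 2.14, edgeR FDR 0.0215, range over the alternatives 0.0215 to 1). In library set A, ECH mice 1 and 2 were at 3.24 against Ct (edgeR FDR 0.941). Leaving out each mouse in turn kept the log2 fold change between 3.52 and 4.47 against Ct and between 1.11 and 1.84 against HF, with the lowest value of both without ECH mouse 4. Cx3cl1 is among the 127 genes without a count in Ct library 2 although each other Ct library held at least 100. The value of 4.04 may therefore be too large, and that of 3.63 does not rest on this library.
Of 72 chemokine and cytokine genes with enough counts, Cx3cl1 ranked 1 by fold change and by p against Ct, and 6 by fold change against HF. Adjusted over the list alone, these 72 genes, 3 had an FDR under 0.05 against Ct. These were Cx3cl1 and, lower in ECH, Ccl24 and Il6, which were named after their values were seen. Over all 14608 genes tested, Cx3cl1 ranked 116 by fold change against Ct, and of the genes higher in ECH it ranked 72 by p. Of the genes called higher in ECH than Ct, 5 had a larger fold change.

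**Figure D2:**
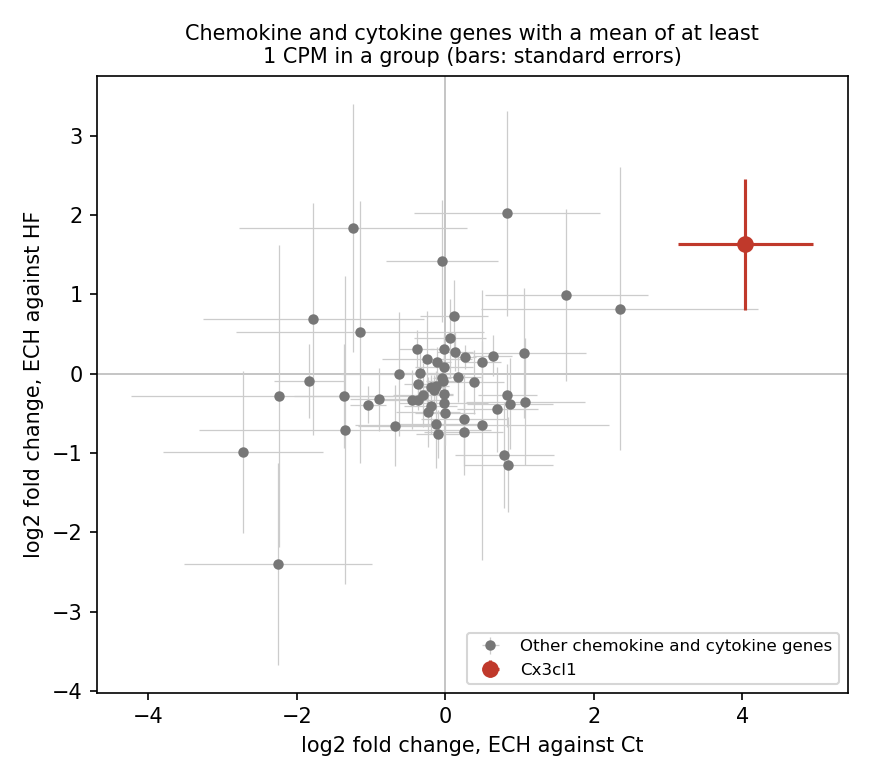
Log2 fold change of ECH against Ct (horizontal) and against HF (vertical) for the 58 chemokine and cytokine genes with a mean of at least 1 CPM in a group and some counts in every group, with standard errors as bars. Cx3cl1, in red, lies farthest to the right at 4.04, and its vertical bar of 0.83 to either side of 1.63 overlaps those of other genes.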

Importantly, analyses of both inflammatory cytokines and chemokines gene expression patterns in ECH Mφ identified *Cx3cl1* coding for CX3CL1 among the top upregulated genes (Fig. 3B,C left panel and S5B). 

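Cx3cr1 (chromosome 9 of GRCm38, 119901616 to 120069879) was at 205 ± 32.1 CPM (SD, n = 4) in Ct, 105 ± 88.3 CPM in ECH and 154 ± 16.6 CPM in HF Mφ. Its log2 fold change was −0.97 against Ct (SE 0.48, edgeR FDR 0.451) and −0.55 against HF (SE 0.47, edgeR FDR 0.844), within the spread between mice. The ECH mice lay far apart, at 126 and 221 CPM in mice 1 and 2 and at 50.2 and 23.9 CPM in mice 3 and 4, a log2 difference of −2.23 between these pairs (edgeR FDR 0.0161). Within the inferred library sets, ECH mice 1 and 2 were at −0.26 against Ct (edgeR FDR 0.951) and ECH mice 3 and 4 at −2.06 against HF (edgeR FDR 0.0115). Over the alternatives the FDR ranged from 0.117 to 0.951 against Ct and from 0.00547 to 1 against HF.

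**Figure D3:**
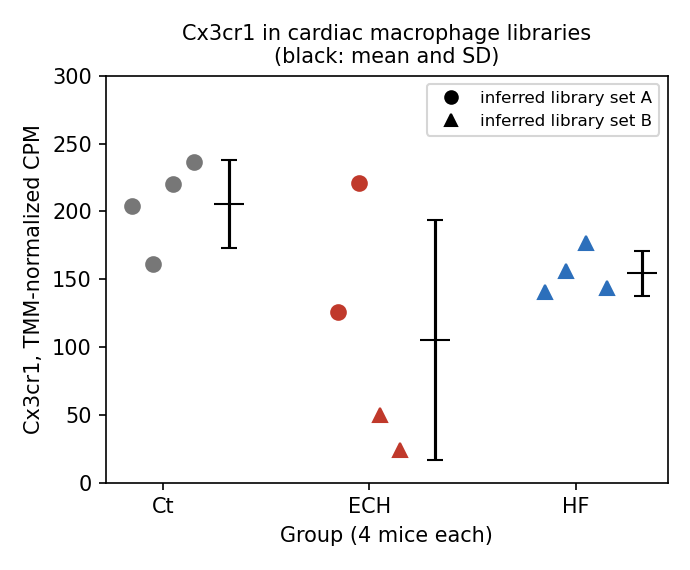
Cx3cr1 in TMM-normalized CPM in each of the 12 libraries by group, with the mean and SD of each group in black. Circles are libraries of the inferred set A and triangles those of set B, and both ECH triangles, at 50.2 and 23.9 CPM, lie below every other library.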

Of note, there was no change detected in the expression of its unique receptor *Cx3cr1* (not shown). Selective transient induction of *Cx3cl1* in ECH CD64^+^ Mφ was confirmed by qPCR (Fig. 3C right panel).

Immuno-fluorescent co-staining of cardiac tissues from iso-infused ECH mice suggested that CD68^+^ or CX3CR1^+^ Mφ were able to produce both TNFα and CX3CL1 (Fig. 3D). This was in keeping with the upregulation of *Adam8* and *Adam10* gene expression detected in ECH Mφ (Figure S5E) since ADAM proteins are known to mediate cleavage of surface molecules among which CX3CL1 and TNFα^19^. 

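Adam8 (chromosome 7 of GRCm38, 139978932 to 139992562) was at 37.5 ± 3.78 CPM (SD, n = 4) in Ct, 279 ± 93.6 CPM in ECH and 159.7 ± 34.9 CPM in HF Mφ. Against Ct its log2 fold change was 2.89 (SE 0.23, edgeR FDR 0.000179), the lowest FDR of all genes tested, and the FDR was at most 0.00698 over the alternatives. Against HF it was 0.80 (SE 0.22, edgeR FDR 0.491), with every ECH mouse above every HF mouse. With the inferred library set as a covariate, which leaves ECH mice 3 and 4 against HF, this difference was 1.01 (edgeR FDR 0.0459). It was the only alternative under 0.05, with a range of 0.0459 to 1. HF Mφ were also above Ct, by 2.09 on the log2 scale (SE 0.23, edgeR FDR 0.00199). Adam10 (chromosome 9, 70678997 to 70780229) was at 150.4 ± 41.0 CPM in Ct, 226 ± 63.7 CPM in ECH and 155 ± 26.2 CPM in HF, a log2 fold change of 0.59 against Ct (SE 0.23, edgeR FDR 0.331) and 0.55 against HF (SE 0.23, edgeR FDR 0.595). Adam10 was under the threshold in 1 alternative, ECH mice 3 and 4 against HF (0.84, edgeR FDR 0.0337, range over the alternatives 0.0337 to 1), while ECH mice 1 and 2 were at 0.21 against Ct (edgeR FDR 0.972).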

A multiplex analysis of secreted molecules detected in the Cmed from Mφ-enriched adherent CD45^+^ cells isolated from Ct, ECH and HF hearts confirmed a selective increased release of CX3CL1 by ECH cells and showed an associated secretion of TNFα (Fig. 3E). Our next experiments aimed to evaluate the impact of the CX3CL1/CX3CR1 axis on ECH Mφ-enriched adherent CD45^+^ cells emergence and cardiomyocyte-related hypertrophy.

### The CX3CL1/CX3CR1 axis drives a direct pro-hypertrophic effect of ECH Mφ-enriched CD45^+^ cells and favors Mφ proliferation and expansion

Adult cardiomyocytes expressed CX3CR1, the unique CX3CL1 receptor (Fig. 4A).

**Figure 4:**
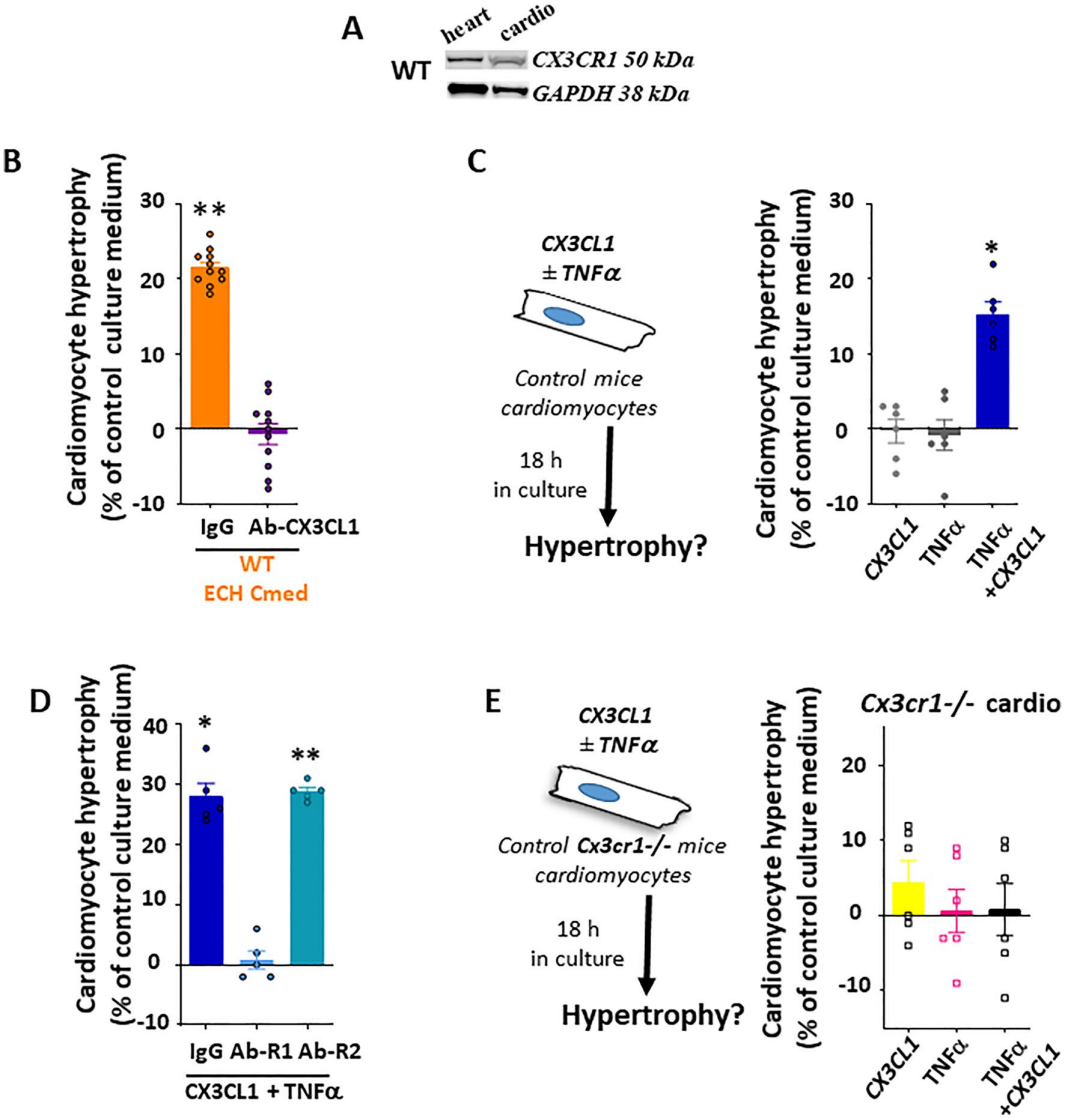
Determinant role of the CX3Cl1/CX3CR1 axis in the pro-hypertrophic effect of ECH Mφ-enriched CD45^+^ cells in adult WT cardiomyocytes: synergism between CX3CL1 and TNFα. (**A**) CX3CR1 protein expression in WT heart tissue (15 µg) or isolated adult WT cardiomyocytes (50 µg). Full unedited gels are provided in the supplementary material as well as detailed procedure (Figure S10). (**B**) Cmed from adherent CD45^+^ cells isolated from ECH WT mice enhances hypertrophy of WT cardiomyocytes in a CX3CL1-dependent manner. Experimental procedure described in Fig. 2A. (**C**) CX3CL1 requires the synergistic action of TNFα to enhance hypertrophy in control WT cardiomyocytes. (**D**) The pro-hypertrophic impact of CX3CL1 + TNFα relies on TNFR1 binding of TNFα. (**E**) Either alone or in combination, CX3CL1 and TNFα are without hypertrophic effect on adult cardiomyocytes from control *Cx3cr1*^*-/-*^ mice. Mean ± SEM of 2–6 experiments performed in triplicate. Cardiomyocytes from 2–6 mice (225–750 cell area quantified per condition per experiment), Cmed from 4–10 mice, Kruskal–Wallis followed by Dunn post-hoc test; * p < 0.05, ** p < 0.01 vs Ct medium.

Treatment with neutralizing CX3CL1-antibody blunted the pro-hypertrophic effect of the Cmed collected from ECH Mφ-enriched CD45^+^ cells (hypertrophy decreased from 21.5 ± 0.7% to − 0.7 ± 1.4%, n = 11) (Fig. 4B). Interestingly, CX3CL1 alone did not induce cardiomyocyte hypertrophy (tested either at a current 50 ng/ml concentration (-0.3 ± 1.6% hypertrophy, n = 6) (Fig. 4C) or at a 100 ng/ml higher dose (not shown)). However, ECH myeloid cells secreted not only CX3CL1 but also TNFα (Fig. 3D,E). Since CX3CL1 and TNFα have been reported to potentially act in a synergistic manner^20,21^, we tested the hypothesis of a combined CX3CL1 and TNFα effect in the pro-hypertrophic action of ECH Cmed. Alone, 50 ng/ml TNFα did not induce cardiomyocyte hypertrophy (− 0.8 ± 2% hypertrophy, n = 6), in contrast to the combination of 50 ng/ml CX3CL1 and 50 ng/ml TNFα (15.3 ± 1.6% increase in cell area, n = 6) (Fig. 4C). This hypertrophy was characterized as concentric with a selective impact on cell width but no change in cell length (Figure S3B). Similar experiments performed on adult cardiomyocytes isolated from *Cx3cr1*^*-/-*^ mice^16^ showed no hypertrophic effect of CX3CL1 and TNFα either alone or in combination (Fig. 4E), highlighting the crucial role of CX3CR1 expression in hypertrophic remodeling (Fig. 4A). The combined CX3CL1 and TNFα pro-hypertrophic effect depended on the binding to TNFR1 but not to TNFR2 (Fig. 4D).

The CX3CL1/CX3CR1 axis is known as a pro-survival pathway in Mφ^22,23^. In line, in-vitro experiments performed in Mφ-enriched CD45^+^ cells isolated from iso-infused ECH mice, showed that CX3CL1 increased the number and the proliferative activity of CD68^+^ cells (Ki67 staining, Figure S7A). Of note, CX3CL1 proliferative impact was as potent as that elicited by the mitogenic agent M-CSF (50 ng/mL) and was not amplified upon addition of TNFα (50 ng/mL) (not shown). Furthermore, an in-vivo CD68^+^ cell proliferation was detected in hearts infused with isoproterenol for 8 days and injected with BrdU 2 h before sacrifice with an enhanced number of CD68^+^ Mφ positive for BrdU as compared to control hearts (35.6 ± 2.8% vs 16.4 ± 2.7% of CD68^+^ Mφ were BrdU^+^ in iso-infused vs control hearts, respectively; n = 6 vs 5 mice, p < 0.01) (Figure S7B).

Altogether, these data suggested a direct role of the CX3CL1/CX3CR1 axis on the expansion of cardiac Mφ and their pro-hypertrophic effect on adult cardiomyocytes.

### Protective role of the CX3CL1/CX3CR1 axis during iso-induced ECH remodeling

We next examined, in-vivo, the impact of CX3CR1 knockout on Mφ evolution and cardiac remodeling in mice^24^ challenged with the iso-infusion (Fig. 5A).

**Figure 5:**
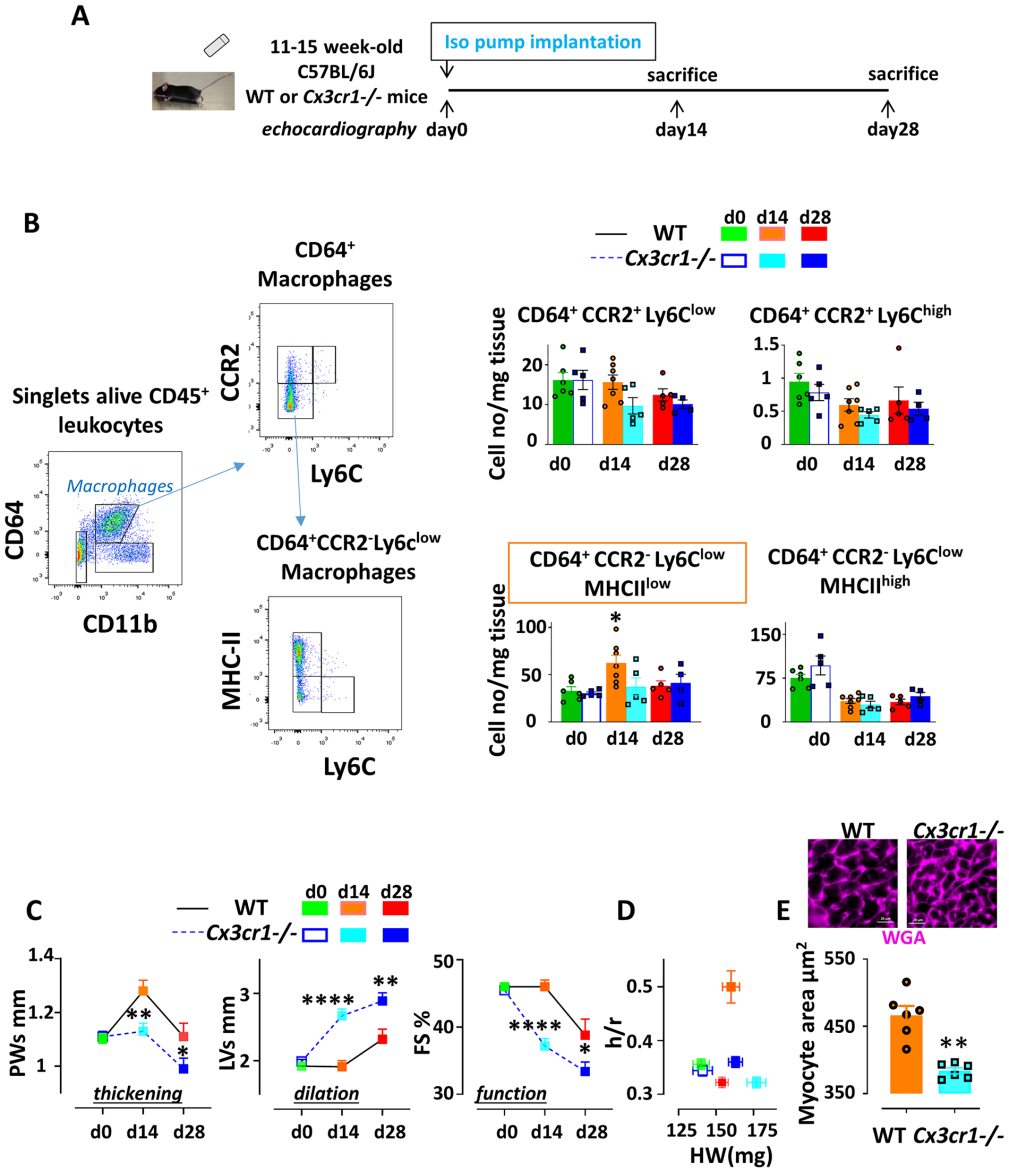
*Cx3cr1* knockout hampers the transient selective increase in CD64^+^ CCR2^-^ Ly6C^low^ MHCII^low^ Mφ detected in WT mice during ECH, suppresses iso-induced concentric hypertrophy and accelerates dilation and alteration of function. (**A**) Experimental procedure (**B**) Typical flow cytometry gating strategy to identify cardiac Mφ subpopulations. Cells were isolated from collagenase digested hearts and stained with the indicated antibodies before analysis. CD45^+^ leukocytes were identified, doublets excluded (by FSC-W vs. SSCA). Live CD45^+^ cells (after PI exclusion) were gated on CD11b^+^ CD64^+^ Mφ. CD11b^+^ CD64^+^ Mφ were further analyzed on their pattern of expression of CCR2 vs Ly6C and CCR2^-^ Ly6C^low^ cells were gated on MHCII^high^ and MHCII^low^ cells. Quantification of immune cells n = 4–7 cell isolation, two-way ANOVA followed by Sidak’s post-hoc tests. * p < 0.05 vs WT at the same time point. (**C**) Kinetics of echocardiography parameters in WT or *Cx3cr1*^*-/-*^ mice implanted with Iso pump at day 0. n = 14–38 mice, Two-way ANOVA followed by Sidak’s post-hoc tests. * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001 vs WT at the same time point. (**D**) Geometric parameter h/r versus HW n = 7–26 mice/group. (**E**) Cardiomyocyte cross-sectional area estimated in cardiac sections stained with WGA (typical image). Mean ± SEM from 6 mice/group, sacrificed at day14. Mann–Whitney U test. ** *p* < 0.001.

As expected, flow cytometry analysis of Mφ showed a transient increase in CD64^+^ Mφ in ECH WT mice at day 14. On the basis of previously identified cardiac Mφ subpopulations^25^, we further characterized emerging ECH Mφ as CCR2^-^/Ly6c^low^/MHCII^low^ cells (Fig. 5B). In contrast, hearts from *Cx3cr1*^*-/-*^ mice did not exhibit any significant change in Mφ number in response to a 14-day iso-infusion (Fig. 5B). Importantly, *Cx3cr1*^*-/-*^ hearts displayed lower levels of both CX3CL1 and TNFα as compared to WT iso-induced ECH hearts (Figure S8A).

No significant echocardiographic differences were observed between WT and *Cx3cr1*^-/-^ mice at day 0 (Fig. 5C and Table S3). As expected, at day 14, WT mice exhibited typical ECH features such as an increase in PWs (Fig. 5C), h/r and HW (Fig. 5D), and no change in LVs and FS (Fig. 5C and Table S3). At day 28, WT mice began to evolve towards eccentric hypertrophy and HF with an increase in LVs and a decrease in FS (Fig. 5C). In contrast, iso-infused *Cx3cr1*^*-/-*^ mice lacked the early concentric response and directly exhibited eccentric remodeling (Fig. 5D) with a significant cardiac dilation and alteration of function at day 14 and a worsening at day 28 (Fig. 5C and Table S3). At day 14, *Cx3cr1*^*-/-*^ mice displayed a significant lower cardiomyocyte cross-sectional area as compared to WT mice (Fig. 5E).

Thus, neutralization of CX3CR1 in-vivo resulted in the lack of early expansion of Mφ and the absence of early concentric hypertrophy in mice infused with isoproterenol for 14 days. This was associated with a lack of in-vitro direct pro-hypertrophic impact of adherent CD45^+^ cells (not shown).

Taken together these results demonstrated the essential role of the CX3CL1/CX3CR1 axis in the early Mφ expansion and concentric hypertrophy remodeling elicited by iso-infusion in-vivo. At day 28 of iso-infusion, alteration of the CX3CL1/CX3CR1 pathway was associated with both increased apoptotic (cleaved caspase 3^+^ cells) and fibrotic (WGA staining) responses (Figure S8B and S8C).

In order to strengthen the pathophysiological role of the cardiac CX3CL1/CX3CR1 axis in ECH, we next examined the impact of an in-vivo molecular knockdown at the onset of ECH. As previously reported^15^, iso-infused mice were subjected to a unique intramyocardial injection of either Scramble, *Cx3cl1* or *Cx3cr1* siRNA at day 7 following pump implantation (Fig. 6A,D and Figure S9).

**Figure 6:**
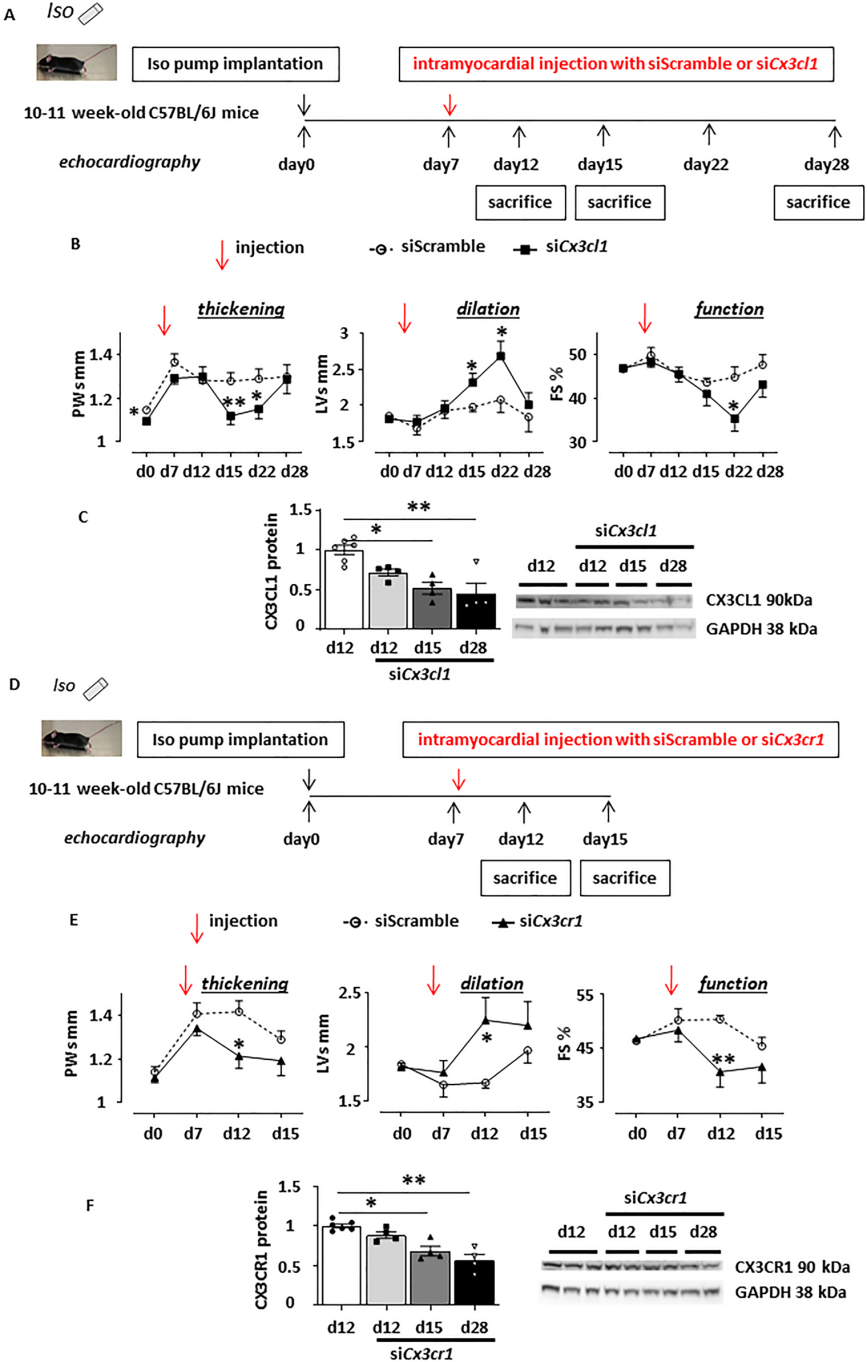
Cardiac CX3CL1 *or* CX3CR1 knockdown at the onset of ECH, via intramyocardial siRNA injection, reverses iso-induced concentric hypertrophy and favors alteration of function and dilation. (**A**,**D**) Schematic representation of the protocol where mice implanted with an iso-pump at day 0 were subjected to a unique ultrasound-guided intramyocardial transthoracic injection of Scramble, *Cx3cl1* or *Cx3cr1* siRNAs at day 7. (**B**,**E**) Echocardiographic parameters measured at d0, d7, d12, d15, d22 and d28 concerning siScramble or si*Cx3cl1* injections; n = 5–13 mice/group. Measurement at d0, d7, d12 and d15 for siScramble or si*Cx3cr1* injections; n = 10–14 mice/group, two-way ANOVA followed by Sidak’s post-hoc tests; * p < 0.05, ** p < 0.01 vs scramble at the same time point. (**C**,**F**) Efficient knockdown of CX3CL1 or CX3CR1 protein levels in cardiac homogenates at d12, d15 and d28 following siRNA injection. Full unedited gels are in the supplementary material as well as detailed procedure (Figure S12 and S13). Mean ± SEM of mice, n = 4–6 mice/group, Kruskal–Wallis followed by Dunn’s post-hoc tests; * p < 0.05, ** p < 0.01.

Efficient knockdown of CX3CL1 or CX3CR1 during ECH was attested at the protein levels (Fig. 6C,F). At day 15 and day 22, hearts from si*Cx3cl1*-injected mice displayed a decreased ventricular thickening (lower PWs) and an increased dilation (higher LVs) and at day 22, an altered cardiac function (lower FS), as compared to hearts from siScramble-injected mice (Fig. 6B and Table S4). Mice injected with si*Cx3cr1* presented a similar lower thickening, an increased dilation, and an alteration of function at day 12 as compared to siScramble-injected animals (Fig. 6E and Table S5). Thus, CX3CL1 or CX3CR1 knockdown at the onset of ECH hampered cardiac concentric hypertrophy, accelerated dilation, and altered cardiac function. Taken together, these results demonstrated the emergence of a functional transient protective role of the cardiac CX3CL1/CX3CR1 axis playing during the critical temporal window of ECH remodeling and delaying evolution towards HF.

## Discussion

Expanding knowledge of the immune system's role provides opportunities for improving heart disease management. Our results demonstrate that the β-adrenergic-induced ECH heart exhibits a selective transient increase in Mφ as compared to control and HF hearts, with a Mφ number correlating with ECH intensity. Based on systematic echocardiographic analyses, our study provides a detailed characterization of iso-induced ECH myeloid cells using a combination of flow cytometry, tissue immunostaining, transcriptomic and secretomic approaches. Our in-vivo and in-vitro results highlight that Mφ-secreted CX3CL1 is a pro-proliferative and pro-hypertrophic factor and that the cardiac CX3CL1/CX3CR1 axis exerts a protective transient driving effect at the onset of ECH. Mechanistically, we show the synergistic action of CX3CL1 and TNFα, both secreted by ECH Mφ, and the potential role of the CX3CR1-dependent Mφ/cardiomyocyte crosstalk in ECH (Fig. 7).

**Figure 7:**
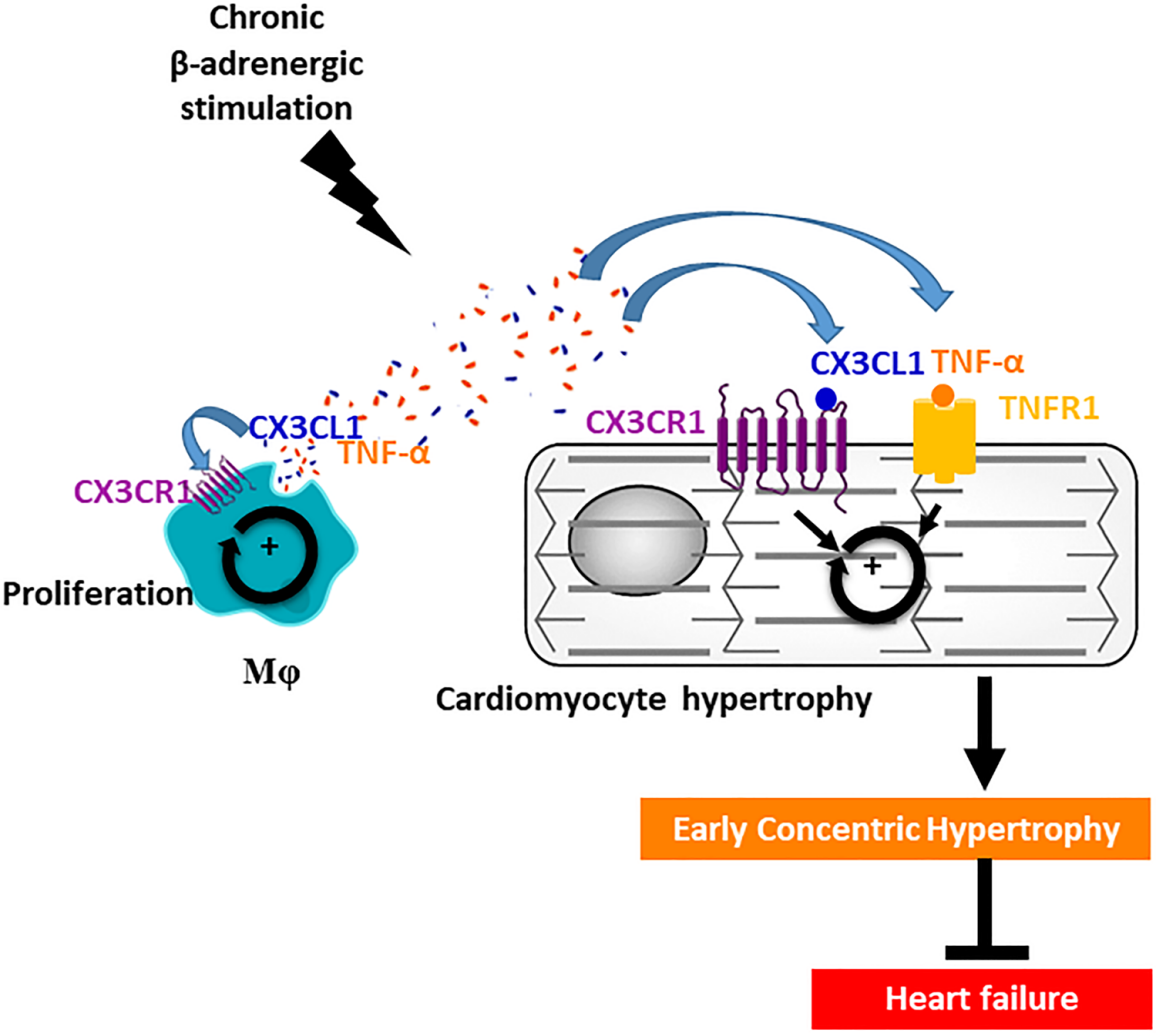
Protective role of the cardiac CX3CL1/CX3CR1 axis during β-adrenergic-induced early concentric hypertrophy remodeling: participation of a novel crosstalk between cardiac Mφ and cardiomyocytes. Early β-adrenergic stimulation activates the cardiac CX3CL1/CX3CR1 axis that supports early transient concentric remodeling and delays evolution towards heart failure: this is associated with a CX3CL1/CX3CR1-dependent expansion of cardiac Mφ. CX3CL1 and TNF-α secreted by cardiac Mφ synergistically trigger cardiomyocyte hypertrophy.

Our results demonstrate that clodronate injection, at the onset of ECH, depletes Mφ, hampers ECH development and elicits direct progression towards cardiac dysfunction. The trancriptomic analysis with IPA profiles a biological signature of ECH Mφ consistent with a protective impact against HF, including down-regulation of inflammation, activation of phagocytosis, inhibition of fibrosis and up-regulation of leukocyte survival. Furthermore, IPA designates IFNγ as the top upregulated signaling pathway in the iso-induced ECH model. As a protective impact of the IFNγ axis has previously been reported in TAC-induced cardiac compensatory hypertrophy^26^, our study provides new evidence for a beneficial role of iso-induced Mφ in the early concentric hypertrophy response. In addition, we identify the predominant upregulated ECH Mφ subpopulation as Ly6c^low^/CCR2^-^. Ly6c^-^/CCR2^-^ Mφ are reported to protect against cardiovascular diseases in contrast with Ly6c^+^/CCR2^+^ Mφ that are generally considered as pro-inflammatory and deleterious^27^.

We identify CX3CL1 as one of the top upregulated genes in ECH Mφ as compared to control and HF counterparts. Our in-vitro results demonstrate the direct impact of CX3CL1 on the cardiac Mφ number and their proliferative activity. Of note, a proliferation of cardiac Mφ is detected in-vivo in ECH hearts. In contrast, our preliminary RNAseq analyses comparing Ct, ECH and HF blood leukocytes do not evidence any increase in *Ccr2* or *Cx3cr1* mRNA in response to early iso-infusion, arguing for a limited participation of recruited blood monocytes to the increased number of cardiac Mφ during ECH (not shown). In line, additional results from our laboratory indicate that WT mice and *Ccr2*^*-/-*^ counterparts subjected to iso-treatment for 14 days display similar PWs [108 ± 4 vs 101 ± 4% of control value at day0, in WT vs *Ccr2*^*-/-*^ mice, respectively], LVs [108 ± 8 vs 109 ± 6% of control value at day0, in WT vs *Ccr2*^*-/-*^ mice, respectively] and FS [93 ± 6 vs 89 ± 5% of control value at day0, in WT vs *Ccr2*^*-/-*^ mice, respectively] echocardiographic parameters. Thus, in contrast to *Cx3cr1*^*-/-*^ mice, *Ccr2*^*-/-*^ mice do not develop cardiac early dilation and dysfunction. Our in-vivo experiments show that knockout of CX3CR1, the unique CX3CL1 receptor, blunts the upregulation of Mφ number in response to a 14 days iso-infusion. This is associated with a lack of early concentric hypertrophy and a direct evolution towards dilation, alteration of the cardiac function, and increased apoptotic and fibrotic remodeling. SiRNA-mediated intramyocardial neutralization of either CX3CL1 or CX3CR1 also hampers the ECH response and accelerates cardiac dysfunction. Our study provides the first in-vivo data demonstrating the direct protective role of the CX3CL1/CX3CR1 axis to drive ECH.

The role of the CX3CL1 pathway in heart disease has been highly controversial due to conflicting reports on its circulating ligands and limited information regarding its functional consequences in the heart in-vivo. CX3CR1 knockout has been shown to aggravate Coxsackievirus B3-induced myocarditis^28^. Our results illustrate that inhibition of the CX3CL1/CX3CR1 axis hampers ECH remodeling and triggers HF. They argue for the participation of cardiac Mφ in this protective function. However, other studies have reported that CX3CL1 also increases endothelial and smooth muscle cell migration and proliferation and acts as a proangiogenic factor that favors neovascularization^21^. Of note, our preliminary results indicate the absence of modification of CD31^+^ staining in ECH hearts as compared to control hearts, suggesting a limited angiogenic remodeling in response to early iso-infusion. The membrane-bound CX3CL1 expressed by endothelial cells also serves as an adhesion molecule for the recruitment of leucocytes^29^ and favors cardiac allograft rejection^30^. In addition, the CX3CL1/CX3CR1 axis is a central player in inflammatory disorders such as atherosclerosis development^31^. The circulating level of CX3CL1 were correlated with New York Heart Association (NYHA) grades of HF also suggesting that the CX3CL1/CX3CR1 axis could contribute to HF pathology^32–34^. In this context, we propose that the CX3CL1/CX3CR1 pathway acts like a double-edge sword: it could exert a transitory compensatory impact early but become deleterious in HF. Such a dual effect is well documented concerning the neurohormonal systems.

Mechanistically, we demonstrate that, in contrast to in-vitro experiments performed in neonatal cardiomyocytes^34^, CX3CL1 alone is not sufficient to induce adult cardiomyocyte hypertrophy. We show that CX3CL1 acts in synergy with TNFα to trigger the adult cardiomyocyte concentric hypertrophy. Our results demonstrate that ECH adherent CD45^+^cells_,_ but not control or HF cells, are characterized by a secretion of both TNFα and CX3CL1. Several studies report a close interaction between TNFα and CX3CL1 pathways as, for instance, TNF-α has been shown to positively regulate the expression of CX3CL1^35–37^ or CX3CR1^20^. Moreover, CX3CL1 has also been reported to modulate TNFα expression^20, 38^, potentially limiting or enhancing TNFα secretion depending on the dose^39^. Therefore, our study further documents a novel early beneficial role of TNFα in ECH, relying on the binding to TNFR_1_, and a combined action with CX3CL1 to initiate hypertrophy in control cardiomyocytes. We previously identified the Orai3-dependent TNFα pathway, selectively active in hypertrophied cardiomyocytes but not in control cells, as promoting hypertrophy and increasing resistance to oxidative stress through TNFR_2_^15^. Interestingly, the present newly identified TNFα-TNFR1/CX3CL1-dependent pro-hypertrophic mechanism is unaffected by pretreatment with an Orai3-inhibitor suggesting a novel and Orai3-independent pathway (not shown). Therefore, the present and previous studies^15^, further support that TNFα also behaves as a transitory beneficial compensatory pathway in ECH that is well known to become maladaptive in HF.

Clinical studies have clearly established that any abnormal change in LV geometry (concentric or eccentric) is associated with increased risk of cardiovascular diseases^40^. It is well established that β‐adrenoceptor signaling plays a central role in cardiac hypertrophy and maladaptation, in particular following pressure overload^41^. Concentric hypertrophy is described as an early adaptive response to an original cardiac stress to maintain a normal systolic function. However, ageing, gender, increased blood pressure and BMI are key clinical risk factors of dynamic worsening. Data in humans regarding the development of LV geometric pattern over time are relatively scarce. However, there is substantial evidence for a potential temporal sequence of transient concentric hypertrophy evolving at long term towards eccentric hypertrophy and the development of HF^42,43^, as already suggested in animal studies and supported by the present results.

In conclusion, our results highlight a crosstalk between Mφ and cardiomyocytes to induce ECH remodeling and the causal role of the CX3CL1/CX3CR1 axis in this intercellular communication. Therefore, in the context of recent studies supporting the crucial contribution of nonmyocytes to the early cardiac adaptive response, our data strengthen the concept that cardiomyocytes and Mφ may form a network and dialogue with each other to shape the cardiac tissue^44^. This work opens new avenues for medication of cardiac diseases.

## Supplementary Information

Supplementary Information.

## Abbreviations

ECH: Early concentric hypertrophy
HF: Heart failure
Mφ: Macrophages
Iso: Isoproterenol
Cmed: Conditioned medium
Cardio: Cardiomyocytes

# Supplementary material for: Early activation of the cardiac CX3CL1/CX3CR1 axis delays β-adrenergic-induced heart failure
**Source:** Sci Rep. 2021 Sep 9;11:17982. doi: 10.1038/s41598-021-97493-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Early activation of the cardiac CX3CL1/CX3CR1 axis delays  $\beta$ -adrenergic-induced heart failure**

Flamant M, PhD<sup>1</sup>, Mougenot N, PhD<sup>2</sup>, Balse, E, PhD<sup>1</sup>, Le Fèvre L, MSC<sup>1</sup>, Atassi F, BSC<sup>1</sup>, Gautier EL, PhD<sup>3</sup>, Le Goff W, PhD<sup>4</sup>, Keck M, PhD<sup>1</sup>, Nadaud S, PhD<sup>1</sup>, Combadière C, PhD<sup>5</sup>, Boissonnas A, PhD<sup>5</sup> and Pavoine C, PhD<sup>1\*</sup>.

**Short Title:** protective CX3CL1/CX3CR1 axis in heart failure

**Address for corresponding author\*:** Catherine Pavoine, PhD  
UMR\_S ICAN 1166 Team 3  
91 bd de l'hôpital  
75013 Paris  
France  

**Current addresses of authors who have moved:**

**Le Fèvre L.** Medical and infectious intensive care unit, Bichat hospital, APHP, 46 rue Henri Huchard 75018 Paris

## **Methods**

### ***Ethics***

Care of the animals and surgical procedures were performed according to the Directive 2010/63/EU of the European Parliament, which had been approved by the Ministry of Agriculture, France, (authorization for surgery C-75-665-R). The project was submitted to the French Ethic Committee CEEA (*Comité d’Ethique en Expérimentation Animale*) and obtained the authorization Ce5/2012/050 and APAFIS#1729-2015-083114195840v8. All experiments were performed in accordance with relevant named guidelines and regulations and in compliance with the ARRIVE guidelines.

Isoflurane was used to anesthetize mice during echocardiography analysis (0.2-0.5 %), intramyocardial siRNA injections (1 %), and Alzet micropump implantation (2-3 %). The adequacy of anesthesia was confirmed by the absence of a reflex response to foot squeeze. Mice were euthanized via cervical dislocation and hearts were isolated for further histological and protein analyses or before cardiomyocyte or macrophage isolations.

### ***Animals***

Experiments were conducted on adult male mice (9-20 week-old) of the following strains: C57BL/6J mice purchased from Janvier Labs (Le Genest St Isle, France); *Cx3cr1*<sup>-/-</sup> mice (C57BL/6J genetic background, as previously reported <sup>1</sup>) bred at Pitié-Salpêtrière animal facility.

### ***In-vivo chronic isoproterenol infusion***

Mice were implanted with an osmotic micropump (Alzet, Charles River, L’Arbresles, France) containing either isoproterenol (iso) (30 mg/kg/day) or vehicle for either 14 or 28 days to develop either ECH or HF, respectively, as previously reported <sup>2</sup>, and as attested by systematic echocardiographic analyses. Of note, there was a slight but possible variability in the kinetics or in the maximum intensity of cardiac remodeling triggered by iso: for this reason, protocols always included a group of control animals (WT or untreated or control injected) in parallel, to allow comparison. More frequently, we observed a reduced or delayed cardiac remodeling and a potential absence of HF at day 25-28 iso in experiments involving repeated injections of either liposomes or PBS: our hypothesis was that repeated injections could generate a low-grade inflammatory response capable of limiting or delaying deleterious cardiac remodeling.

### ***In-vivo intramyocardial ultrasound-guided transthoracic siRNA delivery in mice***

SMART pool On-target plus Scramble or *Cx3cl1* or *Cx3cr1* siRNA (Dharmacon, Cambridge, UK) were injected by ultrasound-guided transthoracic intramyocardial injection (see Figure S9) in mice (solution 2.5 $\mu$ M in lipofectamine/optimem, according to the manufacturer instructions, 80 $\mu$ l/mice), as described in Keck et al.<sup>2</sup>, at day 7 after iso pump implantation. Echocardiographic parameters were measured regularly as stated.

### ***Measurement of cardiac parameters***

Echocardiography was performed on lightly anesthetized animals under isoflurane (0.2-0.5 %) with a probe emitting ultrasounds from 9- to 14-MHz frequency (Vivid7 PRO apparatus; GE Medical System Co), as previously reported<sup>2</sup>. The two-dimensionally guided Time Motion mode recording (parasternal long-axis view) of the left ventricle (LV) provided the following measurements: end-diastolic and end-systolic interventricular septum (IVSd and IVSs), posterior wall thicknesses (PWd and PWs), internal diameter (LVEDD and LVESD), and heart rate (HR). Each set of measurements was obtained from the same cardiac cycle. At least three sets of measurements were registered from three different cardiac cycles. Fractional shortening (FS):  $[(LVEDD - LVESD)/LVEDD] \times 100$  and h/r: [left ventricle diastolic wall thickness / radius] were calculated. A conserved FS, with a thickening of PWs in the absence of an increase in LVEDs characterized ECH.

### ***Cardiomyocyte isolation and culture***

Cardiomyocytes were isolated from adult mice using a simplified Langendorff-free method, introducing *ex vivo* optimized dissociation buffers to the heart by direct needle injection into the left ventricle, as previously reported<sup>2</sup>. After cutting of the descending aorta and inferior vena cava, the heart is immediately flushed with cold EDTA buffer (130 mM NaCl, 5 mM KCl, 0.5 mM NaH<sub>2</sub>PO<sub>4</sub>, 10 mM HEPES, 10 mM glucose, 10 mM 2,3-butanedione monoxime (BDM), 10 mM taurine, 5 mM EDTA pH 7.8), by injection in the right ventricle. After clamping of the emerging aorta, the heart is transferred to 60mm dishes for subsequent injection and digestion steps. Deep myocardial perfusion via the coronary vasculature is induced by injection in the left ventricle, first with EDTA buffer for 6 min, then with a Perfusion buffer for 2 min (130 mM NaCl, 5 mM KCl, 0.5 mM NaH<sub>2</sub>PO<sub>4</sub>, 10 mM HEPES, 10 mM glucose, 10 mM BDM, 10 mM taurine, 1 mM MgCl<sub>2</sub> pH 7.8). Digestion is performed in a collagenase buffer for 30 min at 37°C using an increasing flow rate from 0.5 to 2.5 ml/min (2.5

mg/mL collagenase 2 (Worthington) dissolved in perfusion buffer). A Stop buffer is made with perfusion buffer containing 5% sterile fetal bovine serum (FBS) to stop collagenase action. Isolated cardiomyocytes are then purified by sequential gravity settling steps, with a gradual calcium reintroduction to produce calcium-tolerant cells. The protocol reproducibly yields  $655000 \pm 156000$  total cells/heart and  $46 \pm 3\%$  viable, rod-shaped cells.

Cardiomyocytes were plated onto laminin-coated wells (5  $\mu$ g/ml, Roche) at a density of 30000 total cells/ml in a plating medium (M199 medium (Life Technologies, Courtaboeuf, France) / Joklik medium (1/1 vol/vol) added with 10mM BDM, 1% penicillin-streptomycin (PS), 1% insulin/transferrin/selenium (ITS) and 5% FBS). They were let to adhere for 3 h before treatments with either CX3CL1 or TNF $\alpha$  or both, conditioned medium (Cmed) from M $\phi$ -enriched adherent CD45<sup>+</sup>cells  $\pm$  pharmacological inhibitors (with RPMI medium as internal control, prepared as described below), or  $\pm$  CX3CL1 or TNFR<sub>1</sub> or TNFR<sub>2</sub> antibodies (Abs, when stated, in a culture medium (idem plating medium but with only 1.5% FBS) and maintained overnight. Each experimental condition was evaluated in triplicate.

#### ***Measurement of cardiomyocyte hypertrophy***

Cardiomyocytes were visualized using brightfield at x20 magnification and cell width, length and area were measured in at least 300 cells per condition per experiment. Results were the mean of at least three different experiments performed on two cell isolations (using at least 4 different Cmed from adherent CD45<sup>+</sup>cells).

#### ***Isolation of cardiac immune cells for Conditioned media (Cmed) preparation and in-vitro proliferation assay***

After perfusion with PBS, the mice heart was excised and digested in HBSS medium containing 2.5 mg/ml collagenase D (Roche, Meylan, France) for 30 min at 37°C, with stirring. Erythrocytes were lysed by using red blood cell lysis buffer (MiltenyiBiotec, Paris, France). Cardiac CD45 cells were isolated by centrifugation, enriched using an anti-CD45 antibody coupled to magnetic beads (MiltenyiBiotec, Paris, France) and all CD45<sup>+</sup> cells isolated from each heart were systematically seeded in 2 wells from a 48 multiwell plate (final volume 500 $\mu$ l in a RPMI medium (Life Technologies, Courtaboeuf, France) supplemented with 10 mmol/LHepes). After 3h of adhesion, the medium was renewed (this allowed elimination of non-adherent cells such as lymphocytes or NKT cells) and adherent cells (containing an average of  $64.2 \pm 3.5\%$  CD64 positive cells) were incubated overnight before collection of their conditioned medium (Cmed). The Cmed was concentrated 3 times on Amicon 3kDa Ultra

centrifugal filter (Millipore), kept at -80°C until *in-vitro* studies on cardiomyocyte hypertrophy and used at a 1/20 final dilution. RPMI medium treated in parallel and the same way as Cmed was used as internal experimental control. Cytokines and chemokines in the Cmed were quantified using a bio-plex immunoassay (Biorad, Marnes-La-Coquette, France). For *in-vitro* proliferation assays, Mφ were kept in culture for 48 hours in the presence or absence of CX3CL1 (50ng/ml) before fixation in paraformaldehyde and fluorescent staining.

### ***Quantification of macrophage proliferation***

For BrdU incorporation assays, mice were injected intraperitoneally with 1 mg BrdU (Santa Cruz, Heidelberg, Germany) in 100μl PBS 2 hours prior to sacrifice and organ harvest. Intracellular staining was performed using the anti-BrdU antibody (Abcam, Paris, France, 1/100 dilution) after acid treatment to unwind the DNA and help antibodies access to DNA incorporated BrdU. After neutralization with sodium borate, anti-BrdU Ab was revealed with goat anti-rat Alexa fluor 488 (Abcam, Paris, France, 1/500 dilution). Macrophages were then stained with an anti-CD68 Ab (Biolegend, Saint-Quentin-En-Yveline, France, 1/200 dilution) revealed with goat anti-rat Alexa fluor 555 (Abcam, Paris, France, 1/500 dilution). DAPI and WGA stained nuclei and membranes, respectively.

### ***Isolation and Preparation of immune cells for flow cytometry analysis***

After perfusion with PBS, the mice heart was excised and digested in HBSS medium containing 2.5 mg/ml collagenase D (Roche, Meylan, France) for 30 min at 37°C, with stirring.

Erythrocytes were lysed by using red blood cell lysis buffer (MiltenyiBiotec, Paris, France). Samples were blocked with Fc block (Ebioscience, Paris, France) prior to labeling with antibodies. Cytometry data were acquired on an LSR Fortessa cytometer. After gating on CD45<sup>+</sup> cells, doublets were excluded and live cells were analyzed (PI exclusion). Cardiac cell numbers were quantified using polybeads (Polysciences, Le-Perray-en-Yvelines, France). Data were analyzed with FlowJo software (Tree Star).

### ***Preparation of immune cells for fluorescence activated cell sorting***

Cardiac immune cells were isolated by centrifugation, enriched by immunoselection using an anti-CD45 antibody coupled to magnetic beads (MiltenyiBiotec, Paris, France). Samples were blocked with Fc block (Ebioscience, Paris, France) prior to labeling with antibodies. Cytometry data were acquired on a BD FACSAria II cell sorter (5 lasers). After gating on CD11b<sup>+</sup> cells, doublets were excluded and live (PI exclusion) CD14<sup>+</sup>/CD64<sup>+</sup> Mφ

were sorted directly into RLT lysis buffer (Qiagen) or water and kept at -80°C until RNAseq analysis.

***Antibodies / flow cytometry / sorting / western blotting***

***RNA sequencing and statistical analysis:***

Total RNA from FACS sorted CD64<sup>+</sup>/CD14<sup>+</sup> cells was isolated using the Nucleospin RNA XS kit (Macherey Nagel, Hoerd, France), according to the manufacturer instructions. cDNA libraries were generated using total RNA with SMART-Seq v4 Ultra Low Input RNA Kit (TAKARA) and constructed according to manufacturer protocols as previously reported <sup>3</sup>. Paired end sequencing (2 x 750 bp) was performed by Nextseq 500 machine using High Output kit (150 cycles). Raw sequencing data was quality-controlled with the FastQC program. Trimmomatic was used to remove adapter sequences, trim low quality reads, and discard reads

shorter than 40 bp. Reads were aligned to the mouse reference genome (build mm10) with the TopHat2 tool. Mapping results were quality-checked using RNA-SeQC. Aligned reads were counted using the FeatureCounts and Express software, at the gene-level and transcript-level, respectively. Normalization and differential analysis were performed with the GLM EdgeR package. RNA-Seq data has been made publicly available through the NCBI Gene Expression Omnibus (GEO), GEO accession number GSE157035.

### ***Quantitative RT-PCR***

Total RNA from CD64<sup>+</sup> sorted cells was isolated with the Nucleospin RNA XS kit (Macherey Nagel). RNA reverse transcriptase-PCR analysis was performed using Verso cDNA Synthesis kit (Thermo Scientific) on a Lightcycler 1536 DNA green master (Roche) and a Bravo system (Agilent Technologies, Massy, France).

Primer sequences are listed below. Transcript levels were normalized to the *Rpl13* mRNA.

### ***Immuno-fluorescence***

Immuno-fluorescence studies were performed on frozen sections or cells fixed in paraformaldehyde as described in<sup>2</sup>. Immune cells or Frozen cardiac sections (6µm) fixed in paraformaldehyde for 15 min at room temperature and were stained immuno-histochemically with the following antibodies: rabbit anti-mouse Ki67 antibodies revealed with goat anti-rabbit Alexa fluor 488 (1/500, Thermo Scientific, Montigny-Le-Bretonneux, France, anti-CD68 (rat, 1/200, Biolegend, Paris, France ) revealed using Alexa fluor 488 (goat anti-rat, 1/500, Abcam, Paris, France) or Alexa fluor 555 (goat anti-rat, 1/500, Abcam, Paris, France) or Alexa fluor 647 (goat anti-rat, 1/500, Abcam, Paris, France) or Alexa fluor 488 (donkey anti-rat, 1/500, Abcam, Paris, France), anti-CD64 (rat, 1/500, Interchim, Montluçon, France) revealed using Alexa fluor 488 (donkey anti-rat, 1/500, Abcam, Paris, France), anti-Mer (goat, 1/200, R&D systems, Lille, France) revealed using Alexa fluor 555 (donkey anti-goat, 1/500, Abcam, Paris, France), anti-cleaved caspase 3 (rabbit polyclonal, 1/50, R&D systems, Abingdon, UK) revealed using Alexa fluor 546 goat anti-rabbit (1/500, Thermo-Scientific, Montigny-Le-

Bretonneux, France); anti-CX3CL1 (rabbit polyclonal, 1/100, Torrey Pines, Clinisciences, Nanterre, France) revealed using Alexa fluor 546 (goat anti-rabbit, 1/500, Thermofisher, Montigny-Le-Bretonneux, France); anti-CX3CR1 (rabbit polyclonal, 15µg/ml, Abcam, Paris, France) revealed using Alexa fluor 647 (donkey anti-rabbit, 1/500, Abcam, Paris, France); after saturation of mouse cardiac tissues with anti-mouse IgG (H+L) (donkey, 100µg/ml, Jackson Immuno research, Newmarket, UK), anti-TNFα (mouse polyclonal, 1/150, Abcam, Paris, France) revealed using Alexa fluor 488 (goat anti-mouse, Invitrogen, Paris, France). Membranes were labeled with wheat germ agglutinin (WGA)-Alexa 647 (1/500, Thermo Scientific, Montigny-Le-Bretonneux, France) and nuclei with DAPI.

Tissue sections and cells were analyzed with a Zeiss Axio Observer Z1 microscope. Image analysis was performed using ImageJ and Photoshop CS5 (Adobe, San Jose, CA, USA). Results are expressed as the number of positive cells per field and were quantified from 4-10 mice per group and 20-32 images per animal.

### ***Quantification of cardiomyocyte area and tissue fibrosis***

Frozen sections fixed in paraformaldehyde were labeled with WGA-Alexa 647 (1/500 dilution, Thermo Scientific, Montigny-Le-Bretonneux, France). Tissue sections were analyzed with a Zeiss Axio Observer Z1 microscope using ImageJ software. A low vs. high threshold allowed quantification of cardiomyocyte area or tissue fibrosis, respectively, as previously reported<sup>2</sup>. Results were quantified from 6-7 mice/group (12-32 images/animal).

### ***Western Blot***

Isolated cardiomyocytes or tissue homogenates were lysed in 150 mM NaCl, 50 mM Tris pH=7.4, EDTA 1 mM, EGTA 1 mM, Na<sub>4</sub>P<sub>2</sub>O<sub>7</sub> 5 mM, 10% glycerol, 1% triton, 10% glycerol and protease and phosphatase inhibitors cocktail (Sigma, St-Quentin-Fallavier, France). Samples were then centrifuged at 3000 x g for 5 minutes to get rid of cell debris. Protein concentration was measured by the BCA Protein assay (Thermo Scientific, Montigny-Le-Bretonneux, France).

Proteins were separated on NuPAGE Novex 10% or 4-12% Bis-Tris gels (Life Technologies) and transferred on nitrocellulose membrane (Biorad, Marnes-La-Coquette, France). Membranes were cut and each part was incubated with indicated antibodies. Incubation

were performed with appropriate primary antibodies (see antibodies listing above) followed by HRP-coupled secondary antibodies (Cell Signal, St-Cyr, France). Proteins were revealed with ECL Prime (GE Healthcare, Velizy, France) and images were acquired using a LAS4000 Camera (GE Healthcare, Velizy, France).

We displayed cropped gels and blots in the main paper to improve the clarity and conciseness of the presentation. However, full-length unedited material was provided in the supplementary information, as mentioned in the figure legends.

### ***Drugs***

CX3CL1 and TNF $\alpha$  (R&D Systems, Lille, France) were used at 50 or 100 ng/mL. Neutralizing anti-TNFR<sub>1</sub> Abs (Hycult Biotech, Clinisciences, Nanterre, France), anti-TNFR<sub>2</sub> Abs (Biolegend, Paris, France) or anti-CX3CL1 Abs (Torrey Pines Biolabs, Secaucus, USA) were used at a final concentration of 1  $\mu$ g/mL, 10  $\mu$ g/mL or 20  $\mu$ g/mL, respectively and preincubated for 30 min at 37°C. Control or clodronate liposomes (VU University Medical Center, Amsterdam, The Netherlands) were used *in-vivo* at 100  $\mu$ l/25 g by i.p. injections three times a week beginning at day 7 following pump implantation and until sacrifice at day 25. M-CSF (Eurobio, Les Ulis, France) was used at 50 ng/mL.

### ***Statistical analysis***

Quantitative data are reported as means  $\pm$  SEM. Statistical analysis was performed with GraphPad Prism 6 (GraphPad software Inc, San Diego, CA, USA). For multiple comparisons of values D'agostino-and-Pearson normality test was first performed, and Kruskal-Wallis test, one-way ANOVA or 2-way ANOVA were used as appropriate followed by a post-hoc test for pairwise multiple comparisons. Correlation studies were performed using the Spearman correlation coefficient. Survival analysis was performed using the Gehan-Breslow-Wilcoxon test. All values with  $p < 0.05$  were considered significant.

### **References**

1. Combadière C, Potteaux S, Gao J-L, Esposito B, Casanova S, Lee EJ, Debré P, Tedgui A, Murphy PM, Mallat Z. Decreased atherosclerotic lesion formation in CX3CR1/apolipoprotein E double knockout mice. *Circulation*. 2003;107:1009–1016.

2. Keck M, Flamant M, Mougenot N, Favier S, Atassi F, Barbier C, Nadaud S, Lompré A-M, Hulot J-S, Pavoine C. Cardiac inflammatory CD11b/c cells exert a protective role in hypertrophied cardiomyocyte by promoting TNFR 2 - and Orai3- dependent signaling. *Scientific Reports*. 2019;9:6047.
3. Song Y, Milon B, Ott S, Zhao X, Sadzewicz L, Shetty A, Boger ET, Tallon LJ, Morell RJ, Mahurkar A, Hertzano R. A comparative analysis of library prep approaches for sequencing low input transcriptome samples. *BMC Genomics*. 2018;19:696.

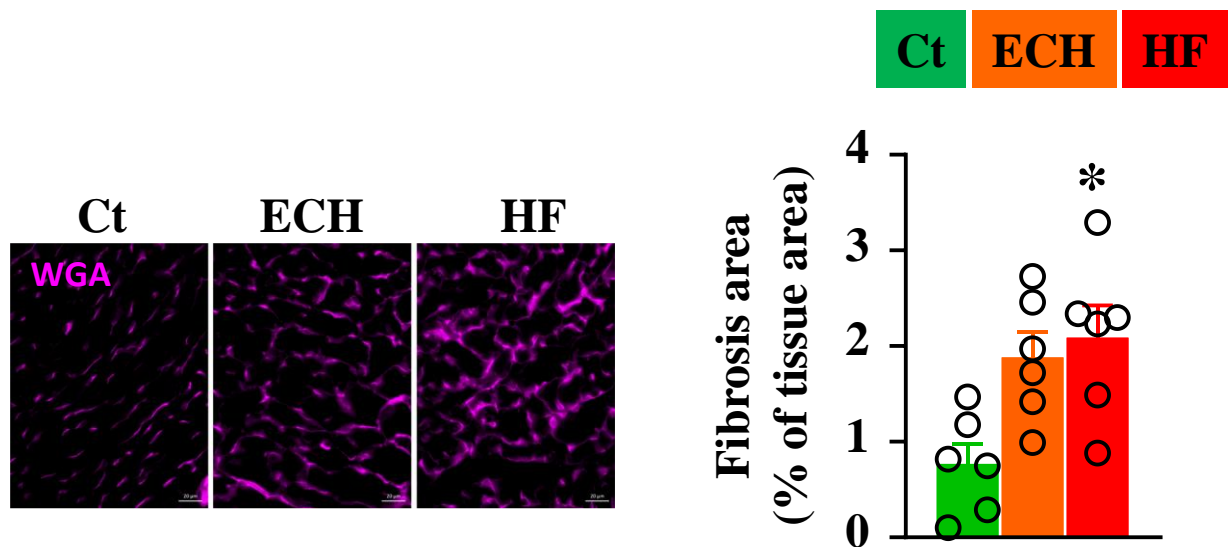

Figure S1: **HF hearts display higher fibrosis as compared to ct hearts.** Fibrosis area estimated in cardiac sections stained with WGA (typical images). Mean $\pm$ SEM from 6 mice/group, sacrificed at day 0 (Ct), 14 (ECH) or 28 (HF) isoproterenol infusion, 32 images/mice, Kruskal-Wallis followed by Dunn's post-hoc test; \* p<0.05. scale bar 20 $\mu$ m.

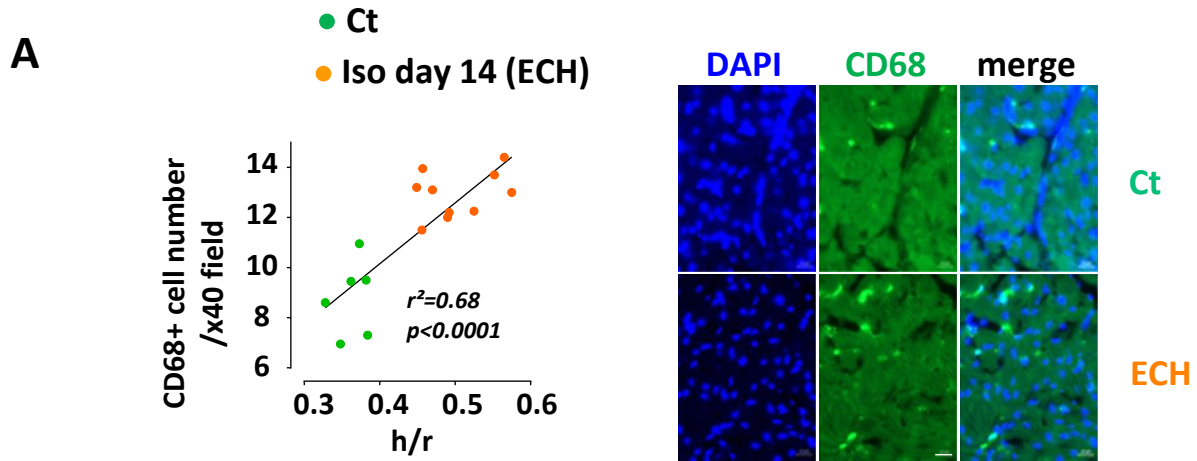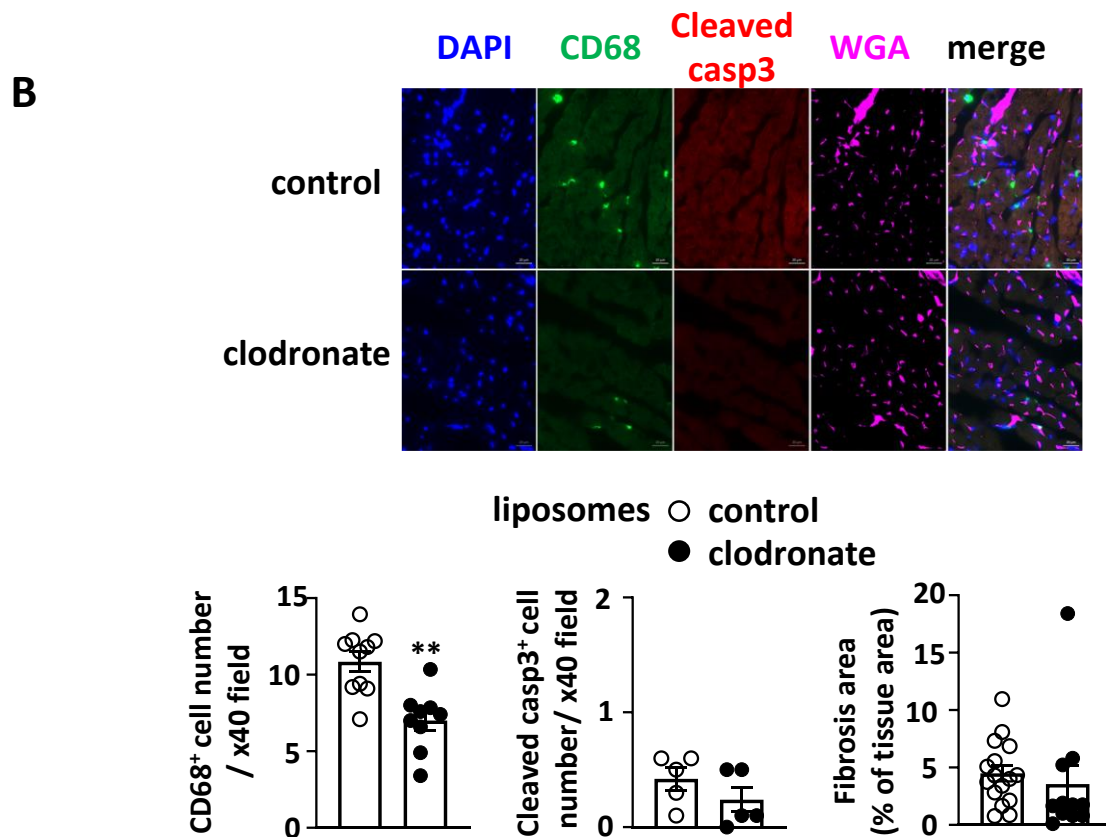

**Figure S2: An increase in CD68<sup>+</sup> Mφ characterizes the early iso-infused hearts and correlates with concentric hypertrophy. (A) Immuno-histofluorescence staining of Ct and ECH (Iso day14) cardiac tissues: correlation between cardiac CD68<sup>+</sup> cell number and h/r; n=6 mice (Ct), n=10 mice (ECH), 20 images/mice. Scale bar 20µm. Correlation analysis using the Spearman correlation coefficient. (B) Efficient depletion of cardiac CD68<sup>+</sup> Mφ upon clodronate treatment. No impact of clodronate on either apoptosis or iso-induced fibrosis. Typical images of cardiac sections from control or clodronate liposomes treated mice stained for CD68, Cleaved caspase3, WGA and Dapi and quantification of CD68<sup>+</sup> and cleaved caspase3<sup>+</sup> cell number or fibrosis area; n=9-10 mice/group, 20-27 images/mice, Mann-Whitney U test; \* p<0.05. scale bar 20µm.**

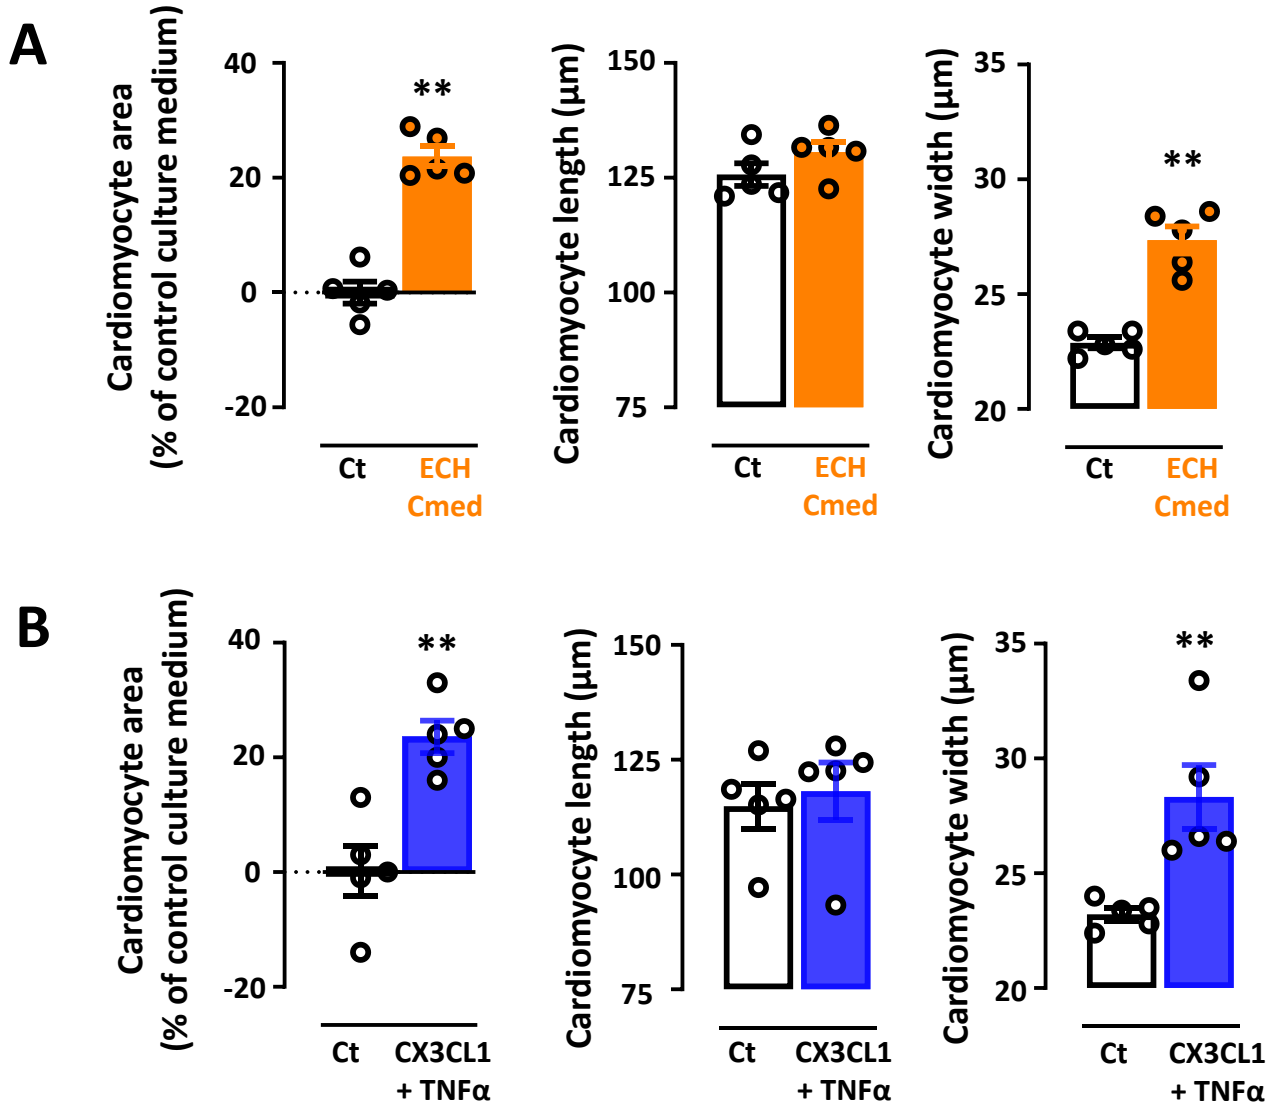

**Figure S3: Conditioned media from adherent CD45<sup>+</sup> cells isolated from the iso-infused ECH hearts or the combination of CX3CL1 and TNF $\alpha$  enhance concentric hypertrophy in adult cardiomyocytes.**

Cardiac adherent (M $\phi$ -enriched) CD45<sup>+</sup> cells were isolated from iso-infused WT mice. Conditioned media (recovered after 18 h) or CX3CL1 + TNF $\alpha$  were applied on cardiomyocytes from WT mice. Cell area, length and width were analyzed 18 h later. **(A)** Cmed isolated from iso-infused ECH WT mice **(B)** CX3CL1 + TNF $\alpha$ . Mean $\pm$ SEM of 3-5 experiments performed in triplicate. Cardiomyocytes from 3-5 mice (570-690 cell quantified per condition per experiment), Cmed from 5 mice, Mann Withney test. \*\* p<0.01.

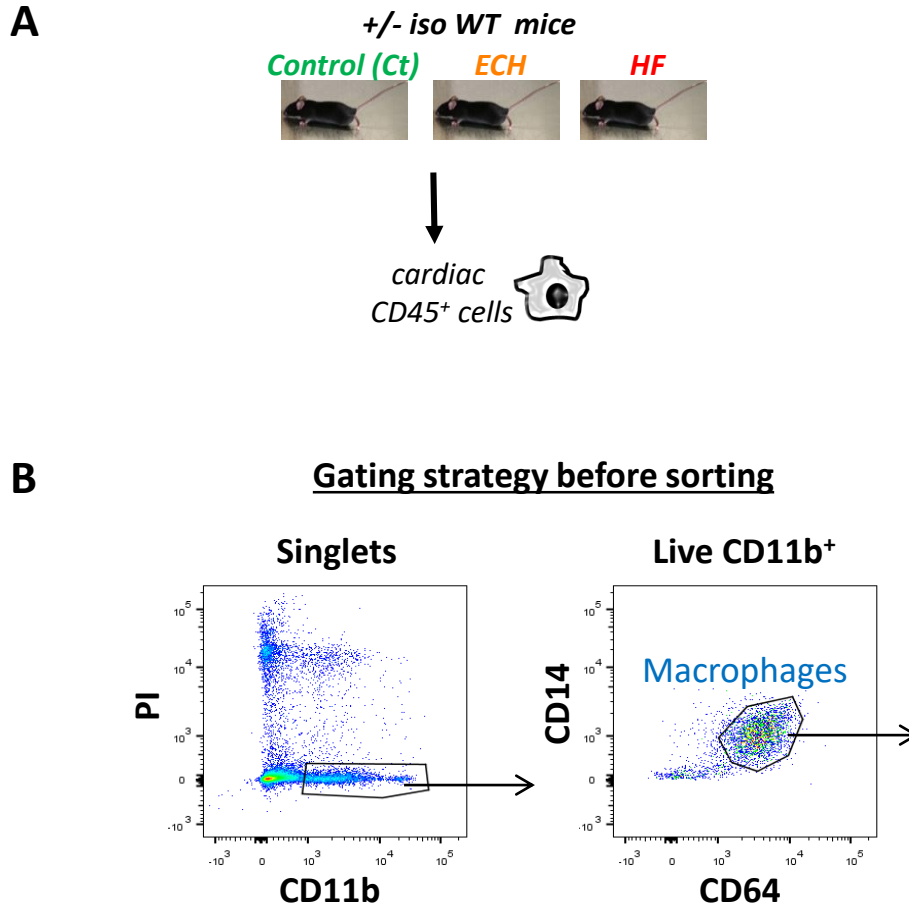

Figure S4: **Sorting of cardiac CD64<sup>+</sup> Mφ before RNA sequencing.** Mice implanted or not with an iso-pump for 14 or 28 days were subjected to echocardiographic analyses. **(A)** Schematic representation of the protocol. **(B)** Typical flow cytometry gating strategy to sort cardiac CD14<sup>+</sup>/CD64<sup>+</sup> Mφ. Cardiac immune cells were isolated from collagenase digested hearts. Following CD45 positive enrichment using mouse CD45 microbeads, cells were stained with the indicated antibodies. Doublets were excluded (by FSC-W vs. SSCA) and live CD11<sup>+</sup> cells (after PI exclusion) were gated on CD14<sup>+</sup>/CD64<sup>+</sup> Mφ and sorted.

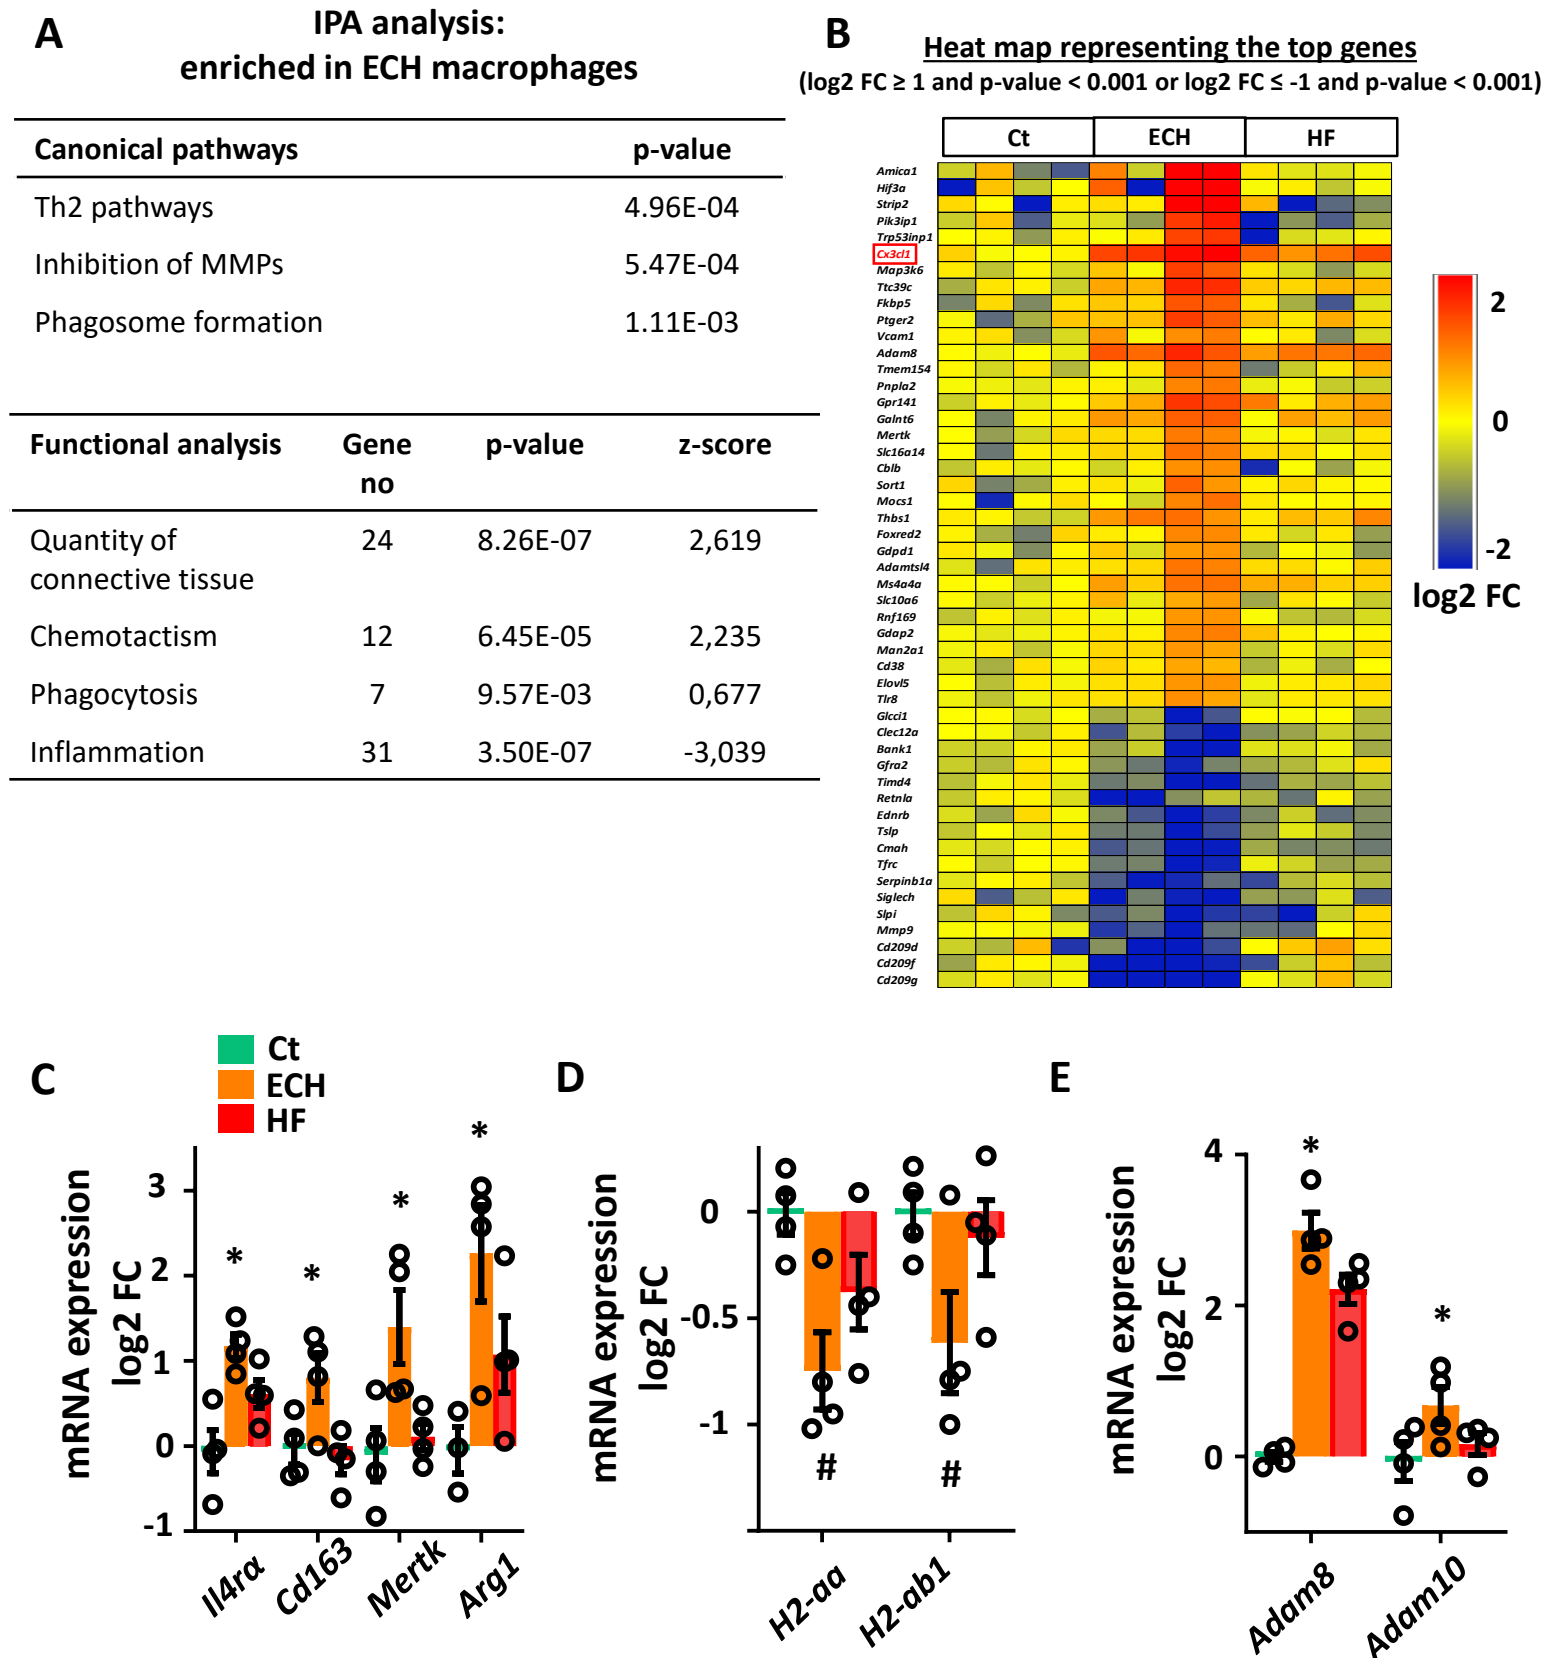

Figure S5: Transcriptomic characterization of cardiac ECH CD64<sup>+</sup> Mφ as compared to Ct and HF counterparts; (A) Ingenuity Pathway analysis showing specific canonical pathways and functions selectively enriched in ECH Mφ. (B) Heat map showing the top genes selectively regulated in ECH Mφ as compared to Ct and HF counterparts (with red and blue indicating increased and decreased expression, respectively). n=4 mice/group. Normalization and differential analysis were performed with the glm edgeR package. RNAseq analysis. (C) phagocytosis- and M2-associated-gene expression. (D) *H2-aa* and *H2-ab1* gene expression. (E) *Adam8* and *Adam10* gene expression; \* p<0.05 ECH vs Ct and HF. # p<0.05 ECH vs Ct. N=4 mice/group, normalization and differential analysis were performed with the glm edgeR package.

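The names of 50 genes could be read in the heat map, 33 with higher and 17 with lower expression in ECH Mφ. All 50 had the same direction in the deposited counts against Ct and against HF, although these are the libraries on which the genes were chosen. With edgeR's quasi-likelihood test 11 of the 50 were called against Ct and 0 against HF, while 18 and 6 had an unadjusted p under 0.001 and a fold change of at least 2. In both comparisons 43 had an unadjusted p under 0.05. For 47 of the 50 genes, ECH mice 3 and 4 lay farther from Ct in the direction of the heat map than ECH mice 1 and 2. Among the genes with higher expression, the median log2 difference from Ct was 0.57 for ECH mice 1 and 2 and 2.18 for ECH mice 3 and 4, and among those with lower expression it was −1.23 and −2.19.
Among the genes read in the heat map, the largest increases against Ct next to Cx3cl1 were those of Amica1 and Strip2. Amica1, a symbol that the annotation used here does not list, was at 47.6 and 8.25 CPM in ECH mice 1 and 2 and at 401 and 334 CPM in ECH mice 3 and 4, beside at most 30.6 CPM in Ct and 14.9 CPM in HF (log2 fold change 4.03 against Ct, SE 0.99, edgeR FDR 0.103). Strip2 (chromosome 6 of GRCm38, 29917012 to 29959681) was at 5.13, 4.28, 88.4 and 62.3 CPM in ECH mice 1 to 4 and at most 7.72 CPM in the other libraries (3.50, SE 1.22, edgeR FDR 0.265). Among the genes read there, the largest decrease next to Cd209f and Cd209g was that of Mmp9 (chromosome 2, 164940780 to 164955850). Mmp9 fell from 86.2 ± 12.7 CPM (SD, n = 4) in Ct to 23.6 ± 10.7 CPM in ECH (log2 fold change −1.87, SE 0.45, edgeR FDR 0.0982), with 65.9 ± 40.9 CPM in HF.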

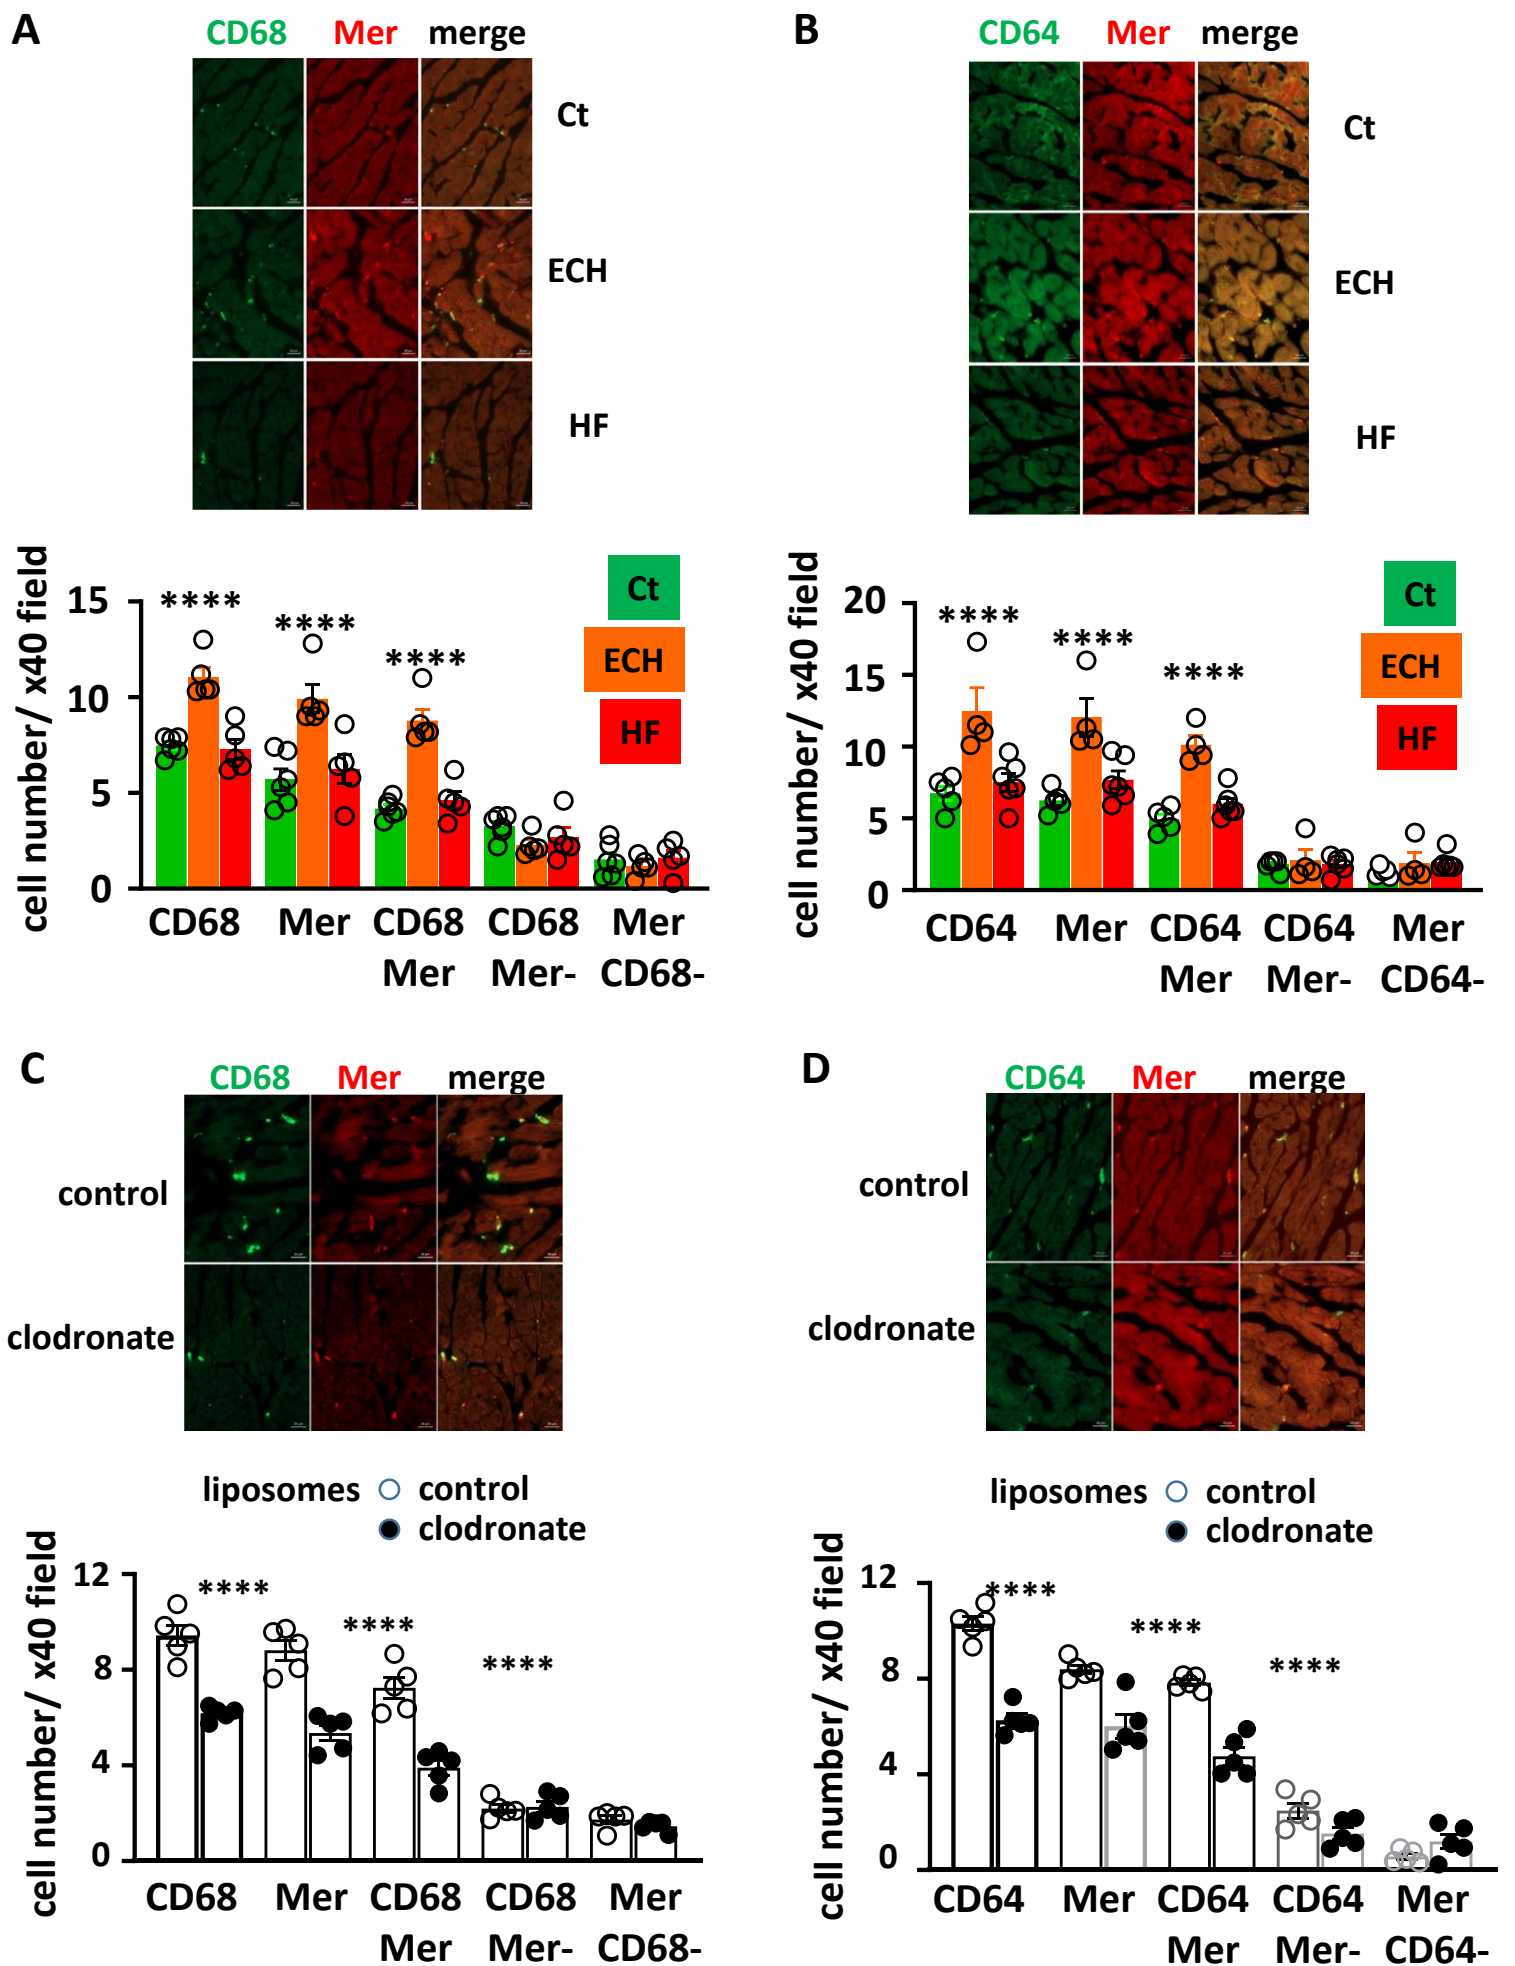

Figure S6: (A and B) Isoproterenol infusion elicits a selective early transient increase in cardiac CD68<sup>+</sup>/Mer<sup>+</sup>, CD64<sup>+</sup>/Mer<sup>+</sup> Mφ. (C and D) Efficient depletion of cardiac CD68<sup>+</sup>/Mer<sup>+</sup> and CD64<sup>+</sup>/Mer<sup>+</sup> Mφ upon clodronate treatment. Typical images of cardiac sections stained for cardiac CD68<sup>+</sup> or CD64<sup>+</sup> and Mer<sup>+</sup> and quantification of the different cell number; n=4-6 mice/group, 32 images/mice, Kruskal-Wallis followed by Dunn's post-hoc test; \* p<0.05. scale bar 20μm.

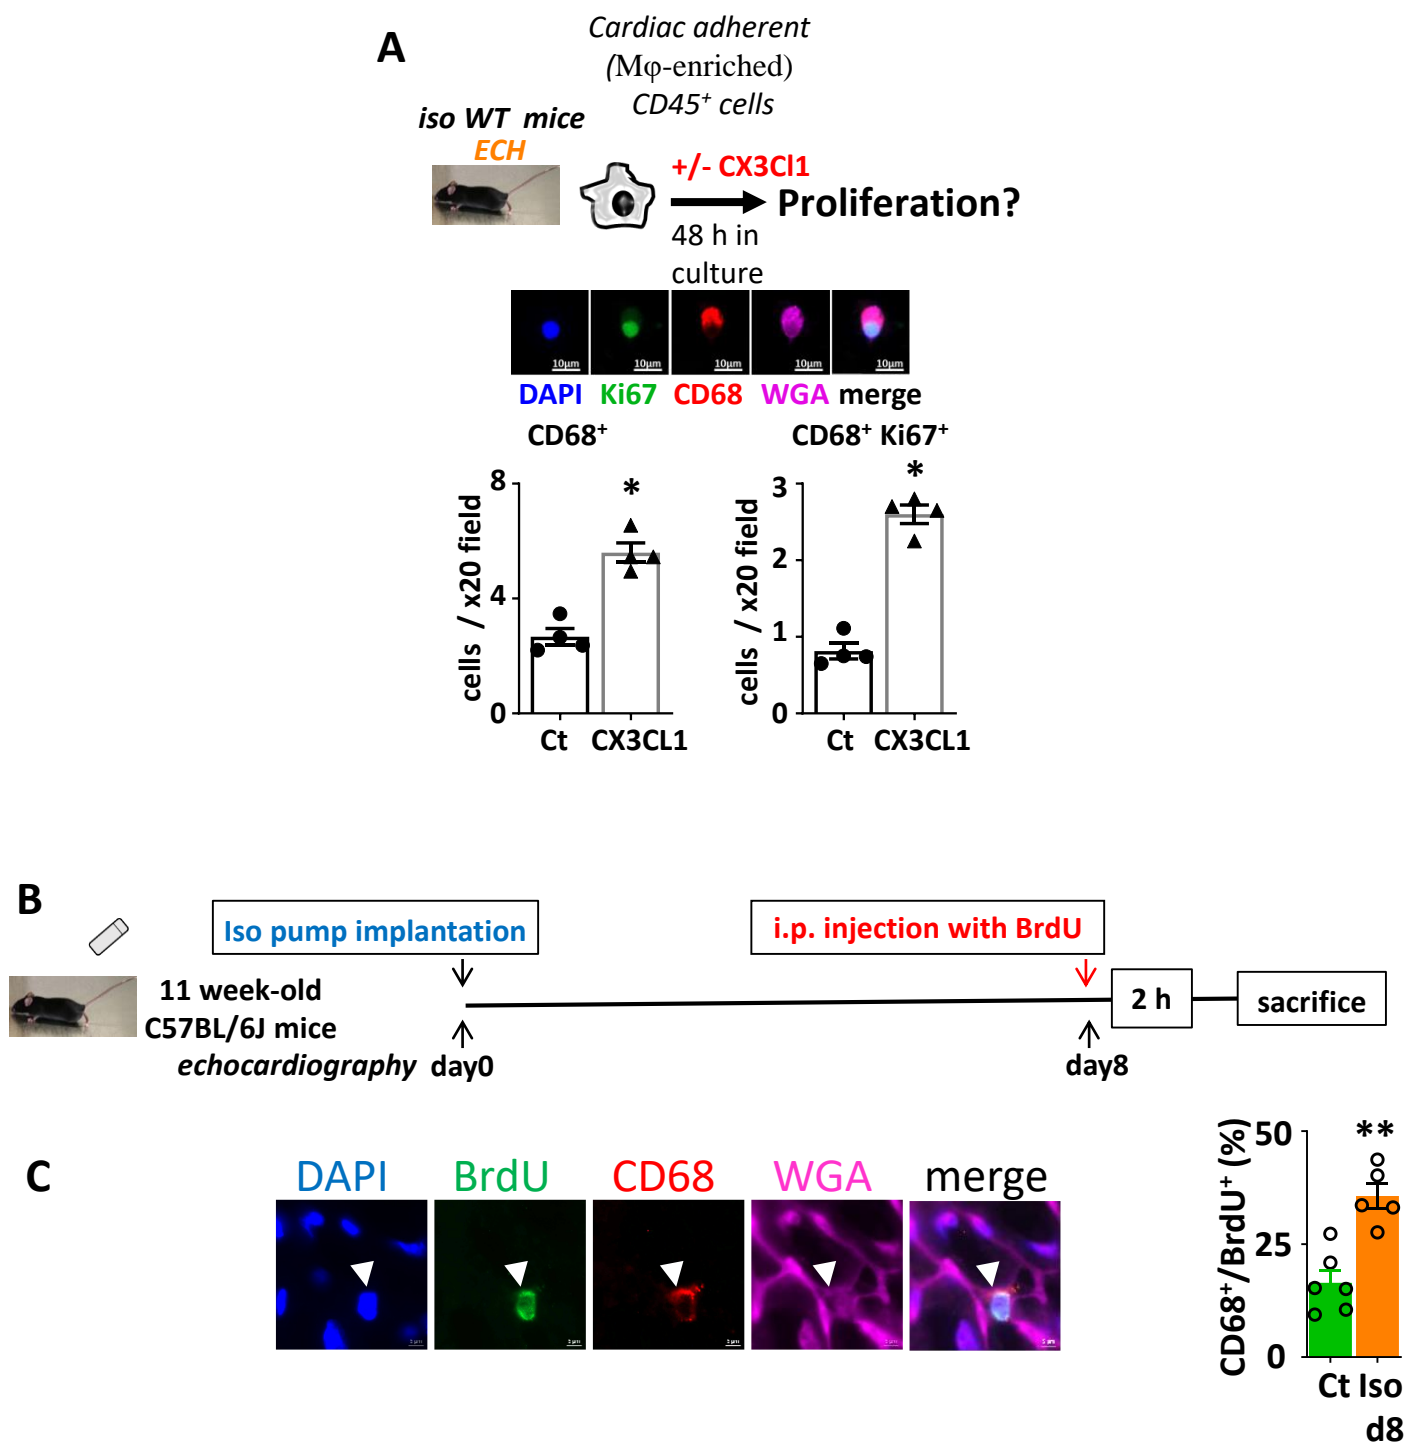

**Figure S7: Mφ proliferation is elicited by CX3CL1 *in-vitro* and detected in early Iso-infused hearts *in-vivo*.** (A) CX3CL1 enhances the number and proliferative activity of Mφ-enriched CD45<sup>+</sup> cells isolated from iso-infused ECH hearts *in-vitro*. Typical images of immune cells stained for DAPI, CD68, Ki67 and WGA and quantification of CD68<sup>+</sup> and CD68<sup>+</sup> Ki67<sup>+</sup> cell number. Mean±SEM from quadruplicate. Cells were isolated from 5 iso-infused mice, sacrificed at day 8, Mann-Whitney U test; \**p*<0.05. (B) Mφ proliferation in iso-infused hearts, attested by *in-vivo* BrdU incorporation. Schematic representation of the BrdU injection protocol. (C) Typical images of cardiac sections stained for DAPI, CD68, BrdU and WGA and quantification of CD68<sup>+</sup> BrdU<sup>+</sup> cell number. Mean±SEM from n=6 (Ct) and n=5 (iso-infused) mice, sacrificed at day 8, Mann-Whitney U test; \*\**p*<0.01

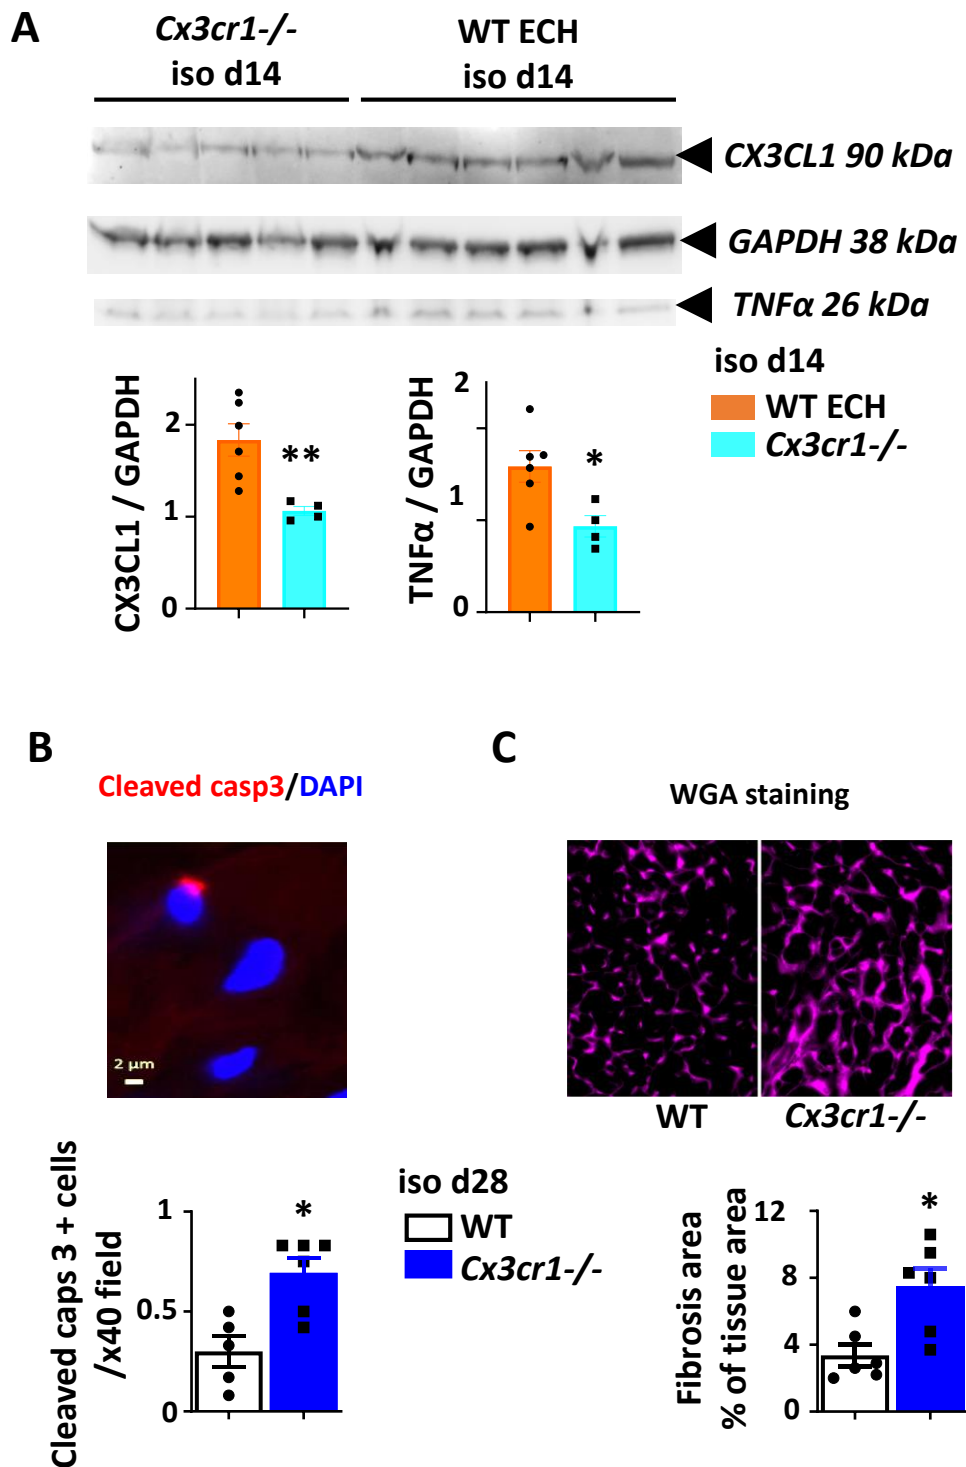

Figure S8: Iso-infused *Cx3cr1*<sup>-/-</sup> hearts display lower levels of CX3CL1 and TNFα at day 14 and higher apoptosis and fibrosis at day 28, as compared to WT hearts. (A) CX3CL1 and TNFα levels in WT ECH or *Cx3cr1*<sup>-/-</sup> hearts infused for 14 days with iso. Full unedited gels are provided at the end of the supplementary material as well as detailed procedure (Figure S11). Mean±SEM from 5-6 mice/group, Mann Withney test; \*  $p < 0.05$ , \*\*  $p < 0.01$ . (B) Apoptosis estimated in cardiac sections stained with cleaved caspase 3 Abs (typical image). Mean±SEM from 6 mice/group, sacrificed at day28, Mann-Whitney U test; \* $p < 0.05$ . (C) Fibrosis area estimated in cardiac sections stained with WGA (typical image). Mean±SEM from 6 mice/group, sacrificed at day28, Mann-Whitney U test; \* $p < 0.05$ .

## Intramyocardial injection under echography guidance

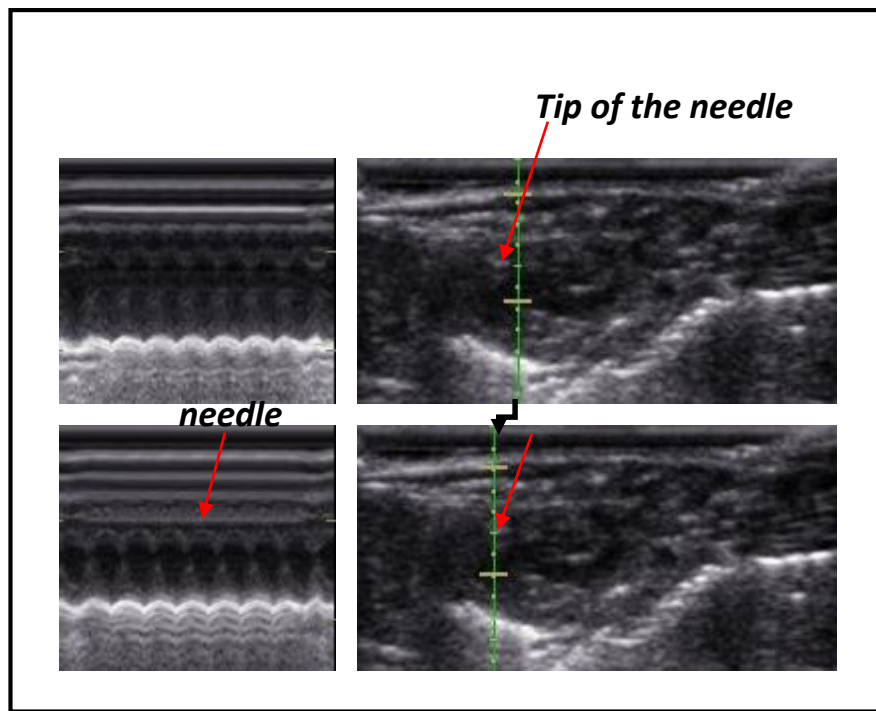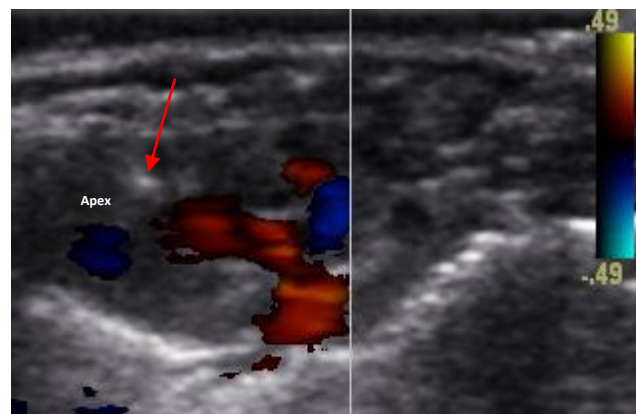

Figure S9: Visualization of the tip of the needle during intramyocardial injection under echocardiography guidance.

## Supplementary information

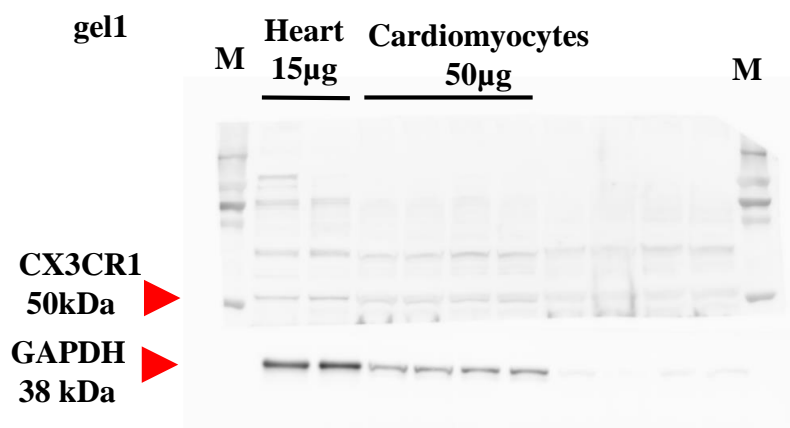

Full unedited gels with membrane edge visible (expo 10 sec 4) to Figure 4A: Blots of Figure 4A were obtained from lane 2 and 3 gel 1 and results reproduced from other samples in gel 2. Nitrocellulose membranes were cut. Upper part of membrane was incubated with anti-CX3CR1 Ab, and lower part with anti-GAPDH Ab, followed by HRP Ab. Detection of ECL signals was performed after reassembling of membrane parts and was recorded using a Camera LAS 4000.

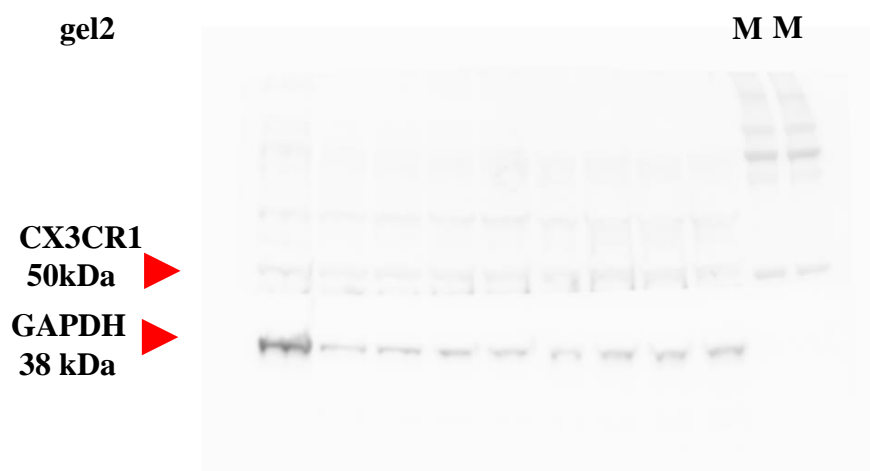

Figure S10

Supplementary information

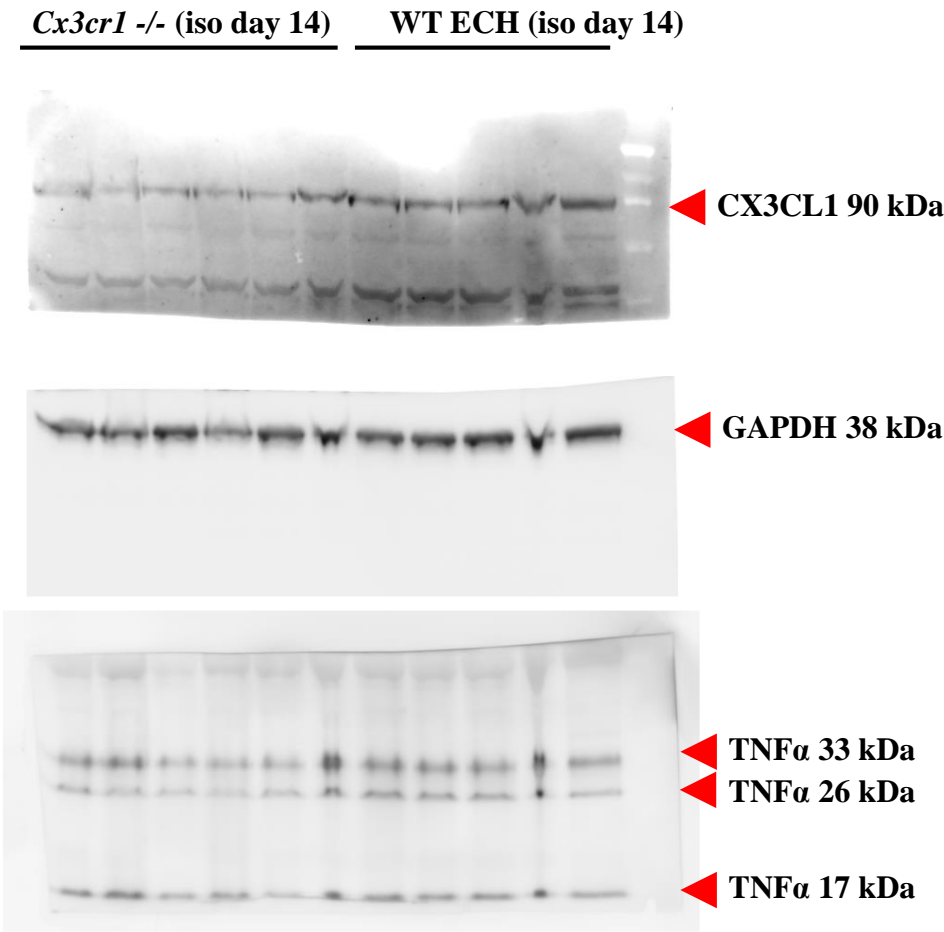

Full unedited gels to Figure S8A: Nitrocellulose membrane was cut. Upper part of membrane was incubated with anti-CX3CL1 Ab, and lower part with anti-TNFα Ab before stripping and hybridization with anti-GAPDH Ab.

Figure S11

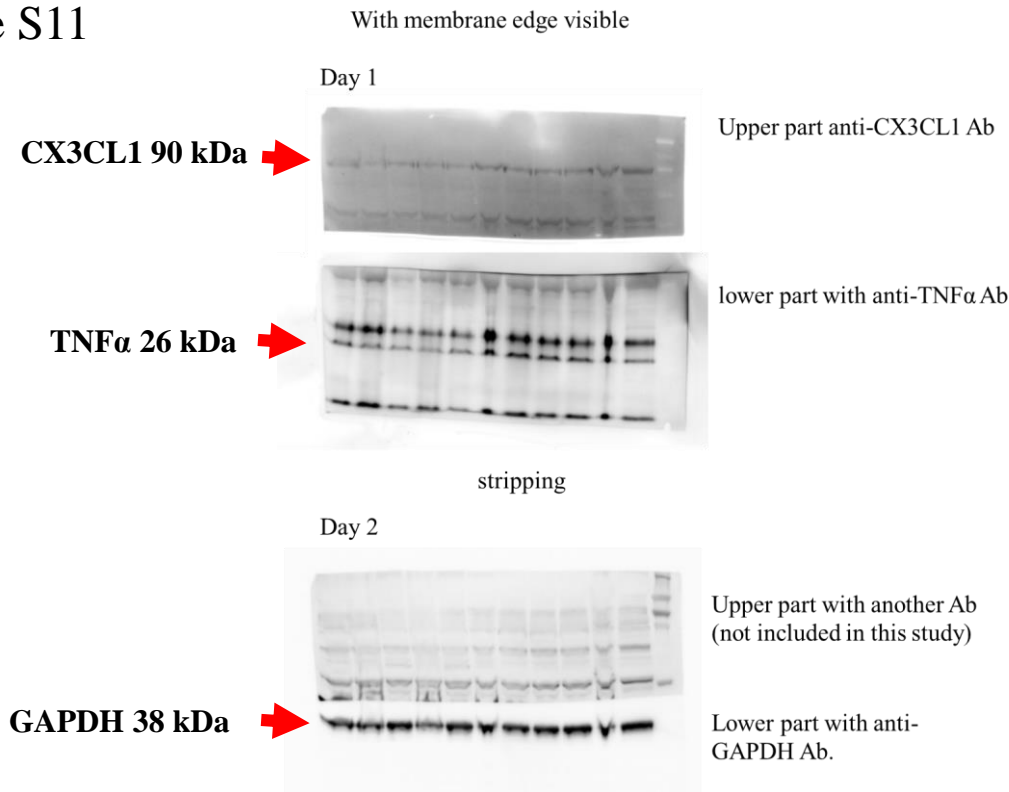

Supplementary information

Full unedited gels to Figure 6C: Blots of Figure 4C were obtained from gel 1 (A, right panel) and experiment reproduced from other samples in gel 2 (A, left panel). Nitrocellulose membranes were cut. Upper part of membrane was incubated with anti-CX3CL1 Ab, and lower part with anti-GAPDH Ab, followed by HRP Ab. Detection of ECL signals was performed after reassembling of membrane parts and was recorded using a Camera LAS 4000.

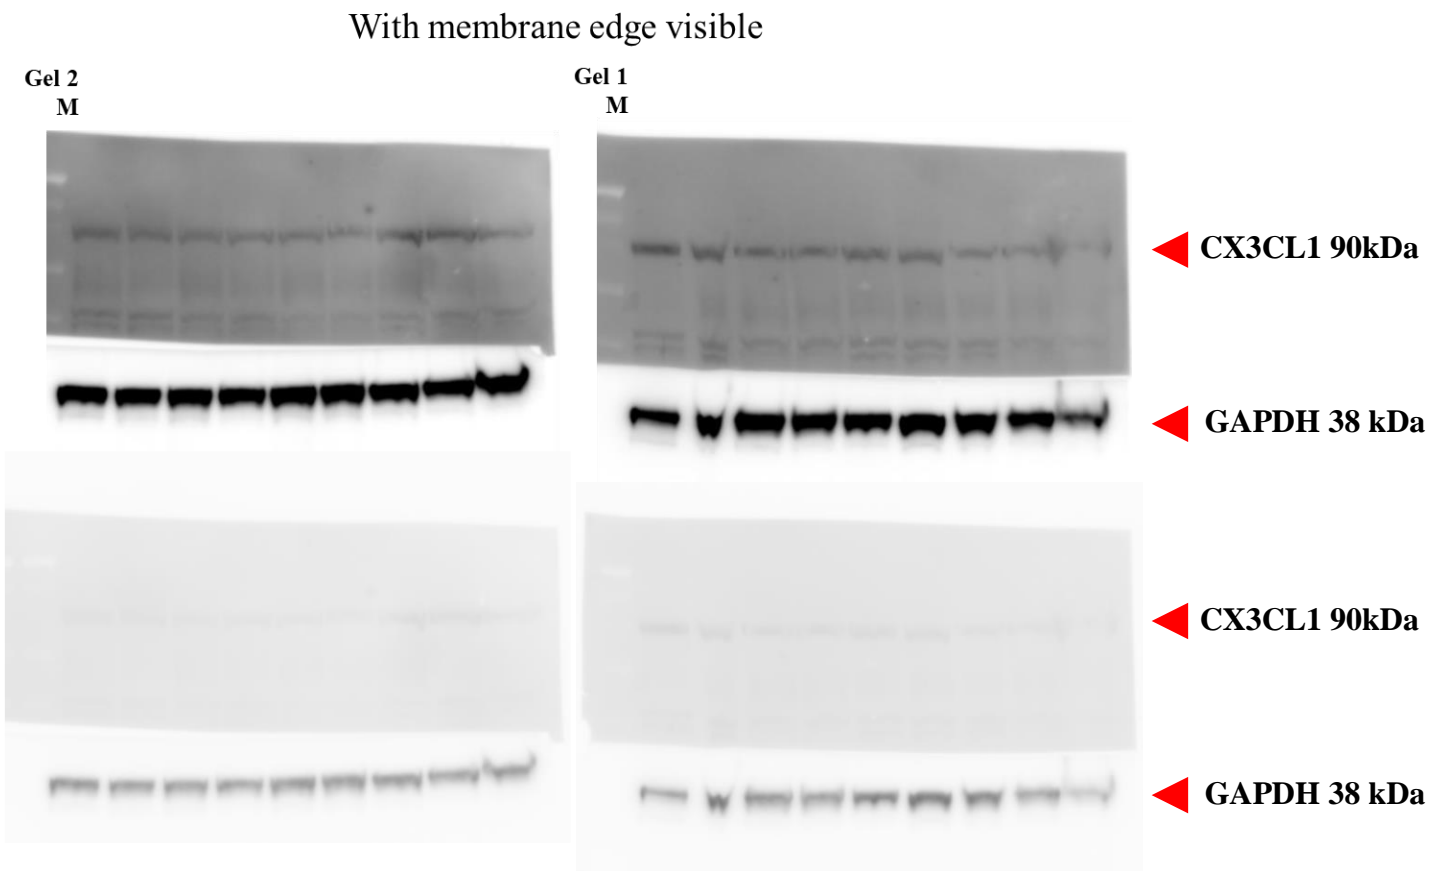

Figure S12

Supplementary information

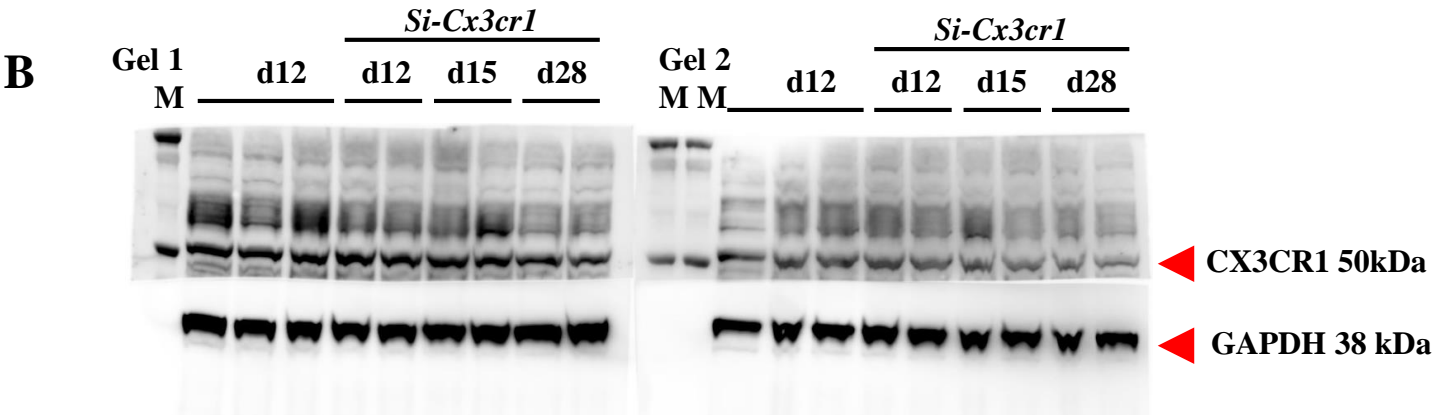

Full unedited gels to Figure 6F: Blots of Figure 6F were obtained from gel 1 (B, left panel) and experiment reproduced from other samples in gel 2 (B, right panel). Nitrocellulose membranes were cut. Upper part of membrane was incubated with anti-CX3CR1 Ab, and lower part with anti-GAPDH Ab, followed by HRP Ab. Detection of ECL signals was performed after reassembling of membrane parts and was recorded using a Camera LAS 4000.

With membrane edge visible

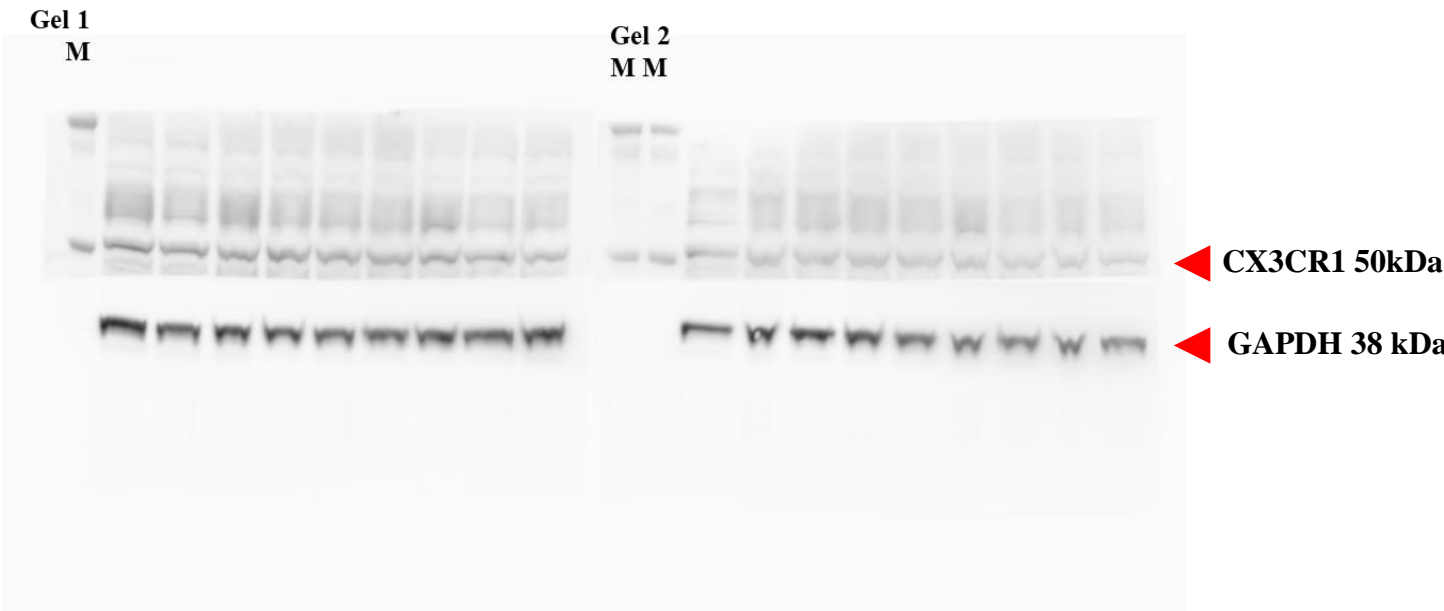

Figure S13

**Table S1: Echocardiography parameters at day 14 and day 28 in mice implanted or not with Iso pump at day 0.** Kruskal-Wallis followed by Dunn post-hoc tests. \* p<0.05 ECH vs ctl; † p<0.05 ECH vs HF.

*HR, heart rate; IVSd, end-diastolic interventricular septum thickness; LVd, end-diastolic left ventricular diameter; PWd, end-diastolic posterior wall thickness; IVSs, end-systolic interventricular septum thickness; LVs, end-systolic left ventricular diameter; PWs, end-systolic posterior wall thickness; h/r, diastolic wall thickness to radius ratio; EF, ejection fraction; FS, fractional shortening.*

**Table S2: Echocardiography parameters at day 0, 9, 14, 21 and day 25 in mice implanted with Iso pump at day 0 and with the first injection of control/clodronate liposomes at day 7.** n=4-9 mice/group, two-way ANOVA followed by Sidak's post-hoc tests. *HR*, heart rate; *IVSd*, end-diastolic interventricular septum thickness; *LVd*, end-diastolic left ventricular diameter; *PWd*, end-diastolic posterior wall thickness; *IVSs*, end-systolic interventricular septum thickness; *LVs*, end-systolic left ventricular diameter; *PWs*, end-systolic posterior wall thickness; *h/r*, diastolic wall thickness to radius ratio; *EF*, ejection fraction; *FS*, fractional shortening.

**Table S3: Kinetics of echocardiography parameters in WT or *Cx3cr1*<sup>-/-</sup> mice implanted with Iso pump at day 0.** n=14-38 mice, Two-way ANOVA followed by Sidak's post-hoc tests.

*HR*, heart rate; *IVSd*, end-diastolic interventricular septum thickness; *LVd*, end-diastolic left ventricular diameter; *PWd*, end-diastolic posterior wall thickness; *IVSs*, end-systolic interventricular septum thickness; *LVs*, end-systolic left ventricular diameter; *PWs*, end-systolic posterior wall thickness; *h/r*, diastolic wall thickness to radius ratio; *EF*, ejection fraction; *FS*, fractional shortening.

**Table S4: Echocardiography parameters at day 0, 7, 12, 15, 21 and day 28 in mice implanted with Iso pump at day 0 and with the injection of siScramble or siCx3cII RNA at day 7.** n=5-16 mice/group, two-way ANOVA followed by Sidak's post-hoc tests.

*HR, heart rate; IVSd, end-diastolic interventricular septum thickness; LVd, end-diastolic left ventricular diameter; PWd, end-diastolic posterior wall thickness; IVSs, end-systolic interventricular septum thickness; LVs, end-systolic left ventricular diameter; PWs, end-systolic posterior wall thickness; h/r, diastolic wall thickness to radius ratio; EF, ejection fraction; FS, fractional shortening.*

**Table S5: Echocardiography parameters at day 0, 7, 12 and day 15 in mice implanted with Iso pump at day 0 and with the injection of siScramble or siCx3cr1 at day 7.** n=10-14 mice/group, two-way ANOVA followed by Sidak's post-hoc tests.

*HR*, heart rate; *IVSd*, end-diastolic interventricular septum thickness; *LVd*, end-diastolic left ventricular diameter; *PWd*, end-diastolic posterior wall thickness; *IVSs*, end-systolic interventricular septum thickness; *LVs*, end-systolic left ventricular diameter; *PWs*, end-systolic posterior wall thickness; *h/r*, diastolic wall thickness to radius ratio; *EF*, ejection fraction; *FS*, fractional shortening.

How the deposited data were processed for this re-analysis (not part of the article)

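RNA of FACS-sorted CD14/CD64-positive cardiac Mφ was sequenced from 12 mice, 4 each of the Ct, ECH and HF groups, with 1 library per mouse. The samples were grouped by the condition given in their labels. ECH and HF mice had received isoproterenol at 30 mg/kg/day for 14 and 28 days, and the infusion time of each Ct mouse is not given in the sources used here.
The authors made cDNA with the SMART-Seq v4 kit, sequenced it on a NextSeq 500, trimmed the reads with Trimmomatic, aligned them with TopHat2 to the mouse genome build mm10 and counted them on genes with featureCounts, as their methods state. The files as deposited by the authors hold raw counts of 24445 gene symbols, without normalization. The software versions, the gene annotation, the strand setting and whether reads or fragments were counted are not given in the sources used here. Genes holding exactly 2 counts outnumbered those holding 1 or 3 in every library (364 against 219 and 152 in ECH library 3), so each count may not be an independent fragment. The libraries carry no molecular identifiers, and limits given for a count of 0 (3 counts) cover counting error only.
Totals per library ranged from 88466559 to 111180291 counts. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 14608 genes, library sizes were scaled by TMM, and a single model with 1 mean per group was fitted to all 12 libraries with the quasi-likelihood method, with a common dispersion of 0.370. ECH was compared with Ct and with HF, and HF with Ct. P values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an FDR under 0.05 and a fold change of at least 2, as the paper states. Genes called against both Ct and HF in the same direction were counted as selective. For the genes named, two-sided exact permutation tests on log2 CPM (0.1 CPM added) were also made and adjusted over 48 tests. With 4 against 4 mice the smallest p of this test is 0.0286.
Gene lists were tested on the same model with camera (limma 3.58.1, preset correlation 0.01), with fry and camera with an estimated correlation as checks, and adjusted over 14 lists and both comparisons, 28 tests. The lists cover the IFNγ response, cell division, the glucocorticoid response, the circadian clock, tissue dissociation, endothelial cells, fibroblasts, cardiomyocytes, neutrophils, B cells, T and NK cells, dendritic cells, Ly6C-high monocytes and resident Mφ. The glucocorticoid list was written after the gene names and colours of the heat map in Figure S5B were seen and leaves out all its genes. Per1 is in both the glucocorticoid and the circadian list, and Timd4 of the resident Mφ list is in the heat map.
The groups, the tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, except where the text says that a choice was made later. Genes are named when the paper's text names them (24 genes, among them markers of the sort, the monocyte marker Ccr2 and the qPCR reference gene Rpl13, of which the values shown in the paper's figures had been seen), when they have the 3 largest fold changes in either direction in the heat map, when they would have been selective, or when a list they belong to is described. Heat map genes are otherwise given as counts.
The alternatives were median-ratio (RLE) scaling, DESeq2 1.42.0, the likelihood ratio test of edgeR, limma-voom with sample quality weights, no filter beyond 1 count in all libraries, a filter of more than 1 CPM in 4 libraries, fits of only the groups compared, the replicate number as a block, the inferred library set as a covariate, libraries of the same set only, each library left out in turn, other thresholds and other definitions of selective. An alternative without Ct library 2 and HF library 1 was chosen after the numbers of genes detected were seen. The library sets were inferred from library numbers in the labels, and neither the labels nor the paper states them. As Ct and HF share no set, the covariate leaves ECH mice 1 and 2 against Ct and ECH mice 3 and 4 against HF.
The code was tested on simulated data in which 200 genes were changed. For a 4-fold change the quasi-likelihood test recovered 58.5% of them between ECH and Ct, 59.0% between ECH and HF and 57.0% of selective genes, and for a 2-fold change 23.0%, 25.0% and 14.0%. DESeq2 and the likelihood ratio test recovered 64.0% to 68.5% in the 4-fold simulation of a single comparison, and in the simulations of 2-, 4- and 16-fold changes together they called between 18 and 42 unchanged genes per comparison, against 0 to 6 with the quasi-likelihood test. As selective they called between 3 and 9 unchanged genes, against 0 with the quasi-likelihood test. For the difference between the pairs of ECH mice, a loess trend on the GC content and log2 length of the longest transcript of each gene was removed from each library, a step added after the values were seen. Gene positions were taken from the GENCODE M21 annotation of GRCm38. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The transcript-level counts, the pathway analysis, the qPCR and the protein measurements were not analysed here.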

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

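The tests of library size and of lost transcripts in HF library 1 and the comparisons of H2-Aa with the dendritic cell and B cell lists were chosen after the result was seen. Of 78 groups of 4 libraries, 5 held a library far from the other 3, where about 3.9 are expected by chance, so the single libraries below may be chance.
HF library 1 held 13600 genes with at least 1 count, against 15084 to 15211 in the other HF libraries. A smaller library is excluded, since at the smallest library's total the gap to the next HF library was still 1476 genes. The loss of transcripts before amplification may explain it, as 188 genes had no count although each other HF library held at least 100 counts. A purer sort could leave a similar pattern. Of 10804 genes with at least 100 counts in each of the other 3 libraries of both HF and Ct, 102 had no count in HF library 1 and 98 in Ct library 2. Of these, 26 were missing from both, where 5.79 are expected for genes of the same level (one-sided permutation p 0.0001, the smallest that 10000 permutations can give). These libraries had the lowest mean log2 levels of the fibroblast (−2.50 and −2.32), endothelial (−1.33 and −1.31) and Ly6C-high monocyte lists (−1.28 and −1.25). Ct library 2 also had the highest levels of the B cell (2.50), T and NK cell (1.87) and neutrophil lists (2.93), which speaks against a purer sort of that library. Both explanations stay open for HF library 1, and no biological explanation was tested.
Cd14 stood at 2993 CPM in ECH library 1, against 2139 to 2247 CPM in the other ECH libraries. A response to tissue dissociation is a candidate explanation, since the dissociation list was also highest there, by 0.48 on the log2 scale over the next ECH library, an order that chance gives 1 in 4 times. No biological explanation was tested.
H2-Aa stood at 3380 CPM in ECH library 2, against 1910 to 2145 CPM in the other ECH libraries. More B cells in that sort are excluded, since the B cell list was at −0.62 relative to the highest other ECH library. More dendritic cells could contribute, since their list was highest in ECH library 2, by 0.38, which chance also gives 1 in 4 times. The most abundant genes of that list in ECH were Cd209a (49.0 CPM), Kmo (36.0 CPM) and Itgax (35.2 CPM), and Mφ can also express them. A difference in Mφ state between mice was not tested.
Rpl13 stood at 927 CPM in Ct library 2, against 399 to 483 CPM in the other Ct libraries. The scaling of this library is excluded, since its 500 most abundant genes had a median log2 difference of −0.086 from the other Ct libraries. The 80 ribosomal protein genes were shifted together, with a median of 1.05 beside 1.06 for Rpl13, and 39 of them lay above Rpl13. The rise in Rpl13 may therefore be part of a shift of the whole class, whose origin, technical or biological, was not tested.
Cd209e stood at 3.69 CPM in Ct library 3, against 0 to 0.630 CPM in the other Ct libraries. The gene is close to the limit of detection and has paralogs on the same chromosome that could share its reads, and neither explanation was tested, though without this library the log2 fold change against Ct was 1.95 in place of −0.41.
A signal outside the genes that the paper discusses was the fibroblast list, with a median log2 fold change of 1.11 against Ct and 10 of 10 genes higher (adjusted p 0.00109, limma's camera). Chance cannot be excluded, since 8 of 35 splits of the Ct and ECH libraries gave a median as far from 0. Fibroblasts carried through the sort are a candidate explanation, since the genes varied together within groups, with a median correlation of 0.71 against 0.15 for the 95th percentile of random lists of the same level. Gsn (624 CPM in ECH, 421 CPM in Ct), Dcn (150 CPM and 62.7 CPM) and Col3a1 (27.1 CPM and 8.45 CPM) were its most abundant genes besides Mgp, and Gsn is also expressed by Mφ. A change within the cells of ECH hearts stays open and was not tested.
The cell division list was also higher in ECH than in Ct, with a median of 0.56 and 17 of 20 genes higher (adjusted p 0.0150, limma's camera). It did not pass without Ct mouse 3 (0.32, adjusted p 0.507) or ECH mouse 3 (0.40, adjusted p 0.102). Chance cannot be excluded here either, with 8 of 35 splits as far from 0. The paper reports Mφ proliferation in ECH hearts from other experiments, which these libraries do not test, and no technical explanation was tested for this list.
The Ly6C-high monocyte list had a median of 1.03 against Ct with 6 of 8 genes higher (adjusted p 0.0432, limma's camera), and 1 of 35 splits, the real one, gave a median as far from 0. This is the smallest share that the design allows and is not adjusted for the 28 list tests, so chance is excluded only for this list taken alone. Its most abundant genes were Ccr2 (424 CPM in ECH, 319 CPM in Ct), Fn1 (291 CPM and 100 CPM) and Chil3 (115 CPM and 37.6 CPM), and Mφ also express Fn1. The list did not pass without Ct mouse 1 (1.32, adjusted p 0.0730), Ct mouse 2 (0.70, 0.126), Ct mouse 4 (0.98, 0.110) or ECH mouse 2 (1.08, 0.0644). More monocyte-derived cells in the ECH sorts and a change of state within Mφ both stay open and were not tested apart here. By flow cytometry the paper characterizes the Mφ that emerge in ECH hearts as negative for CCR2 and low in Ly6C. From blood leukocytes it argues for a limited part of recruited monocytes, and it reports similar early remodeling in mice without Ccr2. None of these 3 lists had an adjusted p under 0.05 with fry or with the estimated correlation.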

How the results depend on the processing

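The alternative without Ct mouse 2 and HF mouse 1 was chosen after seeing the data, and the others were planned. Results are given for the quasi-likelihood test of edgeR unless another test is named, and where a result changed the cause was not tested.
Against 52 genes called between ECH and Ct, 0 between ECH and HF and 55 between HF and Ct, RLE scaling gave 55, 0 and 57, no filter 58, 0 and 58, the CPM filter 64, 0 and 63, an FDR without a fold threshold 69, 0 and 75, and the fit without Ct mouse 2 and HF mouse 1 51, 0 and 44, all without a selective gene. The counts moved with DESeq2 (248, 47 and 336, with 9 selective), the likelihood ratio test (218, 48 and 273, with 11 selective) and limma-voom (84, 0 and 130). Fits of only the groups compared gave 8, 0 and 41, the replicate block 22, 0 and 18, and the library set covariate 22, 272 and 208, with 2 selective. Libraries of the same set gave 1 for ECH against Ct and 370 for ECH against HF, and no value for HF against Ct, whose libraries share no set. An unadjusted p under 0.001 with a 2-fold change gave 97, 15 and 99, with 1 selective, and one under 0.05 gave 542, 246 and 748, with 47 selective. ECH against the mean of Ct and HF gave 1 gene.
Shared genes were counted for ECH against Ct. All 52 were among those of DESeq2 and of the likelihood ratio test, 46 with limma-voom, 20 among the 22 of the replicate block, 17 among the 22 of the library set covariate and 7 among the 8 of the fits of only the groups compared. The replicate number carried no shared signal, with correlations between libraries of the same number from −0.0701 to 0.0687 (median −0.0058), and 0 of 12 over 0.1.
With each mouse left out in turn, the count for ECH against Ct ranged from 11 without Ct mouse 1 to 95 without Ct mouse 3, and was 26 without Ct mouse 4, 17 without ECH mouse 3 and 27 without ECH mouse 4. For HF against Ct it ranged from 15 without Ct mouse 1 to 103 without Ct mouse 3, and was 25 without Ct mouse 4, 36 without ECH mouse 1, 33 without HF mouse 1, 18 without HF mouse 2, 19 without HF mouse 3 and 25 without HF mouse 4. The counts for ECH against HF and for selective genes stayed at 0 in these fits, beside 1165 genes with an unadjusted p under 0.05 against HF with all mice and 47 genes called by DESeq2.
Cx3cl1 kept its direction in both comparisons under each alternative run. Against Ct its log2 fold change passed the FDR threshold with DESeq2 (4.04), the likelihood ratio test (4.04) and without Ct mouse 2 and HF mouse 1 (3.62), and with each mouse left out it ranged from 3.52 without ECH mouse 4 to 4.47 without Ct mouse 1, with an FDR under 0.05 in the fit without Ct mouse 2 (3.63). Against HF it passed within library set B (2.14) and ranged from 1.11 without ECH mouse 4 to 1.84 without ECH mouse 1.
For the other 23 named genes in both comparisons, 46 results, 598 values under alternatives were computed, of which 535 kept their direction and side of the threshold, 34 passed it, 6 no longer passed it and 23 had the other sign. RLE scaling and no filter changed none of the 46. The values with the other sign against Ct were those of Cd14 with the library set covariate (0.016) and within the set (0.0088), Csf1r with limma-voom (−0.068), without Ct mouse 2 and HF mouse 1 (−0.12) and without Ct mouse 2 alone (−0.11, at most 0.20 with a mouse left out), Adgre1 with the covariate (0.34), within the set (0.33) and without ECH mouse 4 (0.12, down to −0.24 without ECH mouse 1), Fcgr1 without ECH mouse 2 (−0.19, up to 0.24 without ECH mouse 4), Cd209a without ECH mouse 1 (−0.043, up to 0.32 without ECH mouse 4) and Tnf without ECH mouse 1 (−0.0098, up to 0.68 without ECH mouse 3). Cd209e changed sign against Ct with limma-voom (1.13), the replicate block (0.93), the covariate (0.21), within the set (0.20), without Ct mouse 3 (1.95) and without ECH mouse 4 (0.0096), down to −1.07 without ECH mouse 1. It did so against HF with limma-voom (−0.87), the block (−1.35), the covariate (−0.88), within the set (−0.88), without Ct mouse 2 and HF mouse 1 (−0.20), without HF mouse 1 alone (−0.20) and without ECH mouse 1 (−0.45), up to 0.63 without ECH mouse 4. Tnf changed sign against HF without ECH mouse 3 (0.18), ECH mouse 4 (0.040) or HF mouse 2 (0.16), down to −0.50 without ECH mouse 1. The sign of Adgre1 against Ct also changed without Ct mouse 4 (0.081) or ECH mouse 3 (0.039), and that of Fcgr1 without Ct mouse 1 (−0.0080), Ct mouse 4 (−0.029) or ECH mouse 1 (−0.0093).
The IFNγ list against Ct, at −0.11, no longer passed with fry or an estimated correlation (median −0.11), without the MHC class II genes (0.038) or with the library set covariate (0.15), and was at 0.14 within library set A. With each mouse left out its median ranged from −0.39 without ECH mouse 2 to 0.035 without ECH mouse 4, and it did not pass without Ct mouse 4 (0.024), ECH mouse 3 (−0.013) or ECH mouse 4. Against HF it passed with the covariate (−0.54) and within set B (−0.54), and ranged from −0.40 without ECH mouse 2, where it passed, to 0.099 without HF mouse 3. It also passed without HF mouse 1 (−0.18) or HF mouse 2 (−0.13).
Of the 26 results of the other lists, 9 passed with camera, 0 with fry or an estimated correlation, and between 8 and 13 under the other alternatives (limma). Of their 234 values, 178 were unchanged in sign and side of the threshold, 18 passed, 25 no longer passed and 13 had a sign opposite to the first test. Against Ct these were the glucocorticoid list with the covariate (−0.23) and within the set (−0.23), the circadian list with the covariate (−0.63), within the set (−0.59) and without Ct mouse 3 (−0.032) or ECH mouse 4 (−0.23, up to 0.47 without Ct mouse 2), and the dendritic cell list without ECH mouse 2 (−0.19, up to 0.37 without Ct mouse 4). Against HF they were cell division with the covariate (0.51), within the set (0.50) and without ECH mouse 1 (0.34, down to −0.12 without ECH mouse 3). With a mouse left out they were also dissociation, from −0.29 without ECH mouse 1, where it passed, to 0.23 without ECH mouse 3, B cells, from −0.28 without ECH mouse 1 to 0.093 without ECH mouse 3, T and NK cells, from −0.77 without ECH mouse 1, where they passed, to 0.24 without ECH mouse 3, and Ly6C-high monocytes, from −0.28 without HF mouse 1 to 0.61 without HF mouse 4. The test of dissociation also turned without HF mouse 1 or 2, that of B cells without HF mouse 1 and that of monocytes without HF mouse 2. Cardiomyocyte genes passed against Ct without Ct mouse 3 or 4 or ECH mouse 3 or 4 and against HF without Ct mouse 2 or 3, ECH mouse 1 or 2 or HF mouse 1, with medians from −0.60 to −0.19 and from 0.29 to 0.60. Against HF, fibroblast genes passed without ECH mouse 3 (0.79) or HF mouse 3 (0.93), neutrophil genes without ECH mouse 2 (0.66), ECH mouse 3 (0.71) or HF mouse 4 (1.73), and resident Mφ genes without ECH mouse 1 (−0.26).
The median log2 fold change of all genes against Ct and HF was 0.010 and 0.018 with TMM, 0.0013 and 0.013 with RLE and 0.045 and 0.037 with limma-voom. Counting error limits a count of 0 to at most 0.0349 TMM-normalized CPM in Ct library 2.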

Differences from the paper's values

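The paper reports 201 genes selectively regulated in ECH Mφ as compared to Ct and HF Mφ, where the quasi-likelihood test of edgeR called 0. The paper's text gives its number as a result of differential expression analysis, at a 2-fold change and an FDR under 0.05. The same number is a region of the Venn diagrams of Fig. 3A, whose legend does not say what the circles count. Whether the circles hold genes called between groups or genes detected in a group is not settled here. The numbers set beside the paper's number are counts of called genes. At an unadjusted p under 0.05 and a 2-fold change 47 genes met both comparisons, and DESeq2 called 9 and the likelihood ratio test of edgeR 11. Of the alternatives set before the data were examined, each gave a number that differs from the paper's. These are RLE scaling, limma-voom, both filters, fits of only the groups compared, the replicate block, libraries of the same set only, each library left out in turn, an FDR without a fold threshold and the requirement that the gene is not called between HF and Ct, with 0 selective genes each, and the library set covariate with 2, an unadjusted p under 0.001 with 1, and ECH against the mean of Ct and HF with 1. The requirement on HF and Ct can only remove selective genes, so its count of 0 is reached by construction and is not a separate result.
The paper states that IFNγ was the top upregulated signaling pathway. The IFNγ list had a median log2 fold change of −0.11 against Ct and −0.089 against HF. The list is not the paper's pathway analysis, whose gene set and knowledge base were not used here. The median was above 0 against Ct for ECH mice 1 and 2 within their library set (0.14), with the library set as a covariate (0.15), without the MHC class II genes (0.038) and without Ct mouse 4 (0.024) or ECH mouse 4 (0.035), and none of these had an adjusted p under 0.05 (0.0577 to 0.964, limma).
The heading of the paper's section names Cx3cl1 as the most upregulated gene coding for a secreted factor. Among 72 chemokine and cytokine genes it ranked 1 by fold change against Ct and 6 against HF, and other secreted factors were not ranked here. The paper's figures mark Cx3cl1 as different in ECH from both other groups. The paper also reports a selective induction of Cx3cl1 by qPCR and a higher CX3CL1 release by ECH cells, neither of which was analysed here. By edgeR's quasi-likelihood test Cx3cl1 had an unadjusted p of 0.000668 against Ct and 0.0695 against HF. Its FDR was 0.0828 against Ct and 0.650 against HF. It was under 0.05 against Ct with DESeq2 (6.53e-05), the likelihood ratio test (0.00194) and without Ct mouse 2 (0.0168), and against HF within library set B (0.0215), over ranges of 6.53e-05 to 0.941 and 0.0215 to 1. It was also under 0.05 against Ct without Ct mouse 2 and HF mouse 1 (0.0195), an alternative chosen after seeing the values, and Adam8 and Cd209f, the 2 named genes under 0.05 against Ct with all mice, stayed under it there, so that none was dropped.
For the other genes that the paper names as higher in ECH, all 6 had a log2 fold change above 0 in both comparisons. Mertk had an FDR of 0.101 and 0.491 against Ct and HF, Il4ra 0.0596 and 0.568, Arg1 0.276 and 0.821, Cd163 0.241 and 0.491, Adam8 0.000179 and 0.491, and Adam10 0.331 and 0.595 (edgeR). An unadjusted p under 0.05 in both comparisons, by the same test, was found for Mertk, Il4ra, Cd163, Adam8 and Adam10 and not for Arg1 (0.226 against HF) or Cx3cl1 (0.0695 against HF). Against Ct, an FDR under 0.05 was reached by Mertk with DESeq2 (0.00195), the likelihood ratio test (0.00492) and without ECH mouse 2 (0.0487), by Il4ra with DESeq2 (0.000387), the likelihood ratio test (0.00109), limma-voom (0.0160), the CPM filter (0.0458) and without Ct mouse 3 (0.0230), and by Arg1 with DESeq2 (0.0485). Against HF it was reached by Mertk with DESeq2 (0.00981), the likelihood ratio test (0.0208), the library set covariate (0.00319) and within set B (0.00328), by Cd163 with the same 4 alternatives (0.0118, 0.0262, 0.0201 and 0.0134), by Adam8 with the library set covariate (0.0459) and by Adam10 within set B (0.0337). With the covariate, as within set B, only ECH mice 3 and 4 stand against HF, so these alternatives are not separate evidence. The ranges over the alternatives against Ct were 0.00195 to 0.947 for Mertk, 0.000387 to 0.777 for Il4ra and 0.0485 to 0.941 for Arg1. Against HF they were 0.00319 to 1 for Mertk, 0.0118 to 1 for Cd163, 0.0459 to 1 for Adam8 and 0.0337 to 1 for Adam10.
The paper states a lower expression of Cd209 genes in ECH. Of the 7 Cd209 genes, 6 were lower against Ct and 6 against HF, with Cd209a higher against Ct (0.11) and Cd209e higher against HF (0.21). Cd209f had an FDR of 0.0346 against Ct and 0.488 against HF, where DESeq2 (0.000239) and the likelihood ratio test (0.00236) placed it under 0.05, with a range of 0.000239 to 1. Cd209d against HF and Cd209g against Ct were under 0.05 with DESeq2 (0.00637 and 0.0351), Cd209d also with the likelihood ratio test (0.0195) and within set B (0.0250), and Cd209g also with fits of only the groups compared (0.0420), without HF mouse 1 (0.0141) and, chosen after seeing the values, without Ct mouse 2 and HF mouse 1 (0.0195). Their ranges were 0.00637 to 1 for Cd209d and 0.0141 to 0.651 for Cd209g. H2-Aa and H2-Ab1, stated as lower than in Ct, were at −0.72 (FDR 0.167) and −0.56 (FDR 0.376), and H2-Aa was under 0.05 with DESeq2 (0.0197), the likelihood ratio test (0.0442) and without ECH mouse 2 (0.0463), with a range of 0.0197 to 0.947. The legend of Figure S5 gives its marks as a p under 0.05 and does not say whether it was adjusted. The unadjusted p against Ct was under 0.05 for both genes (0.00402 and 0.0356, edgeR's quasi-likelihood test).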

Other observations

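The tests of the glucocorticoid, circadian, dissociation and other cell type lists between the ECH pairs, of the endothelial list and of Ct mouse 2 for Cx3cl1, of a lower share of Mφ in Ct, and the regroupings behind the counts of called genes were chosen after the result was seen.
In splits of the Ct and ECH libraries into groups of 4, 1 of 35, the real one, called as many genes as the 52 found. The same holds for HF against Ct, with 55 genes and 1 of 35 splits. This is the smallest share that the design allows and is not adjusted for the counts tried. Chance is therefore excluded only for each of these counts taken alone. The splits do not separate the condition from the inferred library set. For ECH against HF the quasi-likelihood test called 0 genes, a count that all 35 of 35 splits reach by construction and that says nothing about chance, while 1165 genes had an unadjusted p under 0.05, DESeq2 called 47 and limma-voom 0. With the likelihood ratio test 48 genes were called and 1 of 35 splits called as many, again the smallest share possible. Chance is excluded only for this count taken alone, beside the 0 genes of the quasi-likelihood test. For selective genes, the count of 0 of the quasi-likelihood test is likewise reached by 100 of 100 regroupings of the 12 libraries by construction. Of these regroupings, 55 of 100 reached the 47 genes at an unadjusted p under 0.05, so chance cannot be excluded for that count. The 11 genes of the likelihood ratio test were reached by 4 of 100 regroupings, by 3 of 35 splits of the Ct and ECH libraries and by 1 of 35 splits of the ECH and HF libraries, each with the real one included, so chance cannot be excluded for this count either.
ECH mice 3 and 4 differed from ECH mice 1 and 2 in 63 genes at an FDR under 0.05 (edgeR), 18 higher and 45 lower. GC content and gene length stay open as part of the cause. Their trend explained 0.973% of the variance over all genes and a median of 1.51 remained of 1.54 after it was removed, but with the trend removed from each library 24 of the 63 genes kept an FDR under 0.05 (edgeR). An effect of the inferred library set stays open. The same genes differed between HF (set B) and Ct (set A) by a median of −0.22 in the direction of the ECH pairs, but set and condition cannot be told apart in that comparison. Of the 14 lists, 8 passed between the pairs with camera, with a median of 0.84 for the glucocorticoid list, 1.17 for the circadian list, −0.70 for the dissociation list, 0.73 for the cardiomyocyte list, −1.26 for the B cell list, −0.89 for the T and NK cell list, 0.86 for the cell division list and −0.69 for the IFNγ list. A glucocorticoid response, a circadian difference, tissue dissociation and other cell types in the sort cannot be told apart, because 2 mice stand against 2, camera gave these 8 lists adjusted p values between 1.41e-08 and 0.0163 and fry between 0.146 and 0.378. A difference in the stage of hypertrophy between these mice is not given in the sources used here and was not tested. The animal codes of ECH mice 3 and 4 begin alike, and those of ECH mice 1 and 2 do not. A shared origin of ECH mice 3 and 4 therefore stays open too and cannot be told apart from the library set.
The glucocorticoid list was higher in ECH than in HF, with a median of 0.61 and 11 of 12 genes higher (adjusted p 2.70e-05, limma's camera), and at 0.33 against Ct (0.273). A glucocorticoid response in ECH mice may be considered as a hypothesis, but chance cannot be excluded, with 6 of 35 splits of the ECH and HF libraries as far from 0, and the list was written after the heat map was seen. The circadian list, which shares Per1 with it, was at 1.05 against HF (0.00590, or 0.146 without ECH mouse 4) and 0.18 against Ct (0.647). The glucocorticoid list passed against Ct without Ct mouse 2 (0.47, 0.0159) or ECH mouse 2 (0.49, 0.0220).
Against Ct, the B cell list was lower in ECH with a median of −2.32 and 0 of 7 genes higher (adjusted p 9.03e-12 by limma's camera, 0.0699 by fry). Of 35 splits, 1, the real one, gave a median as far from 0, the smallest share that the design allows and one that is not adjusted for the 28 list tests, so chance is excluded only for this list taken alone. B cells carried through the sort of the Ct libraries are a candidate explanation, since the genes varied together within groups (median correlation 0.56, against 0.23 for the 95th percentile of random lists). Cd79a fell from 89.8 CPM to 15.6 CPM and Cd79b from 61.6 CPM to 24.0 CPM. A lower share of Mφ in the Ct sorts stays open as a part of the cause. As the whole cause it would raise the genes of other cell types alike. The fibroblast list (1.11), the Ly6C-high monocyte list (1.03) and the endothelial list (0.43) moved the other way. Taken as mean levels, the B cell list minus the fibroblast list changed by −3.89 from Ct to ECH on the log2 scale, and against the endothelial list by −2.92, the Ly6C-high monocyte list by −2.90 and the dendritic cell list by −2.58, each with an exact p of 0.0286, the smallest the design allows, and 0.0500 after adjustment over 7 lists, which is not under 0.05. For the cardiomyocyte (exact p 0.0571), T and NK cell (0.229) and neutrophil lists (0.771) the difference was within the spread between mice. The fibroblast, endothelial, Ly6C-high monocyte and dendritic cell lists thus argue against a lower share of Mφ as the whole cause. The cardiomyocyte, T and NK cell and neutrophil lists do not. This comparison was added after the values were seen. A difference in the B cells of the hearts between the groups stays open. The T and NK cell list was at −1.63 (2.57e-05), the neutrophil list at −1.10 (0.000641) and the dissociation list at −0.71 with 0 of 12 genes higher (2.47e-09), and 3 of 35, 7 of 35 and 2 of 35 splits gave a median as far from 0. Chance cannot be excluded for these lists.
For the IFNγ list, 24 of 35 splits gave a median as far from 0 against Ct and 24 of 35 against HF, so chance cannot be excluded. Of the remaining results against Ct, the endothelial list was at 0.43 (0.273), the cardiomyocyte list at −0.46 (0.0829), the dendritic cell list at 0.065 (0.595) and the resident Mφ list at −0.016 (0.268). Against HF, the endothelial list was at 0.97 (0.227), the fibroblast list at 0.55 (0.208), the cardiomyocyte list at 0.47 (0.0650), the neutrophil list at 0.36 (0.0829), the B cell list at −0.10 (0.595), the T and NK cell list at −0.089 (0.268) and the resident Mφ list at −0.18 (0.268). Lists whose median and test had opposite signs against HF were cell division (0.10, 0.576), dissociation (0.016, 0.543), dendritic cells (0.0040, 0.589) and Ly6C-high monocytes (−0.012, 0.670). All these adjusted p values are from limma's camera.
More endothelial cells in the ECH sorts are excluded as the whole cause of the difference in Cx3cl1 between ECH and Ct, since the endothelial list rose by a median of 0.43 against 4.04 for Cx3cl1. In ECH, Fabp4 stood at 45.0 CPM, Pecam1 at 6.30 CPM, Kdr at 5.44 CPM and Cdh5 at 0.510 CPM, beside 18.0 CPM of Cx3cl1. A change within endothelial cells in the sorts stays open. The count of 0 in Ct mouse 2 is excluded as the cause, since the log2 fold change was 3.63 without that mouse.
Tnf had a log2 fold change of 0.39 against Ct (FDR 0.759) and −0.10 against HF (FDR 0.988), and Ccr2 of 0.41 (FDR 0.613) and −0.49 (FDR 0.706), by edgeR's quasi-likelihood test. The reference gene Rpl13 was at −0.44 (FDR 0.451) and −0.075 (FDR 0.980).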
